# Disome-seq reveals widespread ribosome collisions that promote cotranslational protein folding

**DOI:** 10.1186/s13059-020-02256-0

**Published:** 2021-01-05

**Authors:** Taolan Zhao, Yan-Ming Chen, Yu Li, Jia Wang, Siyu Chen, Ning Gao, Wenfeng Qian

**Keywords:** Translation elongation, Disome-seq, Ribosome collision, Translational pause, Ribosome release, Ribosome-associated chaperones, Cotranslational protein folding, Protein homeostasis, Disome structure

## Abstract

**Background:**

The folding of proteins is challenging in the highly crowded and sticky environment of a cell. Regulation of translation elongation may play a crucial role in ensuring the correct folding of proteins. Much of our knowledge regarding translation elongation comes from the sequencing of mRNA fragments protected by single ribosomes by ribo-seq. However, larger protected mRNA fragments have been observed, suggesting the existence of an alternative and previously hidden layer of regulation.

**Results:**

In this study, we performed disome-seq to sequence mRNA fragments protected by two stacked ribosomes, a product of translational pauses during which the 5′-elongating ribosome collides with the 3′-paused one. We detected widespread ribosome collisions that are related to slow ribosome release when stop codons are at the A-site, slow peptide bond formation from proline, glycine, asparagine, and cysteine when they are at the P-site, and slow leaving of polylysine from the exit tunnel of ribosomes. The structure of disomes obtained by cryo-electron microscopy suggests a different conformation from the substrate of the ribosome-associated protein quality control pathway. Collisions occurred more frequently in the gap regions between α-helices, where a translational pause can prevent the folding interference from the downstream peptides. Paused or collided ribosomes are associated with specific chaperones, which can aid in the cotranslational folding of the nascent peptides.

**Conclusions:**

Therefore, cells use regulated ribosome collisions to ensure protein homeostasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-020-02256-0.

## Background

Translation elongation is a crucial process through which the genetic information in a transcript is sequentially decoded into a peptide chain by ribosomes. Yet, the mRNA sequence of coding regions can harbor more information than the amino-acid sequence [1]; the local rate of translation elongation is non-uniform and fine-tuned [2, 3]. Programmed variation in elongation rate may participate in the regulation of protein folding [2, 4, 5], which is challenging within the crowded and sticky cellular environments [6, 7]. A change in the rate of translation elongation can result in protein misfolding [2, 5], which further leads to developmental abnormalities, neurologic diseases, and cancers [8].

Despite the importance of translation elongation, it has been mainly studied with heterologous reporter genes [9–11]. A strong ribosomal stalling signal was often placed in these reporter genes; the 5′-elongating ribosome collides with the stalled ribosome, leading to a di-ribosome (we hereafter refer such stacked ribosomes induced by a strong ribosomal stalling signal in heterologous reporters as to di-ribosomes) or even tri-ribosome. Structure analyses indicated that di-ribosomes and tri-ribosomes were often unable to resume translation and can trigger the ribosome-associated protein quality control (RQC) pathway [9, 12–16].

The knowledge of the causes for endogenous translational pausing remains highly limited, mainly because the detection of translational pauses is technically challenging in endogenous genes. The development of ribo-seq, an approach that sequences ribosome-protected mRNA fragments at codon resolution, significantly increased our knowledge on translation elongation [17, 18]. Accumulation of ribosome footprints at a site indicates slow translation elongation (i.e., a translational pause); based on this idea, sequence determinants of translation elongation have been discovered, such as synonymous codon usage [19–21], positively charged nascent peptides [22], and mRNA secondary structures [23]. However, traditional ribo-seq misses the information of ribosome collisions [24, 25]. Instead, ribosome collisions can be studied by sequencing the mRNA fragments protected by disomes, which refer to endogenous stacked ribosomes in this study. Disomes were detectable by sucrose gradient centrifugation [26] and were observed in faulty mRNAs or 3′-untranslated regions [24]. However, the genomic landscape and the sequence determinants of endogenous ribosome collisions remain largely unknown in the coding sequences of faithfully transcribed mRNAs.

The consequence of endogenous translational pausing also remains unclear. It has been suggested that translation elongation can regulate cotranslational protein folding [2, 4, 5, 27, 28]. For example, accumulating evidence supported that the CAG expansion in Huntington’s disease led to incorrect translational pausing and thereby improper folding of the signal peptide for the subcellular localization of the Htt protein [29]. Non-optimal codons formed clusters during evolution [30, 31]; they may create slow-translation regions and participate in protein folding [32]. However, the mechanisms by which translational pauses regulate cotranslational protein folding remain understudied.

In this study, we captured the mRNA footprints protected by two stacked ribosomes in fast proliferating yeast cells. Such data provide a chance to reveal the translational dynamics that are undetectable by the traditional ribo-seq (i.e., monosome-seq). We identify the sequence features that are associated with ribosome collisions and validate some features with reporter genes. Cryo-electron microscopy (cryo-EM) analyses indicate that the majority of endogenous ribosome collisions form a different structure from the RQC-inducing di-ribosomes. With bioinformatics analyses, we show that ribosome pauses or collisions tend to take place in the gap regions between α-helices. In fact, paused or collided ribosomes are often associated with specific chaperones that can assist protein folding, as indicated by mass spectrometry analyses. As a consequence, a nascent peptide is ready to be correctly folded during translation.

## Results

### Translational pauses generate disomes from collisions of ribosomes

Most mRNAs are associated with multiple ribosomes [33], and the speed of translational elongation varies, with some events such as tRNA depletion, known to cause ribosomes to slow down and even to pause translation [8]. We therefore hypothesized that a slowdown or pause of one leading ribosome might generate a collision between the paused ribosome and the 5′-elongating ribosome. These collisions would result in a single RNase I resistant fragment with approximately twice the footprint length of a single ribosome (Fig. 1a).

**Fig. 1:**
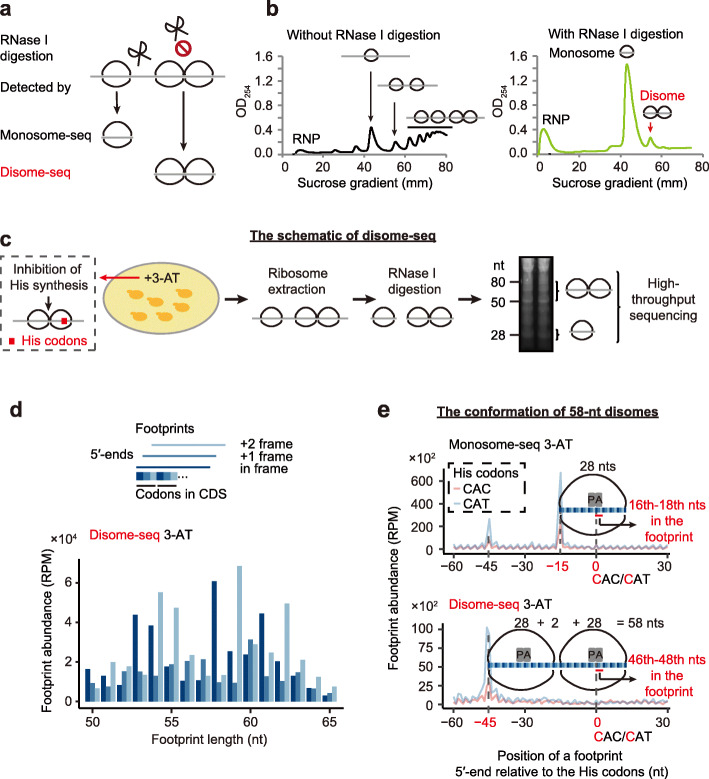
Disome-seq detects ribosome collisions. **a** A schematic explaining why traditional ribo-seq could miss the information on ribosome collisions and why the investigation of disome footprints may provide unique information on translation. **b** The disome persisted after RNase I digestion. Sucrose gradient profiles of the ribosome-mRNA complexes without (black) and with (green) RNase I digestion are shown. The *x*-axis displays the positions in the 5–50% sucrose gradient. The *y*-axis indicates the RNA abundance inferred from UV absorption (OD_254_). RNP, free ribonucleoprotein. **c** The schematic of disome-seq for 3-AT treated yeast cells. Briefly, ribosomes were extracted in a lysis buffer and digested with RNase I. Extracted RNA was separated on a polyacrylamide gel. RNA fragments with the length of approximate 20–30 nts or 50–80 nts were subjected to high-throughput sequencing. **d** The length distribution of disome footprints obtained from 3-AT treated yeast cells. Footprints are shown in different colors according to the coding frame of its 5′-end (the top panel). The average footprint abundance of two replicates is shown, in the unit of reads per million (RPM). **e** Determination of the conformation for the 58-nt disome footprints. Aggregated abundance profiles of the 5′-end of monosome (top) and disome footprints (bottom) are plotted around histidine (His) codons. Footprints were aligned by the first nucleotide of His codons (set at position 0). P and A represent the P-site and A-site of a ribosome, respectively. The 5′-end of the monosome (disome) footprints exhibited the main peak at 15-nt (45-nt) upstream of the histidine codons in the yeast genome, indicating that the A-site of the ribosome (the leading ribosome in a disome) locates at the 16th–18th (46th–48th) nts in the 28-nt monosome (58-nt disome) footprints. The average footprint abundance of two replicates is shown

To test this idea, we extracted ribosome-bound mRNA from exponentially dividing yeast cells, digested the unprotected mRNA using RNase I, and performed sucrose gradient ultracentrifugation to separate particles of different densities. In addition to the abundant monosome particles, we observed a significant amount of particles whose density was the same as that of pre-digestion transcripts bound by two ribosomes, suggesting that the particle contains two ribosomes (Fig. 1b). These disomes persisted with increased RNase I concentration, indicating that they are not the result of incomplete digestion (Additional file 1: Fig. S1). We estimated the relative abundance of monosomes and disomes from the area ratio of the monosome and disome fractions in the profile. The ratio was approximately 16.3:1 (Fig. 1b, right panel), suggesting that the population ratio of monosomes and disomes is 32.6:1. In other words, (1/(16.3 + 1) =) 5.8% ribosomes are trapped in disomes in fast-proliferating yeast cells.

To determine if disomes were caused by paused ribosomes, we induced translational pauses at histidine codons by growing yeast in a low dose of 3-amino-1,2,4-triazole (3-AT), an inhibitor of histidine biosynthesis [34]. We performed high-throughput sequencing on monosome (monosome-seq) and disome (disome-seq) fragments (Fig. 1c, Additional file 1: Fig. S2a and Table S1–3) developed in previous studies [17, 24]. 

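For the 3-AT experiment, strain S288C was cultivated at 30 °C in synthetic complete medium without histidine that contained 100 mM 3-AT, and disome-seq, monosome-seq and mRNA-seq libraries were each prepared in 2 biological replicates. The authors trimmed the reads, removed rRNA reads, aligned the rest to coding sequences and discarded reads with multiple alignments. They deposited the number of reads per gene in each replicate, without normalization, for reads of 55 to 65 nt in disome-seq, 20 to 30 nt in monosome-seq and 28 to 29 nt in mRNA-seq. The methods state that reads of the same length, sequence and UMI were counted once, and do not say whether the deposited numbers were counted this way. The disome-seq libraries held 21133 and 18790 footprints in replicates 1 and 2, the monosome-seq libraries 267839 and 230583 footprints, and the mRNA-seq libraries 842485 and 544499 reads. These totals are those of the length classes, not of the whole libraries. Of the genes, 2718 and 2760 had at least 1 disome footprint in replicates 1 and 2, and 5131 and 5078 had at least 1 monosome footprint. Among genes with 10 or more counts over both replicates, the differences between replicates were measured against a binomial draw at the library totals. The chi-square per gene, which is 1 for counting noise alone, was 2.07 in disome-seq over 750 genes, 1.69 in monosome-seq over 4205 genes and 1.04 in mRNA-seq over 5266 genes. The spread between the mRNA-seq replicates was thus little above counting noise (p = 0.028, one-sided chi-square test), and whether it includes variation between separate cultures cannot be read from the counts.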

Consistent with previous observations [17], in-frame 28-nucleotide (nt) footprints were most abundant in the monosome library (Additional file 1: Fig. S3a). In contrast, the most abundant footprints in disome-seq were 58 and 59-nt when cells were treated with 3-AT, with the 58-nt footprints being in-frame (Fig. 1d). As a negative control, randomly fragmented ~ 28-nt mRNA-seq reads did not display any 3-nt periodicity (Additional file 1: Fig. S3b).

During histidine starvation, ribosomes should be paused when the histidine codon CAC or CAT is at the A-site, where decoding takes place. Consistently, the main peak in the 28-nt monosome footprints (the 5′-end) was 15-nt upstream of the histidine codons (Fig. 1e). The main peak of the 58-nt disome footprints was 45-nt upstream of the histidine codons, 30-nt upstream of the 15-nt peak from the monosome footprints (Fig. 1e). This 30-nt spacing between the two peaks perfectly fits one in-frame ribosome, suggesting that the 58-nt disome footprints were composed of two collided ribosomes of which the 3′-leading one was paused. The sharp peak in Fig. 1e also indicates that disome-seq detects ribosome collisions at codon resolution.

### Disome-seq enables detection of widespread translational pauses which cannot be identified via monosome sequencing

To determine the genomic locations of ribosome collisions in fast-proliferating cells, we performed disome-seq, monosome-seq, and mRNA-seq for yeast cells growing in the mid-log phase in the rich medium (Fig. 2a, b, Additional file 1: Fig. S2b, S3c–f, and Table S1-S3). 

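In the rich medium YPD, strain BY4742 was cultivated at 30 °C, and the deposited tables again give reads per gene for 2 biological replicates of each library, in the same length classes as for the 3-AT treatment. Replicates 1 and 2 held 47391 and 34707 disome footprints, 800994 and 606942 monosome footprints, and 2256785 and 2836320 mRNA reads. Disome footprints were found in 3357 genes in replicate 1 and 3017 genes in replicate 2, and monosome footprints in 5184 and 5140 genes. The 10 genes with the most counts held 25.4% ± 1.42 (SD, n = 2) of the disome footprints, 18.1% ± 0.0093 (SD, n = 2) of the monosome footprints and 12.9% ± 0.22 (SD, n = 2) of the mRNA reads. HSC82 (YMR186W), an Hsp90 chaperone, had the most disome footprints of any gene in both replicates, with 3166 in replicate 1 (6.68% of the library, 95% Wilson interval 6.46 to 6.91%) and 1485 in replicate 2 (4.28%, 95% Wilson interval 4.07 to 4.50%). The intervals cover counting error only and do not overlap. Over the 998 genes with 10 or more disome footprints, the chi-square per gene between replicates was 4.18, against 1.35 over 4657 genes in monosome-seq and 2.01 over 5371 genes in mRNA-seq.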

Ribosome collisions were observed in 2361 out of the 5124 translated genes (46%, Fig. 2c). This proportion remained substantial (24%, 1156/4742) when we applied a more stringent criterion—a gene with collision was called when it was supported by at least three unique molecular identifiers (UMIs, used to exclude PCR duplicates) in each biological replicate of disome-seq. 

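The collisions were counted again from the reads per gene. A gene was called translated when it had at least 1 monosome footprint over both replicates, which 5263 genes did. The 82098 disome footprints of both replicates were down-sampled without replacement to 18082, the number given in the legend of Fig. 2c, and genes with at least 1 remaining footprint were counted. Over 1000 draws, 2361 translated genes on average had a disome footprint (SD over draws 23.0), or 44.9% of translated genes. The tables hold more monosome footprints than the legend gives, so that 18082 disome footprints do not keep the legend's ratio of 32.6 monosomes to 1 disome. With the 43188 footprints that keep this ratio, 3272 genes, or 62.2%, had a disome footprint, and without down-sampling 3923, or 74.5%. From replicate 2 alone, down-sampled to the same number, 2346 genes had a footprint, and from replicate 1 alone 2342. The deposited tables hold 17.1 monosome footprints per disome footprint. Genes without a disome footprint had few monosome footprints, with a median of 17 against 87 in translated genes with a disome footprint, so a collision in them was often not detectable at this depth.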

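With at least 3 disome footprints required in each replicate, 1215 genes were called. The paper's criterion counts UMIs, and whether the counts used here were collapsed by UMI is not stated, so the units may differ. The paper's text does not define the genes that the share was taken over, so the same minimum of 3 was applied to monosome-seq, where 4763 genes had at least 3 footprints in each replicate. The share was 25.5%. Taken over the 5061 genes with at least 1 monosome footprint in each replicate it was 24.0%, and over all 5263 translated genes it was 23.1%. The minimum itself moved the share more, from 32.5% with at least 2 footprints in each replicate to 18.1% with at least 5. The criterion applied to replicate 2 alone called 1469 genes and to replicate 1 alone 1756.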

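Monosome and disome densities were computed for each gene as the log2 ratio of its footprints to its mRNA-seq reads, each in RPM averaged over the 2 replicates, so that coding length cancels out. Among the 3922 genes with counts in all 3 assays, Spearman's rho across genes between the monosome density and the disome density was 0.35. Genes are not independent replicates, and no p-value is given. From replicate 1 of each assay alone, rho was 0.26, and from replicate 2 alone 0.22, which are both lower than the value from the averaged replicates. Restricted to the 998 genes with at least 10 counts in each assay, rho was 0.22 as well. With 1 added to the RPM, over 5620 genes, it was 0.47. Genes were also divided by monosome density into 5 groups of equal size. The median log2 disome density was −1.45 in the group with the lowest monosome density, −1.15, −1.01 and −0.58 in the next ones, and −0.10 in the group with the highest. The median gene had 2 disome footprints in the lowest group and 11 in the highest.

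**Figure D1:**
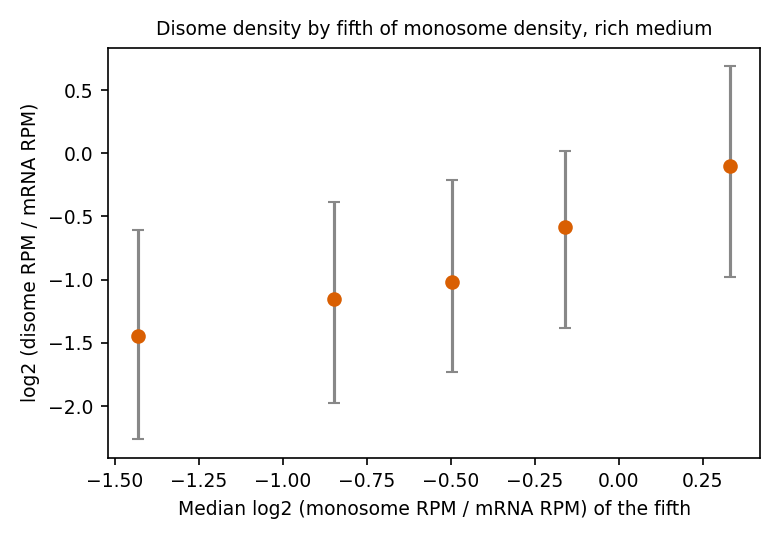
Disome density against monosome density in the rich medium, both as log2 ratios of RPM to mRNA-seq RPM, for 5 groups of 784 or 785 genes. Points are medians, bars span the lower to the upper quartile of disome density among genes, and the medians rise from −1.45 to −0.10 while the bars of neighboring groups overlap.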

In general, genes harboring more ribosomes per mRNA per unit length (i.e., ribosome density, inferred from monosome-seq) tended to exhibit higher frequency of ribosome collisions (per mRNA per unit length, *ρ* = 0.39, *P* < 2.2 × 10^−16^, *N* = 4143, Spearman’s correlation, Fig. 2d). These observations indicate widespread ribosome collisions in unstressed cells.

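Disome footprints were found in 3938 genes in the tables, 15 of which had no monosome footprint. Of the 3938 genes, 2436 had at least 1 disome footprint in each replicate. A single footprint over both replicates was all that supported 975 genes, or 24.8%. From the number of genes with collisions, from its persistence under the stringent criterion and from the relation to ribosome density, the paper concludes that collisions are widespread in cells that are not under stress.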

**Fig. 2:**
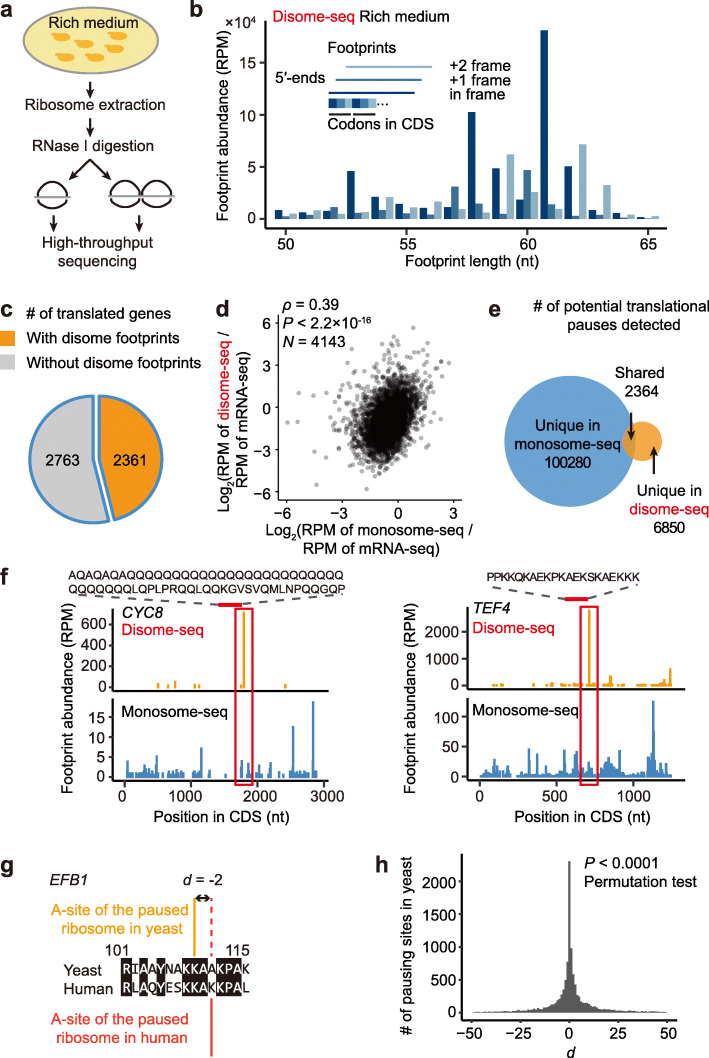
Disome-seq detects the translational pauses missed in monosome-seq. **a** The schematic of disome-seq for yeast cells cultivated in the rich medium. **b** The length distribution of disome footprints obtained from yeast cells cultivated in the rich medium. Similar to Fig. 1d. **c** Widespread ribosome collisions were detected in the yeast genome. Numbers of translated genes (genes with at least one monosome footprint) with and without disome footprints are shown in orange and gray, respectively. Footprints in two biological replicates were combined. 589,461 monosome footprints were used to define translated genes, and the disome-seq footprints were down-sampled to 18,082 footprints in order to match the population ratio between monosomes and disomes (32.6:1). **d** More frequent ribosome collision was observed in the gene with higher monosome density. **e** The translational pauses detected from monosome footprints (blue) and disome footprints (orange) rarely overlapped. Only the codon site with the footprint abundance greater than the mean of the corresponding gene was considered as a translational pause. If the A-site of a monosome footprint overlaps the A-site of the leading ribosome of a disome footprint, the translational pause is considered as “shared.” The disome-seq reads were down-sampled as in Fig. 2c. **f** Two genes exemplify the unique information of translational pauses obtained by disome-seq. The A-site of a monosome footprint (blue) or that of the leading ribosome of a disome footprint (orange) is shown along the coding sequence (CDS) of *CYC8* and *TEF4*. **g** The schematic of estimating the distance (*d*) to the closest human pause for a yeast pause. **h** The distribution of *d* between yeast and humans. The *P* value was given by the permutation test

There are two possibilities regarding ribosome collisions inside open reading frames and the relation between translational pauses identified in monosome-seq vs. disome-seq. The first is that sites with high monosome footprint abundance identify all paused ribosomes in the cell and that the collisions identified in disome-seq are simply a subset of them. In this case, it is likely that the upstream ribosome is far 5′ of the paused ribosome, and by the time the upstream ribosome approaches, most paused ribosome has resumed elongation. In this model, all translational pauses identified by disome-seq will also be identified by monosome-seq. The second possibility is that disome-seq captures translational pauses that occur at locations not identified by monosome sequencing, possibly because the collision often occurs not long after the pause of the leading ribosome.

To differentiate these two possibilities, we measured the intersection of the translational pausing events from the two methods. Disome-seq often identified translational pauses that are undetectable in monosome-seq (Fig. 2e, f). For example, *CYC8* is a gene encoding a general transcriptional co-repressor that can fold as the prion [OCT+] [35]; a translational pause downstream of polyglutamine (polyQ) was detected by disome-seq instead of monosome-seq (Fig. 2f). Similarly, TEF4p, the γ subunit of the elongation factor eEF1B, contains a lysine-rich region that is often ubiquitinylated or succinylated [36, 37]; the downstream translational pause was uniquely detected by disome-seq (Fig. 2f). 

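CYC8 (YBR112C) lies on chromosome II of the R64 genome from 462870 to 465770 on the reverse strand, with a single coding exon of 2901 nt. Its longest glutamine run takes up codons 557 to 587, at 464010 to 464102. In the rich medium, 62 and 10 disome footprints were counted on the gene in replicates 1 and 2, and 119 and 102 monosome footprints. Scaled by edgeR's TMM method, this is an RPM of 887 ± 819 (SD, n = 2) in disome-seq and 145 ± 11.6 (SD, n = 2) in monosome-seq. The log2 fold change of disome-seq over monosome-seq was 2.73 (standard error implied by the test statistic 0.26, adjusted p = 5.0e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3089 genes). The test fits the same spread to both assays, so this standard error and p-value can understate the spread between the disome-seq replicates. Most of the excess came from 1 library: without disome-seq replicate 1, the log2 fold change was 0.92 (adjusted p = 0.29). The counts are totals per gene and do not show where on the gene the footprints lay.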

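TEF4 (YKL081W) has 2 coding exons on chromosome XI between 282891 and 284455 of the R64 genome. The window of 20 codons with the most lysines, 10 of them, spans codons 217 to 236. Over the whole gene, disome-seq counted 343 and 120 footprints in replicates 1 and 2 and monosome-seq 1353 and 1037. After scaling, disome-seq gave an RPM of 5901 ± 3123 (SD, n = 2) and monosome-seq 1553 ± 2.01 (SD, n = 2). This is a log2 fold change of 1.94 (standard error 0.20, adjusted p = 3.0e-19, edgeR's quasi-likelihood test). It was 1.08 without disome-seq replicate 1 and 2.32 without replicate 2, and past the threshold both times. As for CYC8, the standard error and p-value can understate the spread between the disome-seq replicates. The totals per gene cannot place the pause relative to the lysines.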

The inability of monosome-seq to fully characterize the dynamics of the ribosome along the mRNA is likely due to the omission of the disome protected mRNA fragments (Fig. 1a). 

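The agreement between libraries was measured across genes as Pearson's r. In the rich medium, r of log2 counts plus 1 between the replicates was 0.81 in disome-seq over 3938 genes and 0.97 in monosome-seq over 5263 genes. Between disome-seq and monosome-seq, r of log2 mean RPM was 0.80 over the 3923 genes with both. The replicates of disome-seq hold fewer footprints than those of monosome-seq, which lowers r. Monosome-seq was therefore thinned at random to the disome-seq totals in 20 draws, and all 3 comparisons were made on log2 counts plus 1 of single libraries. The r between monosome-seq replicates fell to 0.82 (SD over draws 0.0033). Averaged over all pairs of a library of each assay, the r between disome-seq and monosome-seq was 0.73 (SD over draws 0.0020). The latter was below both values between replicates. The SD over draws covers the thinning only, and each r between replicates rests on a single pair of libraries. In the 3-AT libraries, treated in the same way, r was 0.71 between monosome-seq replicates, 0.67 between disome-seq replicates and 0.50 between the 2 assays. Gene by gene, edgeR's quasi-likelihood test called 570 of 3089 genes at an adjusted p of 0.05 in the rich medium, 279 with more disome than monosome footprints relative to the library and 291 with fewer. The numbers in each direction depend on the scaling of the libraries and on the tool. With library totals alone, 223 genes were higher and 511 lower, and with DESeq2's size factors in the edgeR fit 294 were higher and 251 lower. DESeq2 itself called 336 higher and 162 lower. With the read totals of Tables S1 to S3 as library sizes, added after the data had been seen, 0 were higher and 3085 lower. These totals are above the counted footprints in disome-seq and below them in monosome-seq, which lowers the ratio of every gene. The split follows from that shift and tells nothing about the direction of single genes. The number of called genes was 284 without disome-seq replicate 1, 153 without monosome-seq replicate 1 and 161 without monosome-seq replicate 2.

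**Figure D2:**
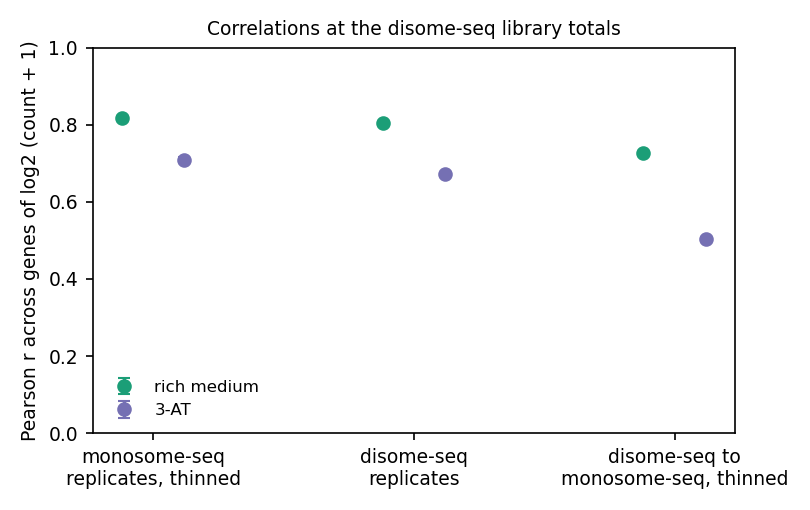
Pearson's r across genes of log2 counts plus 1 at the disome-seq library totals, in the rich medium and in 3-AT. Points between replicates are the r of a pair of libraries. Points between the assays are the mean r over all pairs of a disome-seq and a monosome-seq library. Where monosome-seq was thinned, points are means over 20 draws, with an SD over draws of at most 0.0068 that is smaller than the points. In both media the r between the assays, 0.73 and 0.50, lies below the r between replicates.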

Consistently, while the monosome or disome density correlated well among genes between biological replicates, the correlation between the monosome and disome densities was much weaker (Additional file 1: Fig. S2).

To determine if ribosome collisions are likely functional and thereby are conserved over evolution, we retrieved the disome-seq data generated for human cells in a recent study [38]. We projected disome footprints detected in human cells to the orthologous positions of the yeast genome based on the amino acid at the A-site of the paused ribosome. For each ribosome collision in yeast, we estimated its distance (*d*) to the closest counterpart in human cells (Fig. 2g). *d* was equal to zero in 19.4% of yeast ribosome collision sites (Fig. 2h), indicating that these yeast ribosome collisions occur at the same site in the human genome. To assess the statistical significance, we assigned ribosome collisions to random positions in human cells 10,000 times, keeping the number of ribosome collisions in each gene unchanged. The fraction of conserved ribosome collisions (*d* = 0) in every randomized sample was smaller than what we observed in the genomes (*P* < 0.0001, the permutation test, Fig. 2h), indicating that the positions of ribosome collisions are evolutionarily conserved over the 1300-million-year evolution between yeast and humans [39].

### Ribosomes tend to collide at stop codons

Visually, we noticed that many highly expressed genes exhibited large numbers of disome-seq reads at the stop codon, but also at internal codons, suggesting that ribosome collisions occur both internally and at the ends of open reading frames (Fig. 3a). To identify the causes of these collisions, we searched for the sequence features at the A-site, P-site, and exit tunnel of the 3′-paused ribosome of a disome, respectively. We defined the propensity of a codon to induce ribosome collisions at the A-site (i.e., the A-site pausing score) for each of the 64 codons as its enrichment in the disome footprints (Fig. 3b). Taking the codon GAA as an example (Fig. 3b), all disome fragments from one gene were classified into two categories based on the codon identity at the A-site, GAA or the others. The odds ratio was estimated for each gene with the corresponding codon frequency in the appendant mRNA-seq as the background; the A-site pausing score was defined as the common odds ratio across all genes calculated by Mantel-Haenszel tests (Fig. 3b). A significantly > 1 A-site pausing score implies slow decoding of the codon.

**Fig. 3:**
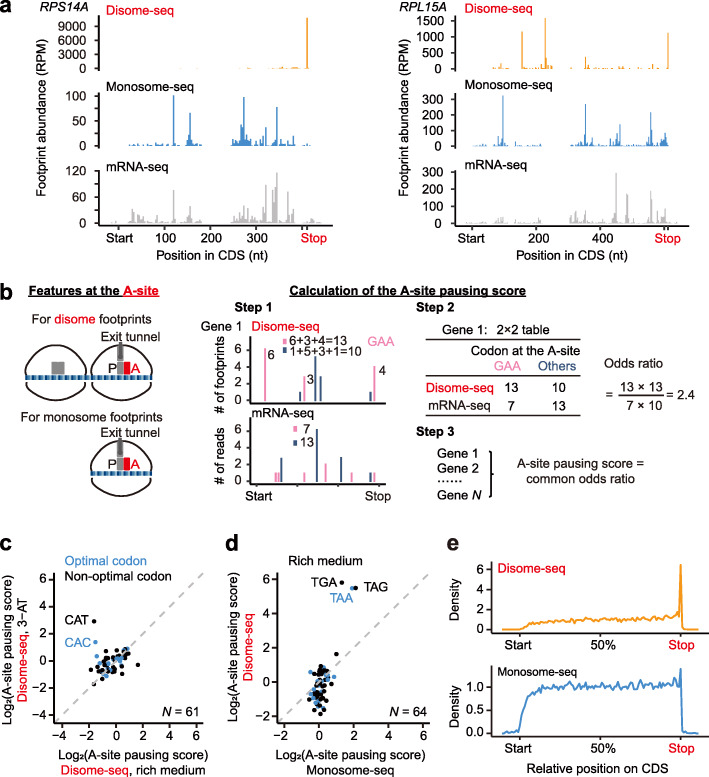
Ribosome collisions occur at stop codons. **a** Two genes (*RPS14A* and *RPL15A*) exemplify ribosome collisions at stop codons. **b** The schematic of the calculation of the A-site pausing score. We counted the numbers of disome (or monosome) footprints with the concerning codon (GAA as an example here) or the other codons (all 63 non-GAA codons) at their A-sites, respectively. The mRNA-seq reads were used to control for the codon frequency in the transcript. The A-site pausing score was defined as the common odds ratio among genes, and the *P* value was given by the Mantel-Haenszel test. **c** The scatter plot shows the A-site pausing scores estimated from cells treated with 3-AT or growing in the rich medium, for the 61 codons that encode amino acids. The dashed line shows *y* = *x*. **d** The scatter plot shows the A-site pausing scores estimated from disome-seq or monosome-seq, for cells growing in the rich medium. The dashed line shows *y* = *x*. **e** Aggregated profiles of footprint densities over 3527 (58, 59, 61, and 62-nt footprints in disome-seq, in orange) and 5230 (28 and 29-nt footprints in monosome-seq, in blue) genes, normalized against the CDS length, are shown

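RPS14A (YCR031C, chromosome III from 177500 to 178220 of the R64 genome, 2 coding exons) had 606 and 403 disome footprints in the 2 replicates in the rich medium and 617 and 486 monosome footprints. RPL15A (YLR029C, chromosome XII from 201976 to 202590, 1 coding exon) had 324 and 218 disome footprints and 2802 and 2105 monosome footprints. The log2 fold change of disome-seq over monosome-seq was 4.22 for RPS14A (standard error 0.24, adjusted p = 4.4e-67, edgeR's quasi-likelihood test) and 1.18 for RPL15A (standard error 0.21, adjusted p = 8.1e-07). RPL15A was no longer past the threshold without monosome-seq replicate 1 (log2 fold change 1.15, adjusted p = 0.099) or without monosome-seq replicate 2 (1.14, adjusted p = 0.091). Both genes have a near-identical paralog, and reads with multiple alignments were discarded: 76.7% of the 28-nt stretches of RPS14A occur in no other coding sequence, and 90.2% of its 58-nt stretches. For RPL15A these shares are 76.2% and 89.4%. Totals per gene do not separate footprints at the stop codon from the others.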

To test if the A-site pausing score defined here can effectively detect the slow decoding of the histidine codons in cells treated with 3-AT, we estimated the A-site pausing score for each codon in yeast cells treated with 3-AT or growing in the rich medium. Two histidine codons deviated from the diagonal line (Fig. 3c), indicating that the pausing score defined in this study is useful to detect translational pauses.

In comparing the disome-seq and the monosome-seq data for cells growing in the rich medium, all three stop codons exhibited extremely high A-site pausing scores in disome-seq, while their A-site pausing scores in monosome-seq were only a bit higher than the amino-acid coding codons’ (Fig. 3d). The results were consistent between two biological replicates of disome-seq (Additional file 1: Fig. S4a). To avoid artifacts generated by PCR amplification bias during the preparation of the high-throughput sequencing library, we used UMI to exclude PCR duplicates. Three stop codons still exhibited extremely high A-site pausing scores (Additional file 1: Fig. S4b). Consistently, disome reads accumulated at stop codons at the genomic scale (Fig. 3e). Collectively, these observations suggest that ribosome release is slow.

### Ribosome collisions occur preferentially at the amino acids that terminate α-helices

To determine if peptide-bond formation causes ribosome collisions, we similarly calculated the P-site pausing score for each of the 20 amino acids; amino-acid identity, but not codon identity, is likely to matter at the P-site. Five amino acids (proline, glycine, asparagine, cysteine, and lysine) showed significantly > 1 P-site pausing scores in disome-seq (Fig. 4a, b). Among them, proline and glycine are known poor substrates for the formation of a peptide bond [40] and therefore slow down translation elongation and lead to ribosome collisions. It remains unclear how other amino acids induce ribosome collisions. Nevertheless, these amino acids share the same property that they weaken the stability of the α-helix [41]. Proline and glycine are conformationally either too inflexible or too flexible, respectively, to form an α-helix. The bulk and shape of asparagine and cysteine also destabilize α-helices. Positively charged residues (e.g., polylysine) likely repel each other and prevent the formation of an α-helix [41].

**Fig. 4:**
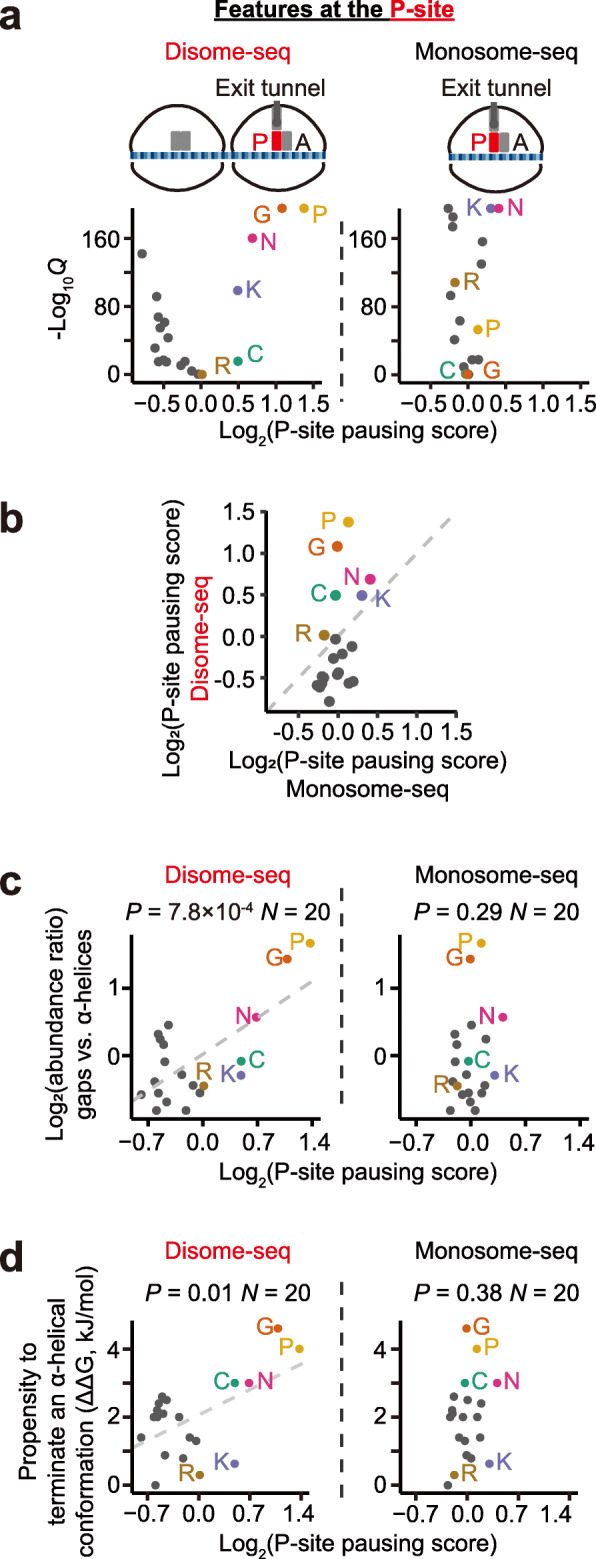
Ribosome collisions occur at the amino acids that can terminate α-helices. **a** Volcano plots show the P-site pausing score (based on disome and monosome footprints, respectively) of each amino acid and the corresponding *Q* value (false discovery rate). Six amino acids with > 1 P-site pausing scores in disome-seq are labeled. P, proline; G, glycine; N, asparagine; K, lysine; C, cysteine; R, arginine. **b** The scatter plot shows the P-site pausing scores estimated from disome-seq or monosome-seq. The dashed line shows *y* = *x*. **c** The scatter plots show the P-site pausing score of an amino acid and the ratio of the whole-genome occurrence of the amino acid in gaps vs. in α-helices. The *P* value was given by linear regression. The dashed line represents the linear regression line (if statistically significant). The residuals of both linear models followed the normal distribution (*P* = 0.63 and *P* = 0.80, the Kolmogorov-Smirnov tests). **d** The scatter plots show the P-site pausing score of an amino acid and the propensity to terminate an α-helix by the amino acid (ΔG relative to alanine, in the unit of kJ/mol). The *P* value was given by linear regression. The dashed line represents the linear regression line (if statistically significant). The residuals of both linear models followed the normal distribution (*P* = 0.25 and *P* = 0.89, the Kolmogorov-Smirnov tests)

We estimated the number of occurrences of each amino acid in gaps or α-helices in the yeast genome; the ratio between them indicates the propensity of an amino acid to appear in the gap. We found that this ratio could be predicted from the P-site pausing score of the amino acid in disome-seq (*P* = 7.8 × 10^−4^, *N* = 20, linear regression, Fig. 4c) but not in monosome-seq (*P* = 0.29, *N* = 20, Fig. 4c). Furthermore, the propensity to terminate an α-helical conformation of an amino acid (measured by ΔΔG) [42, 43] was also predictable from the P-site pausing score in disome-seq (*P* = 0.01, *N* = 20, linear regression, Fig. 4d) but not in monosome-seq (*P* = 0.38, Fig. 4d), suggesting a sequence-mediated coupling between ribosome collisions and the intrinsically disordered region.

### Ribosome collisions tend to occur when the nascent polylysine chain is in the exit tunnel

Positively charged nascent peptides can hinder translation elongation by interacting with the negatively charged exit tunnel [22]. To test this hypothesis with disome-seq data, we calculated the exit-tunnel pausing score from the enrichment of each of the (20^3^ =) 8000 amino-acid 3-mers in the 20-amino-acid region upstream of the P-site of the leading ribosome. Taking triple-lysine as an example (Fig. 5a), a window of three amino acids slid one amino acid per step in this 21-amino-acid region, counting the number of triple-lysine or the total number of all other 3-mers for each pausing site; these numbers were added together for all pausing sites of a gene. The odds ratio was estimated for each gene with the corresponding numbers in the appendant mRNA-seq data as the background. The exit-tunnel pausing score was defined as the common odds ratio across the genome aggregated by the Mantel-Haenszel test.

**Fig. 5:**
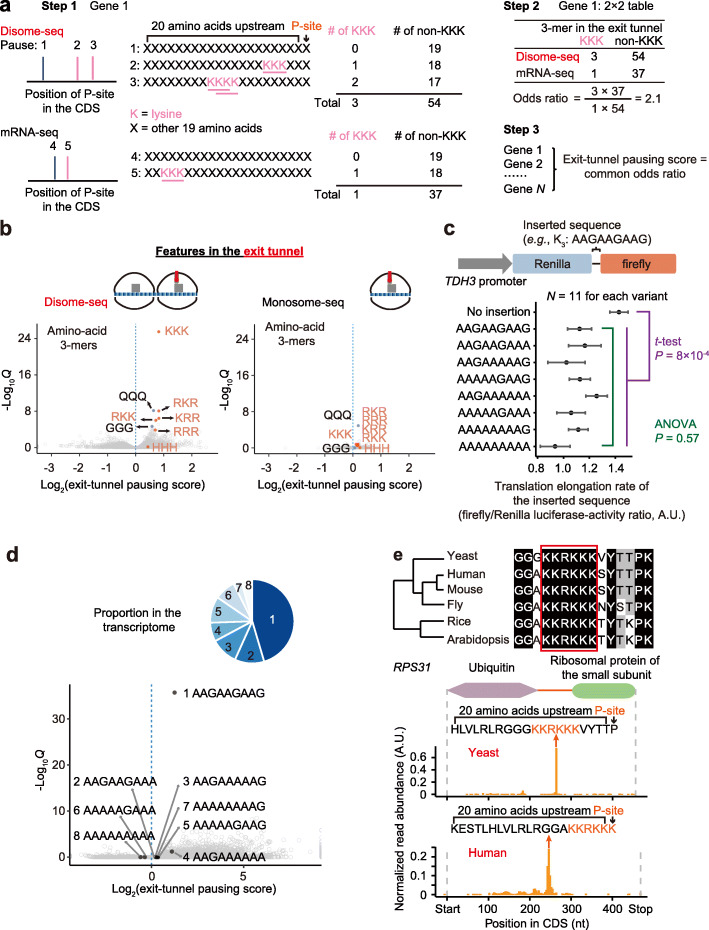
Ribosome collisions are enriched at polylysine in the exit tunnel. **a** The schematic of calculating the exit-tunnel pausing score. For each gene, we counted the numbers of the concerning amino-acid 3-mer (KKK as an example here) or the other 3-mers (non-KKK) in the 20 amino-acid region upstream of the P-site of the paused ribosome. mRNA-seq data were used as the background. The exit-tunnel pausing score was defined as the common odds ratio among genes, and the *P* value was given by the Mantel-Haenszel test. **b** The volcano plots show the exit-tunnel pausing score (based on disome or monosome footprints) of each of the 8000 amino-acid 3-mers and the corresponding *Q* value. Some 3-mers of consecutive positively charged amino acids are labeled in orange. **c** Determination of elongation rate with the dual-luciferase assay, in which the variants of different codon combinations for triple-lysine were inserted between Renilla and firefly-luciferase. Data are shown as the mean ± standard error (*N* = 11 biological replicates for each variant). ANOVA stands for the analysis of variance. **d** Similar to Fig. 5b, the volcano plot shows the exit-tunnel pausing score for disome footprints of each of the 61^3^ codon 3-mers and the corresponding *Q* value. The eight codon combinations for triple-lysine are highlighted. The pie chart shows the relative abundance of the eight codon combinations for triple-lysine in the yeast transcriptome. **e** A putative pausing signal inducing ribosome collisions (KKRKKK) was conserved in the linker region between two domains of Rps31p, across the eukaryotic kingdom (top). The ribosome collision with the putative pausing signal located within the exit tunnel was also conserved between yeast and human (bottom). The footprint abundance at a site was normalized by the total footprints of *RPS31* in the corresponding species

Ribosome collisions were strongly associated with positively charged 3-mers (e.g., RKR) when in exit tunnels; by contrast, such pausing signals were obscured in monosome-seq (Fig. 5b). Triple-lysine had the strongest collision signal among all the 3-mers (Fig. 5b), much stronger than other positively charged 3-mers (e.g., RKR, RKK, KRR, and RRR). It has been suggested that the reading-through of stop codons could result in the translation of poly(A) tails into polylysine, which activates the RQC pathway [44]. As a result, A-tracts are often used to induce RQC in heterologous reporter systems [10]. Since that AAA is the non-optimal codon of lysine [45], it is unclear if its poor codon optimality also participates in promoting translational pausing in these experiments.

To experimentally determine if combinations of synonymous codons for triple-lysine have different efficacies to induce translational pauses, we constructed a dual-luciferase reporter system by inserting individual synonymous variants of triple-lysine between the Renilla and firefly-luciferases (Fig. 5c). A reduction in the firefly/Renilla luciferase-activity ratio can report translational pausing induced by the inserted sequence—translation elongation replaces initiation as the rate-limiting step in protein synthesis of the downstream luciferase. We did not detect significant differences in the firefly/Renilla ratio among the eight synonymous codon combinations of triple-lysine (*P* = 0.57, analysis of variance, Fig. 5c). In contrast, the firefly/Renilla ratio was significantly reduced when triple-lysine was inserted (*P* = 8 × 10^−4^, the two-tailed *t* test, Fig. 5c), suggesting that lysine residues, instead of the non-optimal AAA codons, are accountable for the ribosome collisions in A-tracts.

This observation is not unexpected because it is the identity of amino acids rather than the identity of synonymous codons that should matter once the nascent peptide is in the exit tunnel. Consistently, when we separately estimated the pausing scores for the eight synonymous codon combinations encoding triple-lysine (Fig. 5d), endogenous ribosome collisions induced by triple-lysine were mainly contributed by triple-AAG (Fig. 5d), the most abundant codon combination for triple-lysine in the yeast transcriptome (Fig. 5d).

Polylysines often appear in the gap regions because the repellence among the positively charged residues prevents the formation of an α-helix [41]. For example, polylysine-induced ribosome collision occurs in the linker between the two domains of RPS31p, the fusion protein of ubiquitin and ribosomal protein (Fig. 5e), raising the possibility that a translational pause benefits the cell by providing sufficient time for the cotranslational folding of the upstream domain. 

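RPS31 (YLR167W) lies on chromosome XII of the R64 genome from 498947 to 499405, in a single exon on the forward strand. The residues KKRKKK are codons 78 to 83, at 499178 to 499195, with the sequence AAGAAGAGAAAGAAGAAG. In the rich medium the gene had 1627 and 305 disome footprints in replicates 1 and 2 and 4394 and 3443 monosome footprints. This is an RPM of 23925 ± 20562 (SD, n = 2) against 5100 ± 86.3 (SD, n = 2) after TMM scaling. The log2 fold change was 2.23 (standard error 0.23, adjusted p = 5.4e-21, edgeR's quasi-likelihood test). The test fits the same spread to both assays, so the standard error does not measure the wide spread between the disome-seq replicates. Without disome-seq replicate 1 the log2 fold change was 0.71, still past the threshold. How many of these footprints lie downstream of the lysines cannot be read from a total per gene.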

Consistently, despite being in an intrinsically disordered region, these positively charged amino acids (KKRKKK) are conserved across eukaryotes (Fig. 5e). To test if the ribosome collision is also conserved, we retrieved the disome-seq data for human cells reported in a recent study [38]. The ribosome collision, with these positively charged nascent peptides in the exit tunnel, was detected in both human and yeast cells (Fig. 5e), albeit these two species have diverged since 1300 million years ago [39], suggesting a function of this inter-domain ribosome collision.

### Disomes exhibit a different structure from the RQC-inducing di-ribosomes

The pervasiveness of ribosome collisions detected in fast-proliferating cells (Fig. 2) and the ubiquitous sequence signals of disomes (e.g., proline and polylysine, Figs. 4 and 5) in endogenous genes are astonishing since the stacked ribosomes observed previously in reporter genes (di-ribosomes) could lead to the decay of both mRNA and nascent peptides through the no-go decay and the RQC pathways [46]. Alternatively, some disome footprints detected in fast proliferating cells may simply reflect the inevitable nature of stochastic and temporary ribosome collisions since an mRNA is often translated simultaneously by multiple ribosomes. For example, in the top 2% of highly translated mRNAs, on average ~ 3 ribosomes were located in a 100-nt region (Additional file 1: Fig. S5), a highly crowded situation for ribosomes.

Consistent with this idea, collision propensity of a transcript was positively correlated with ribosome density (Fig. 2d)—the 3′-paused ribosomes are easier to be caught up by a 5′-elongating ribosome on mRNAs with high ribosomal flux. We speculate that these ribosome collisions were neither induced by faulty mRNA nor by aberrant nascent peptides, and it would be very costly for cells to activate the no-go decay or the RQC pathway for these ribosome collisions. Their translation is likely transiently interrupted and to be resumed. If true, we predict that these disomes should be structurally different from the RQC-inducing di-ribosomes reported in previous studies.

To test if the disomes collected from endogenous genes in fast-proliferating cells are structurally identical to the RQC-inducing di-ribosomes, we performed cryo-EM analyses of disomes collected after RNase I digestion. Following the previous protocols for the structural determination of di-ribosomes or tri-ribosomes [9, 15, 16], we omitted the elongation inhibitor cycloheximide in the lysis buffer. Disomes showed a structure of two ribosomes linked by a bent mRNA, with two 40S subunits facing toward each other (Fig. 6a). Furthermore, the 5′-trailing ribosomes were detected in the rotated state that harbors hybrid A/P and P/E tRNAs (Fig. 6a), indicating that they cannot further translocate, likely due to the road-blocking 3′-leading ribosomes. These observations are in general consistent with the structure of di-ribosomes induced by hard stalls in cell-free systems [9, 15, 16].

**Fig. 6:**
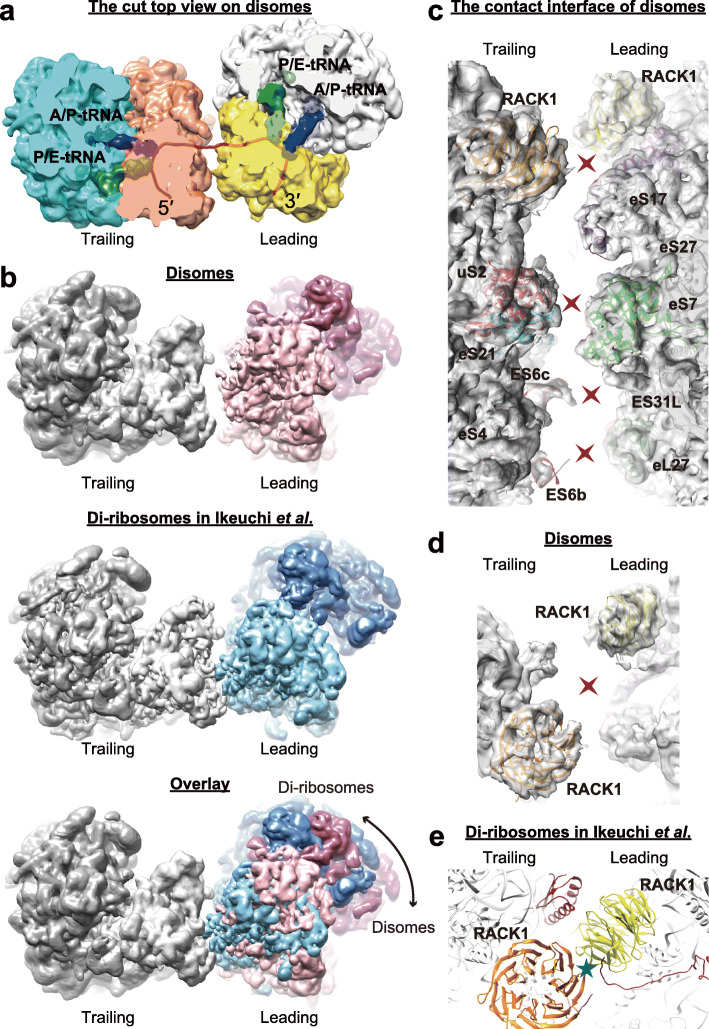
The cryo-EM structure of disomes. **a** A composite map of the cryo-EM structure of disomes. The disomes were collected without cycloheximide in the lysis buffer. Both the leading and the trailing ribosomes are in the rotated state harboring hybrid A/P (blue) and P/E tRNAs (green). Small subunits are labeled by orange and yellow, and large subunits are labeled by cyan and gray. A model of mRNA is highlighted in red. **b** The top views on disomes (top) and di-ribosomes (middle). The structure of di-ribosomes was from Ikeuchi et al. [9]. An overlay is shown (bottom) by docking di-ribosomes to disomes, aligned according to the trailing ribosomes; the conformational difference in the leading ribosomes is highlighted by the arrow. **c**–**e** The zoomed-in detail of the contact interface between the 40S subunits of the leading and the trailing ribosomes, in particular, the 40S head-to-head contact site of disomes (**d**) and that of di-ribosomes (**e**). The blue star indicates a strong interaction between the two ribosomes in di-ribosomes, and the red crosses indicate the missing interactions in disomes

However, two distinct features indicate the essential difference between disomes and di-ribosomes. First, the relative orientation between the two ribosomes in the disome was different from that in the RQC-triggering di-ribosome (Fig. 6b). It was reported that the two ribosomes in the di-ribosome form a large interface with highly specific contacts between two 40S subunits (Additional file 1: Fig. S6a), which was considered to be a feature recognizable by the RQC initiation factors such as Hel2p [9, 11, 16, 47]. However, in the disome, the interface between the two ribosomes was relatively flexible; the contacts between the two ribosomes were much weaker or nearly absent in our structure of the disome (Fig. 6c, Additional file 1: Fig. S6b-h). For instance, a tight interaction was reported between the two RACK1 (Asc1p)—the protein involved in the initiation of RQC—from the two ribosomes in the di-ribosome [9]. However, the interaction was completely lost in the disome (Fig. 6d, e), due to the different orientation of the two 40S subunits (Fig. 6b). These observations suggest that the disome may lack specific structural features required for recruiting RQC factors, such as Hel2p.

Second, the leading ribosome of the majority (31,010/35,918 = 86.3%) of disomes was detected in the rotated state (Fig. 6a), in sharp contrast to the non-rotated state (with P/P and E/E tRNAs) reported for the leading ribosome in di-ribosomes. The non-rotated state has been previously reported as a feature of stalled 80S ribosomes before collisions [9], and therefore, the rotated state of the leading ribosome indicates that these disomes are likely induced by transient pauses. Collectively, the results of cryo-EM analyses indicate that the widespread disomes observed in vivo (Fig. 2c) are structurally different from di-ribosomes that are recognized and resolved by the RQC pathway.

### Ribosomes are associated with specific chaperones

To understand the function of endogenous ribosome collisions, we attempted to identify disome-specific ribosome components. We labeled ribosome proteins with stable isotopes, digested the mRNA with RNase I, and separated disomes from monosomes with sucrose density gradient centrifugation. We mixed an equal amount of protein extracted from the heavy-labeled disome fraction with light-labeled monosome fraction (or light-labeled disome fraction with heavy-labeled monosome fraction in a label-swap replicate) and performed tandem mass spectrometry (MS/MS, Fig. 7a).

**Fig. 7:**
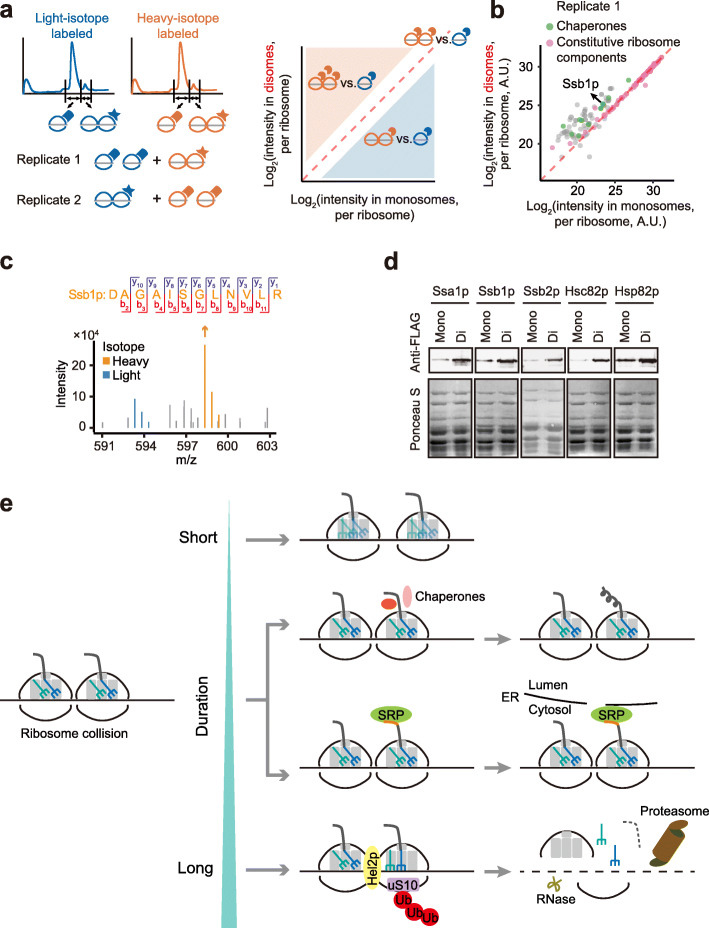
Collided ribosomes are associated with specific chaperones. **a** The schematic of detecting the disome-enriched proteins through SILAC. Two biological replicates were performed with reciprocal labeling (the left panel). Because equal amount of total protein extracted from the monosome fraction and disome fraction were mixed, proteins having the same abundance per ribosome between monosomes and disomes should be located on the diagonal (the right panel). Proteins locating above or below the diagonal should be those enriched in the disomes or the monosomes, respectively. **b** The protein intensities per ribosome in disomes were plotted against those in monosomes. Chaperones (green) are enriched in the disome, whereas most constitutive ribosomal proteins (pink) show the same abundance per ribosome between monosomes and disomes. **c** The m/z (mass divided by charge number) spectrum of Ssb1p and its fragments detected in MS/MS. **d** The enrichment of chaperones in disomes. Immunoblotting was performed using anti-FLAG antibody, with Ponceau S stained total protein as the loading control. Mono and Di represent proteins extracted from the monosome and disome fractions, respectively. **e** A schematic of the fates of ribosome collisions with various durations. The double-rotated disome conformation is used to show the initial status for ribosome collisions (left). The signal peptide is highlighted in orange. SRP, signal recognition particle; ER, endoplasmic reticulum; Ub, ubiquitin

In addition to ribosomal proteins, some highly expressed metabolic enzymes were also identified (Additional file 1: Fig. S7, and Table S4, S5); for two reasons, we speculate that they are nascent peptides of incomplete protein translation attached to the ribosomes. First, the peptides of these enzymes captured by MS/MS tended to be in the first half of the coding sequences (the common odds ratio = 1.9, *P* = 0.001, the Mantel-Haenszel test). For example, all detected peptides of FAS2p, a fatty acid synthetase, were in the first half (Additional file 1: Fig. S7b). By contrast, the peptides of ribosomal proteins captured by MS/MS were evenly distributed in the first and second half of the coding sequences (the common odds ratio = 1.0, *P* = 0.7). Second, among the 26 metabolic enzymes, the protein abundance of a metabolic enzyme in the disome fraction was positively correlated with the abundance of disome footprints on its encoding gene (*ρ* = 0.57, *P* = 2.5 × 10^−3^, *N* = 26, Spearman’s correlation, Additional file 1: Fig. S7c). By contrast, we did not detect such correlation for ribosomal proteins (*ρ* = 0.16, *P* = 0.08, *N* = 129, Spearman’s correlation, Additional file 1: Fig. S7c); this is not unexpected since most ribosomal proteins were likely captured by MS/MS as ribosome components instead of as nascent peptides.

Most proteins have similar abundance per ribosome in disomes and in monosomes (e.g., two copies in a disome and one copy in a monosome) and therefore were on the diagonal in the scatter plot showing protein intensities in disomes vs. in monosomes; many were constitutive ribosome components (Fig. 7b and Additional file 1: Fig. S7a). Proteins above the diagonal line were the disome-enriched proteins (Fig. 7b, Additional file 1: Fig. S7a, and Table S4, S5). Proteins involved in the RQC pathway such as Hel2p, Slh1p, Cue3p, and Rqt4p [9, 16, 48] were not observed significantly enriched in disomes (Additional file 1: Table S4, S5).

In contrast, all 11 chaperones identified by our MS/MS analysis had > 1.5-fold per-ribosome abundance in disomes than in monosomes (*P* = 1 × 10^−6^, Fisher’s exact test, Fig. 7b; *P* = 1 × 10^−4^, Additional file 1: Fig. S7a). For example, although SSB1p was reported as a ribosome-associated chaperone [49], how SSB1p is distributed among ribosomes remained unclear. The MS/MS analyses indicate that SSB1p is associated primarily with disomes (Fig. 7b, c). To validate this result, we randomly chose five out of these 11 chaperones and fused 4×FLAG to the C-terminus for each of them. The enrichment in disomes was confirmed with the immunoblotting assay for all five chaperones (Fig. 7d). These observations suggest that some chaperones are associated with ribosome collisions, capable of participating in the folding of nascent peptides.

## Discussion

### Caveats

There are at least four caveats in this study since we assumed that the abundance of disome footprints faithfully reflects the intensity of ribosome collisions at a genomic location. First, if there is any relation between disome footprints and the transcripts binding to two ribosomes due to incomplete RNase I digestion, disome footprints may not always indicate ribosome collisions. To test this possibility experimentally, we collected the transcripts binding to two ribosomes, performed RNase I digestion, and sequenced ribosome-protected mRNA fragments (Additional file 1: Fig. S8a). 

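For this control, transcripts bound by 2 ribosomes were collected from cells in the rich medium, digested with RNase I and sequenced as a single library without a replicate. The authors deposited the number of 28 to 29-nt footprints at each A-site position of each gene, without normalization, and the positions with at least 1 footprint are listed. The table holds 401686 footprints at 75954 positions in 4886 genes, with a median of 10 footprints per gene. At 53.1% of the positions a single footprint was counted. Stop codons held 0.530% of all footprints (95% Wilson interval 0.508 to 0.553%).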

The footprints repeatedly observed in disome-seq did not show up in such experiments (Additional file 1: Fig. S8b as an example), indicating that disome footprints are fundamentally different from the transcripts binding to two ribosomes, in which the two ribosomes are likely sparsely distributed, and the mRNA fragment between them is sensitive to RNase I.

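On CYC8, the control library had 56 footprints at 41 positions. Positions are counted in nt from the start codon. The largest number at any position was 3, at 2730, which is 5.36% of the gene's footprints (95% Wilson interval 1.84 to 14.6%) and an RPM of 7.47. A position where no footprint was counted can hold as much at this depth. The largest stretch of the gene without a control footprint lay between 1434 and 1923 and includes the longest glutamine run. Spread evenly over the gene, 9.51 footprints would fall in it, but the stretch was picked for being empty, so this number is no test. Of the 28-nt stretches with their A-site there, 83.2% occur once in the coding sequences, and 30.1% of those with their A-site in the glutamine run do, so that part of the reads from the run would have been discarded. The deposited disome-seq tables give totals per gene, so the position of the collision itself was not compared here. From the absence of the repeatedly observed disome footprints in this library, the paper concludes that disome footprints differ from the footprints of transcripts bound by 2 ribosomes.

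**Figure D3:**
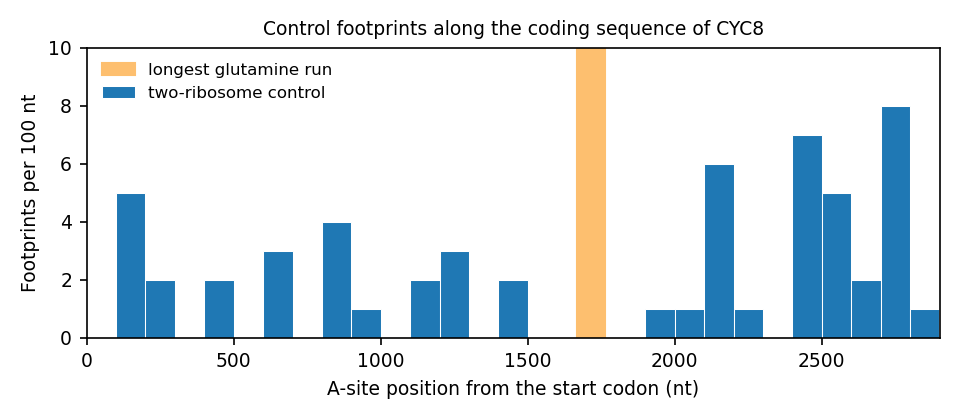
Footprints of the two-ribosome control along the coding sequence of CYC8, in windows of 100 nt of A-site position from the start codon. Bars are footprint counts of the single library, and the shaded band marks the longest glutamine run. The window with the most footprints holds 8, and the windows from 1500 to 1899 hold 0.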

The second confounding factor is ligation bias. RNA fragments with various 5′-nucleotide compositions may have variable ligation efficiency with a fixed 5′-adaptor sequence during the preparation of the high-throughput sequencing libraries [50, 51]. To reduce such ligation bias, we had added three random nucleotides to the 3′-end of the 5′-adaptor during library preparation. To assess how much ligation bias is remained, we calculated the frequency for each of the sixty-four 3-mers in the −15th to −13th nt region upstream of the A-site of monosome footprints, as well as in the −45th to −43th nt region upstream of the A-sites of the leading ribosomes of disome footprints. Both were positively correlated with the genome-wide tri-nucleotide composition in the coding sequences (Additional file 1: Fig. S9a-c), indicating that ligation bias has been largely eliminated from our monosome-seq and disome-seq libraries.

Nevertheless, we realized that any ligation bias not entirely eliminated could have led to discrepancies in the translational pauses detected by disome-seq and monosome-seq. It is because a translational pause generates different 5′-end for monosome and disome footprints (Additional file 1: Fig. S9a). To assess such possibility, we estimated the 3-mer frequencies in the −15th to −13th nt region upstream of the A-sites (for disomes, the A-site of the leading ribosome) for translational pauses detected in disome-seq or monosome-seq, respectively. Such 3-mers are the 5′-end of the 28-nt monosome footprints but are the internal sequences of disome footprints. Although monosome-seq and disome-seq identify largely non-overlapping pausing sites (Fig. 2e), the 3-mer frequency in the −15th to −13th nt region upstream of the A-sites were positively correlated between the two experiments (*ρ* = 0.95, *P* < 2.2 × 10^−16^, *N* = 64, Spearman’s correlation, Additional file 1: Fig. S9d). This observation indicates that ligation bias cannot be a major explanation for the discrepancy in the locations of translational pauses identified by disome-seq or monosome-seq.

A third caveat is related to the background used in the Mantel-Haenszel test for calculating the pausing scores. We performed appendant mRNA-seq experiments that mRNA was sheared into < 50-nt fragments using a high-salt buffer, instead of the RNase I digestion as in the monosome-seq and disome-seq experiments. The purpose of using such mRNA-seq data as the background in our analyses (Fig. 3, 4, 5) was to control for any potential ligation bias, amplification bias, or sequencing bias in the high-throughput sequencing. Nevertheless, we realized that another approach was to use codon or amino-acid frequencies in each gene as the background (Additional file 1: Fig. S10a). We recalculated the A-site and P-site pausing scores using this approach and found them virtually unchanged (Additional file 1: Fig. S10b, c), indicating that the reported pausing scores in this study are computationally robust.

Last, it is worth noting that the ribo-seq protocol has been “evolving” since its debut in 2009 [17]. In the initial protocol, yeast cells were co-cultured with cycloheximide, a step that was later shown distorting the location of ribosome footprints within genes [19, 20, 52]. Furthermore, the addition of cycloheximide, as well as other antibiotics, in the lysis buffer will stabilize ribosomes at various conformations that protect mRNA fragments of different sizes [51, 53]. The size selection for ribosome footprints has also been shown to have unexpected effects on the identification of translational pausing sites [54]. We avoided co-culturing yeast cells with cycloheximide but added cycloheximide in the lysis buffer to stabilize ribosomes, following recently updated ribo-seq protocols [19, 20, 53, 55]. Nevertheless, it is reasonable to assume that although disome-seq represents some advance in understanding ribosome collisions, it inevitably reflects only part of the whole story, due to technical limitations of the experimental procedures.

Similarly, it remains unclear how the chemicals in the lysis buffer could have affected the structural determination of disomes by cryo-EM. In addition to the disomes collected with cycloheximide omitted from the lysate (Fig. 6, Additional file 1: Fig. S6), we also determined the structure of the disomes extracted with cycloheximide added to the lysis buffer (as in the disome-seq experiment). These disomes held the two structural features we reported in Fig. 6: a markedly different interface from the di-ribosome and a rotated state for the leading ribosome (Additional file 1: Fig. S11a-c). Nevertheless, the structural determinations of disomes under various experimental conditions are recommended in the future for a more comprehensive understanding of ribosome collisions.

### The 61-nt disome footprints

Although not highlighted in our results, note that we did conduct additional analyses to examine the length distribution of disome footprints. In addition to the 58-nt disome footprints whose conformation was determined in Fig. 1e as two 28-nt monosome footprints spaced by two nts, the 5′-end of the 61-nt fragments also exhibited an apparent 3-nt periodicity (Fig. 1d, 2b), suggesting the presence of a second disome conformation. The disomes accumulated at the stop codons (Additional file 1: Fig. S12a) indicate that the 61-nt disome footprints were composed of two 28-nt monosome footprints spaced by five nts. The fate of such 61-nt disomes is likely determined by which of the two events occurs first. If the leading ribosome resumes translation first, the ribosome collision is resolved; alternatively, if the trailing ribosome moves first, probably because the leading ribosome has paused for a long time, a 58-nt disome is formed.

The 61-nt disome footprints were more abundant than the 58-nt disome footprints in cells growing in the rich medium (Fig. 2b, Additional file 1: Fig. S13a). The abundance of the 61-nt disome footprints was reduced when cells were treated with 3-AT (Fig. 1d, Additional file 1: Fig. S13a), a phenomenon that was also observed in a recent study [56]. We speculate that the translational pauses at the histidine codons induced by the 3-AT treatment last longer than the time frame of an average translational pause for yeast cells growing in the rich medium, thereby providing additional time for one more move of the trailing ribosome toward the leading ribosome.

To determine if the distinction between the 58-nt and the 61-nt disome footprints can provide additional information for the strength of a ribosome collision, we separately estimated the pausing scores from the 58-nt or the 61-nt disome footprints. They were highly correlated (for the A-site, *ρ* = 0.92, *P* < 2.2 × 10^−16^, *N* = 64; for the P-site, *ρ* = 0.88, *P* = 3.2 × 10^−7^, *N* = 20, Spearman’s correlations, Additional file 1: Fig. S12b), indicating the absence of length-specific collision signals between the 58-nt and the 61-nt disome footprints. To improve the statistical power, we combined the 58 and 61-nt footprints for the analyses in Fig. 3, 4, 5. A recent investigation on mouse liver also reported two lengths of disome footprints, 59–60 nts and 62–63 nts; similar to our observations, nearly identical pausing sequences were reported for the disome footprints of these two lengths [57].

### The 53-nt disome footprints

In addition to the 58-nt and the 61-nt disome footprints, we observed the 53-nt disome footprints, which showed an apparent 3-nt periodicity (Fig. 1d, 2b) and accounted for 10.9% of disome footprints for yeast cells growing in the rich medium (Additional file 1: Fig. S13a). This indicates the existence of a third disome conformation. When treated with 3-AT, the 5′-end of most 53-nt disome footprints was 45-nt upstream of the histidine codons (Additional file 1: Fig. S13b), the same position as in the 58-nt disome footprints (Fig. 1e). It indicates that the positions of the A-site of the leading ribosome relative to the 5′-end are identical between the 53-nt and the 58-nt footprints. This observation echoes the two lengths of monosome footprints reported in previous studies, ~ 21 nts and ~ 28 nts [51, 53]; these two footprints share the same 5′-end but show different 3′-end. The 28-nt footprints represent the ribosomes whose A-sites are occupied (in the rotated state with hybrid A/P and P/E tRNAs or the non-rotated state with A/A and P/P tRNAs); the length of footprints reduces to ~ 21 nts when the A-site of a ribosome is open (in the non-rotated state with P/P and E/E tRNAs) [53].

In alignment with the two lengths of monosome footprints, we speculate that the (28 + 2 + 23 =) 53-nt disome footprints represent a disome conformation that the A-site of the leading ribosome is open, whereas the (28 + 2 + 28 =) 58-nt disome footprints represent a conformation that the A-site of the leading ribosome is occupied. If true, we predict that the abundance of the 53-nt disome footprints will increase when cells are treated with 3-AT; it is because 3-AT induces ribosome collisions mainly through a prolonged time frame for decoding histidine codons, the very state that the A-site of the leading ribosome is open. The proportions of the 53-nt footprints indeed increased from 10.9% for cells growing in the rich medium to 17.9% for cells treated with 3-AT (Fig. 1d, 2b, Additional file 1: Fig. S13a), in support of our interpretation of the 53-nt disome footprints.

If the 53-nt disome footprints represent a disome conformation that the A-site of the leading ribosome is open, we further predict the existence of disome structure that the leading ribosome is in the non-rotated state with P/P and E/E tRNAs (presumably protecting 23-nt mRNA fragment) and the trailing ribosome is in the rotated state with hybrid A/P and P/E tRNAs (protecting 28-nt mRNA fragment). Indeed, we observed that such conformation in (4908/35,918 =) 13.7% of the disomes collected from yeast cells growing in the rich medium (Additional file 1: Fig. S11d). Nevertheless, the specific contacts between the two 40S subunits observed in di-ribosomes [9, 16] remained absent in these disomes (Additional file 1: Fig. S11e).

For cells growing in the rich medium, the stop codons were less representative in the A-site of leading ribosomes in the 53-nt disome footprints (Additional file 1: Fig. S13c, d), echoing the 52-nt and 54-nt disome footprints recently reported in human cells [38]. In the study, the 52-nt and 54-nt footprints were protected by the disomes that the A-site of the leading ribosome was open and tended to locate in coding sequences compared to the stop codon. On the other hand, the 58 and 61-nt disome footprints detected in our study are similar to the ~ 61-nt footprints reported in human cells; they showed a stronger tendency to locate at stop codons (Fig. 3e, Additional file 1: Fig. S13c) [38]. The reduced enrichment of the 53-nt disome footprints at stop codons (Fig. 3e, Additional file 1: Fig. S13c, d) suggests that stop codons are rapidly occupied by release factors in the A-site of ribosomes; the translation is slow at stop codons probably because of the prolonged subsequent steps disassembling the post-termination ribosomal complexes [58].

If the 53-nt and the 58-nt/61-nt footprints are protected by disomes that the A-site of the leading ribosome is open and occupied, respectively, we reasoned that the 58-nt/61-nt disome footprints should be more informative than the 53-nt ones in detecting the translational pauses associated with peptide bond formation and translocation. It is because these processes slow down translation elongation only if the A-site of a ribosome is occupied. Indeed, when calculated from the 53-nt disome footprints, the P-site pausing score of proline, the amino acid that is well known as a poor acceptor for peptide bond formation [40, 46], was no longer significantly > 1; such pausing signal was observed for the 58-nt disome footprints (Fig. 4a, Additional file 1: Fig. S13e).

We further reasoned that the 53-nt disome footprints should be more informative than the 58-nt ones in detecting the effect of codon optimality, because codon optimality causes translational pauses only if the A-site of a ribosome is open [53]. However, we did not observe more ribosome collisions associated with non-optimal codons than optimal codons using either the 53-nt disome footprints (*y*-axis in Additional file 1: Fig. S13c, *P* = 0.47, *N* = 61, Mann-Whitney *U* test) or the 58-nt/61-nt disome footprints (*x*-axis in Additional file 1: Fig. S13c, *P* = 0.85, *N* = 61, Mann-Whitney *U* test). In fact, the A-site pausing score for the 61 amino-acid codons was highly correlated between the 53-nt and the 58-nt/61-nt disome footprints (Additional file 1: Fig. S13c, *ρ* = 0.56, *P* = 3.5 × 10^−6^, *N* = 61, Spearman’s correlation). Our observation is consistent with Han et al., who reported in human cells that synonymous codon usage/tRNA supply was poorly associated with the propensity for ribosome collisions [38].

Synonymous codons are known to be recognized at variable rates [19, 20, 53], which further regulate mRNA stability [31, 59]; however, the impact of codon optimality on ribosome collisions was not detected in disome-seq. One explanation is that decoding is a relatively rapid step in the work cycle of translation elongation [60]. Therefore, its potential in inducing variable ribosome collisions is masked by variation in the duration of other steps such as peptide bond formation. Consistently, when the decoding time became a dominant factor in the work cycle of translation elongation as the yeast cells were treated with 3-AT, the non-optimal codon of histidine, CAT, did induce more ribosome collisions than the optimal codon, CAC (Fig. 1e, Additional file 1: Fig. S13b, f).

### The evidence for the existence of trisomes

In addition to disomes, translational pauses may further lead to longer queues of collided ribosomes, for example the collision of three ribosomes—trisomes [15, 56, 61]. Indeed, after RNase I digestion, a small number of particles were observed at the ~ 62 mm position after sucrose gradient centrifugation in Fig. 1b; the density of these particles was higher than disomes and was similar to transcripts binding to the three ribosomes, suggesting that they were trisomes. Although the abundance of these trisomes was insufficient for a trisome-seq experiment, the presence of trisomes upstream of stop codons was evident by the disome footprints with the 5′-end ~ 75-nt upstream of the stop codon (Additional file 1: Fig. S12c).

### The absence of translational “ramp”

Yeast genes often use more non-optimal codons in the 5′ region of the coding sequences, which has been speculated to serve as a translational “ramp” to reduce downstream ribosome collisions [62]. However, we did not find the signals that non-optimal codons induced more ribosome collision (Fig. 3d, Additional file 1: Fig. S13c) nor did we detect any accumulation of ribosomes downstream of the start codon in either monosome-seq or disome-seq (Fig. 3e). It is likely that the previously observed accumulation of ribosomes around the start codon [17] is a byproduct of the co-culturing with cycloheximide [19, 20, 61] that partially inhibits translation elongation but does not block initiation [63].

Instead, we observed more ribosome collisions downstream of a transcript (Fig. 3e), an “inverse ramp” that in our view can be partly explained by two mutually non-exclusive mechanisms. First, ribosomes tend not to collide in the upstream region of an mRNA due to a steric effect. The small subunit occupies ~ 37 nts of mRNA during subunit joining, with 22 nts downstream of the start codon [64]. This conformation requires the 5′-end of the leading ribosome at least 24-nt downstream of the start codon; when translation elongation starts, the start codon is at the P-site of the ribosome, indicating that such ribosomes occupy 13 nts downstream of start codons (Additional file 1: Fig. S14a). Therefore, such a steric effect sets a minimum 11-nt distance between two ribosomes at translation initiation, reducing the possibility of ribosome collisions in the 5′-region of coding sequences. For example, even if the leading ribosome stays still, it requires three moves of the trailing ribosome to collide (Additional file 1: Fig. S14a). Consistent with this model, disomes were missing entirely in the first nine nts of the open reading frame of any gene (Additional file 1: Fig. S14b). The collisions propensity increases gradually along the coding sequence, reaching a plateau ~ 50 nts after translation starts, as indicated by the meta-gene analysis of the disome-seq data (Additional file 1: Fig. S14b).

A second explanation is that translation termination is relatively slow compared to elongation, resulting in ribosomal “traffic jam” upstream of stop codons; abundant disomes (Fig. 3e) and even some trisomes were formed close to stop codons (Additional file 1: Fig. S12c). It can be reasonably generalized that the elevated ribosome density due to slow termination can result in more frequent ribosome collisions in a region longer than the ~ 90 nts that are occupied by trisomes.

Note that both steric effects aforementioned, ribosomes lining up equidistantly downstream of start codons and queueing upstream of stop codons for translation termination and recycling, should have greater impacts on shorter genes, for two reasons. First, ribosomal flux is generally higher in shorter genes [33], amplifying both steric effects. Second, the same affected genomic region (e.g., a 90-nt region occupied by trisomes) will take up a larger fraction of the coding sequence in shorter genes. Consistently, the inverse ramp appears to be steeper among genes with shorter coding sequences (Additional file 1: Fig. S14c).

### Additional causes of ribosome collisions

In addition to the sequence features identified at the A-site, the P-site, and the exit tunnel (Fig. 3, 4, 5), sequences outside of the ribosome may also render heterogeneity in the elongation rate. For example, mRNA secondary structure has been shown to cause translational pausing [23]. mRNA downstream of disome footprints exhibited a stronger secondary structure (Additional file 1: Fig. S15), indicating its role in inducing ribosome collisions. Relatedly, RNA helicases TIF1p and TIF2p were associated with disomes (Additional file 1: Table S4, S5), potentially removing mRNA secondary structures to relieve translational pauses. There are also sequence features that lead to ribosome collisions with unknown mechanisms. For example, two collision-inducing 3-mers, QQQ and GGG, were identified in the exit tunnel (Fig. 5b); they are not positively charged. Nevertheless, both are related to protein folding to some extent. The former is a well-known signal for protein misfolding [65], and the latter is a prominent signal for intrinsic protein disorder [66].

### The benefit from ribosome-collision mediated cotranslational protein folding

It is apparently costly when ribosomes are sequestered upstream of the stop codon, waiting for release, since they are not used for active protein synthesis. Nevertheless, slow ribosome release may benefit the cell by providing the newly synthesized peptide sufficient time to fold within the exit tunnel of ribosomes [67], rather than in the complex cytoplasmic environment. Some amino-acid sequences (e.g., proline and glycine at the P-site as well as polylysine in the exit tunnel) induce translational pauses as well (Figs. 4 and 5); they are also signals for the translation completion of α-helices (Fig. 4c, d). These amino-acid sequences may provide the time and subcellular environment for the folding of newly synthesized peptides inside the exit tunnel, especially α-helices. The narrowest region of the exit tunnel, the constriction site, is ~ 10 Å in width [68], sufficient for cotranslational folded α-helices (~ 5 Å in width) [69] to pass by. It would be important in the future to test if the manipulation of the translational pausing signals can affect protein folding.

Such a dual role of amino acids can catalyze the evolution of protein structure because it does not take additional time for placing a translational pausing signal after an evolutionary change in protein structure—the amino-acid substitution that results in innovation in protein structure at the same time confers a translational pause, making the emergent protein structure ready to be folded. Together with the cotranslational chaperones associated with collided ribosomes, the proper folding of a novel protein structure is warranted during evolution.

### The fates of ribosome collisions

The key to studying ribosome collision-mediated translational regulation is to unveil the dynamics of ribosomes during translation. Traditional ribo-seq provides the location information of monosomes but misses collided ribosomes, which are present in 46% of genes in yeast cells growing in the rich medium and provide unique information about translational pausing. Three similar studies in humans and zebrafish [38], yeast [56], and mice [57] were recently published during the preparation of our manuscript. All four studies, including our own, performed disome-seq and showed that ribosome collisions were widespread, despite the use of various model organisms.

We performed structural analyses on yeast disomes; 86.3% disomes were composed of two ribosomes that both were at the rotated state (Fig. 6a). This structure is consistent with the (28 + 2 + 28 =) 58-nt or the (28 + 5 + 28 =) 61-nt disome footprints that the same length of mRNA (28 nts) was protected by the two ribosomes. By contrast, when the leading ribosomes switch to the non-rotated state with P/P and E/E tRNAs, the two ribosomes will protect different lengths of mRNA (28 and 23 nts for the trailing and leading ribosomes, respectively). In mouse liver, Arpat et al. reported that the majority of disomes protected (29 + 1 + 29 =) 59 nts or (29 + 4 + 29 =) 62 nts [57]. Since the same length of mRNA (29 nts) was also protected by the two ribosomes, the lengths of these disome footprints can be explained by the double-rotated disome conformation determined in this study.

The data collected in the four studies led us to propose an integrated model for the ribosome-collision mediated translational regulation. Since an mRNA is translated simultaneously by multiple ribosomes, ribosome collisions are likely inevitable. The high ribosomal flux on an mRNA will increase the chance of collisions in general (Fig. 2d) due to the inherent stochasticity of biochemical reactions, on the basis of which sequence-associated heterogeneity in the elongation rate further promotes the propensity of collisions at specific locations. Besides, some ribosome collisions may be induced by aberrant transcripts or arrested nascent peptides.

There are at least three possible fates for these ribosome collisions observed in this study. Firstly, some ribosome collisions are likely transient, and the translation of both ribosomes can be resumed (Fig. 7e, top path); this could be the mechanism that keeps the ribosome density largely constant over a transcript (Fig. 3e, bottom panel, Additional file 1: Fig. S14c) in spite of widespread collided ribosomes (~ 5.8% at the moment that the disome “snapshot” was taken, Fig. 1b; or ~ 10% estimated in mouse liver [57]). Second, some ribosome collisions may last for a more extended period; these collisions may promote cotranslational protein folding or aid in targeting to correct subcellular locations [57, 70] (Fig. 7e, middle path). Third, if ribosome collisions last for a sufficiently long time, the leading ribosomes will shift to the non-rotated stalling state, and a more rigid interface between the collided ribosomes will trigger the recognition by the RQC pathway, leading to the degradation of mRNA and nascent peptides [9, 15, 16, 38, 56] (Fig. 7e, bottom path).

It is not yet clear the determinants of the collision duration, the mechanisms by which cells can sense how long a ribosome collision has persisted, and the fraction of ribosome collisions destined for each of the three fates. It is also unclear the mechanisms by which cells distinguish programmed (for protein folding or subcellular localization) and sporadic collisions (due to aberrant transcripts and defective nascent peptides). Considering the central role of ribosome collisions in protein homeostasis, these are key issues that need to be studied in the future.

## Conclusions

Ribosome collisions are widespread in fast proliferating yeast cells, especially on mRNA with high ribosomal flux. Ribosome collisions tend to occur at stop codons and are often related to the translation completion of α-helices. A large number of collided ribosomes are structurally incompetent to trigger the RQC pathway; instead, they are often associated with chaperones, which likely aid in cotranslational protein folding. Taken together, we offer a mechanism that chaperones sense translation elongation rate through ribosome collisions to determine which proteins/peptide regions require cotranslational folding.

## Methods

### Polysome profiling and disome-seq

#### Sample preparation

The laboratory strain BY4742 (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*) was cultivated at 30 °C in the rich medium YPD (1% yeast extract, 2% peptone, and 2% dextrose). For experiments of the 3-AT treatment, strain S288C was cultivated at 30 °C in the SC−His+3-AT medium (synthetic complete medium with histidine dropped-out and 100 mM 3-AT added). We harvested cells following previous studies [24]. Briefly, cells were cultured for over two doubling cycles in the absence of cycloheximide, were collected at OD_660_ ~ 0.6 by vacuum filtration, and were immediately frozen in liquid nitrogen. Ribosomes were extracted with the polysome lysis buffer (PLB), which contained 200 mM Tris-HCl (pH 8.0), 200 mM KCl, 35 mM MgCl_2_, 1% (v/v) Triton X-100, 5 mM DTT, and 50 μg/mL cycloheximide.

#### Polysome profiling

The extracted ribosomes were pelleted through a 30 mL sucrose cushion containing 400 mM Tris-HCl (pH 8.0), 200 mM KCl, 30 mM MgCl_2_, 1.75 M sucrose, 5 mM DTT, and 50 μg/mL cycloheximide, by ultracentrifugation at 4 °C overnight (33,500 rpm, Beckman, 70Ti rotor). The ribosome pellet was dissolved in 300 μL RNase I buffer (20 mM Tris-HCl pH 8.0, 140 mM KCl, 5 mM MgCl_2_, 50 μg/mL cycloheximide, and 50 μg/mL chloramphenicol) and separated by ultracentrifugation at 4 °C for 3 h (35,300 rpm, Beckman, SW41 rotor) through a 5–50% sucrose gradient (40 mM Tris-HCl pH 8.4, 20 mM KCl, 10 mM MgCl_2_, and 50 μg/mL cycloheximide) prepared by Gradient Master (Biocomp). The profiling signals were recorded by Piston Gradient Fractionator (Biocomp).

#### Monosome-seq, disome-seq, and mRNA-seq

Libraries were prepared as described previously [17, 24, 55], with modifications. Fifty thousand units (A_260_) of ribosome dissolved in the PLB buffer were treated with 750 U RNase I (Ambion, AM2294) at 25 °C for 2 h. Our pilot experiments, as well as previous studies, have shown that sucrose gradient centrifugation is not necessary [55, 71–73] as long as the digestion with RNase I is complete (Additional file 1: Fig. S1); rather, this step consumes a large amount of ribosome (especially disome) samples. The following-up computational analyses can help to tell if the RNA fragments being collected are largely protected by ribosomes: whether the fragments are restricted to the coding sequences, whether the fragments are enriched in certain lengths, and whether a 3-nt periodicity exists (Additional file 1: Fig. S3c-f). Therefore, RNA was directly extracted from the solution for RNase I digestion with hot phenol and was separated on a 17% (w/v) 7 M urea denaturing polyacrylamide gel in a 0.5× Tris-borate-EDTA (TBE) electrophoresis buffer. RNA fragments with the length of approximate 20–30 nts or 50–80 nts were extracted by gel crushing and further incubated with an RNA gel extraction buffer (300 mM NaOAc pH 5.2, 10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0) overnight.

To control for technical bias during library preparation, appendant mRNA-seq was performed [17]. Specifically, total RNA was extracted using hot phenol, and 75 μg extracted RNA was applied to mRNA purification using the Dynabeads™ mRNA purification kit (Life Technologies, 61006). For fragmentation, 11.1 μL 10× fragmentation reagent (Thermo Fisher Scientific, AM8740) and 100 μL ddH_2_O were added to the purified mRNA. Fragmentation proceeded for 30 min at 70 °C and was aborted when 11.1 μL 10× stop solution was added. Fragmented RNA was precipitated by isopropanol overnight and was separated on a 17% (w/v) 7 M urea denaturing polyacrylamide gel. RNA fragments with the length ~ 28 nts were extracted from gel.

The extracted RNA fragments for monosome-seq, disomes-seq, or mRNA-seq were subjected to small RNA library construction for Illumina sequencing (Gnomegen, k02420). The 5′-RNA adaptor contained a 3-nt random sequence at the 3′-end to avoid potential ligation bias. Monosome-seq/RNA-seq and disome-seq libraries were sequenced with single-end 50 and paired-end 100 modes on BGISEQ-500 (BGI Group), respectively.

#### Mapping reads to the yeast genome

The 3-nt random sequence at the 5′-end of each sequencing read was removed. The removed 3-nt sequence was added to the head of each read in the fastq format as the UMI, which can serve to remove PCR duplications generated during Illumina library preparation. The sequence identical to the 3′-sequencing adaptor was also trimmed in each read using cutadapt V1.16 (http://gensoft.pasteur.fr/docs/cutadapt/1.6/index.html) [74]. Reads without the 3′-adaptor sequence were removed since they (> 46 nts for monosome-seq or > 96 nts for disome-seq) were much longer than the expectation (20–30 nts for monosome-seq and 50–80 nts for disome-seq). Trimmed reads shorter than 20 nts were also excluded from further analysis.

The *Saccharomyces cerevisiae* genome (SGD R64-1-1) (https://www.yeastgenome.org/) was used as the reference [75]. The trimmed reads were mapped against rRNA with bowtie V1.2.2 [76] (http://bowtie-bio.sourceforge.net/manual.shtml); the mapped reads were filtered to avoid rRNA contamination. The rest reads were aligned against coding sequences with the --no-novel-juncs parameter using Tophat V2.1.1 [77] (https://ccb.jhu.edu/software/tophat/manual.shtml). Reads with multiple alignments or with mapping quality < 30 were discarded. 

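The difference between replicates was also tested gene by gene against a binomial draw at the library totals, with Benjamini-Hochberg adjustment. In rich medium disome-seq, 56 of the 998 genes with 10 or more footprints differed by more than counting noise, or 5.61%. Of the 1291 such genes in monosome-seq thinned to the same totals, 0 differed. In 3-AT disome-seq, 9 of 750 genes differed.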

Biological replicates were highly correlated (Additional file 1: Fig. S2) and were combined in the majority of our analyses. To remove PCR duplicates generated during Illumina library preparation, sequencing reads of the same length, sequence, and UMI were counted only once. The number of disome reads obtained in this study (Additional file 1: Table S2) are comparable to those in previous studies [24].

#### The definition of the A-site

The definition of A-site in the disome footprints with various length is overviewed in Additional file 1: Fig. S16. Specifically, for the 58-nt disome footprints, if the 5′-end of a read was mapped to the first nucleotide of a codon (in frame), the 46th–48th nts was defined as the A-site of the leading ribosome; if mapped to + 1 (or + 2) frame, the 45th–47th (or 47th–49th) nts was defined as the A-site since the footprint likely shifted by + 1 and − 1 nt during RNase I digestion. The A-site of the leading ribosome was also defined for the 59-nt disome footprints: if the 5′-end was in frame, meaning that one more nt was kept at the 3′-end during RNase I digestion, the 46th–48th nts was the A-site. If mapped to + 2 frame, meaning that one more nt was kept at the 5′-end during RNase I digestion, the 47th–49th nts was the A-site. For the 61 and 62-nt disome footprints, the A-site was defined assuming that an extra codon was included in the space between two ribosomes. The A-site of the 53 and 54-nt disome footprints was defined as that of the 58 and 59-nt disome footprints since the footprints were trimmed from the 3′-end. For the 28 and 29-nt monosome footprints, the definition of the A-site was the same as the 58 and 59-nt disome footprints except for a 30-nt offset.

#### The calculation of the pausing scores

The A-site pausing score of each of the 64 codons was defined as the common odds ratio among genes calculated by the Mantel-Haenszel test. A 2 × 2 contingency table was generated for each gene. Disome footprints were divided into two categories, the concerning codon and other codons at the A-site of the leading ribosome. mRNA reads were used as the background to control for codon frequency in the gene; the “A-site” of a 28–29 nt mRNA-seq read was defined as if it was a 28–29 nt monosome footprint. The P-site pausing score was estimated similarly with the amino acid at the P-site under consideration. The exit-tunnel pausing score was estimated for each of the amino-acid 3-mers in the 20-amino-acid region upstream of the P-site; this length was conservative since peptides with 33 to 67 amino acids can be folded within the exit tunnel [78]. Flanking 3-mers may hitchhike on the causal 3-mer, and therefore, we combined multiple disome reads mapped to the same genomic position into one to reduce such a hitchhiking effect.

Statistical analyses were performed with *R* (https://www.r-project.org/), and plots were generated with an *R* package, ggplot2 (https://ggplot2.tidyverse.org/). The *Q* values were calculated using an *R* package, qvalue (http://github.com/jdstorey/qvalue). All statistical tests were two-sided unless otherwise specified.

### Dual-luciferase assays

The Renilla and firefly-luciferase sequences were obtained from the pTH727-CEN-RLuc/staCFLuc plasmid (http://www.addgene.org) and were concatenated with a linker sequence GGTCGACGGATCCCCGGG between them, for the purpose of keeping correct protein folding. This Renilla-linker-firefly fragment was further inserted into the p426 plasmid and was expressed under *TDH3* promoter. The sequences of AAGAAGAAG, AAGAAGAAA, AAGAAAAAG, AAAAAGAAG, AAGAAAAAA, AAAAAGAAA, AAAAAAAAG, and AAAAAAAAA were individually inserted upstream of the coding sequence of firefly luciferase. Individual plasmids were transformed into BY4742. The plasmid-containing yeast clones were selected on SC–uracil plates.

The activity of luciferase was detected as described in a previous study [79]. Briefly, transgenic yeast strains were individually cultivated in the SC–uracil medium (150 μL) at 30 °C overnight. Ten microliters of each yeast culture was transferred into a fresh SC–uracil medium (140 μL) and was cultivated for another 4 h in a 96-well plate. Passive lysis buffer (40 μL, Promega, E1910) was added per well for cell lysis. Twenty-five microliters of the suspension was mixed with 25 μL firefly luciferase substrate (Promega, E1910) and was incubated for 20 min at 25 °C. Firefly luciferase activity was measured by the Synergy multi-mode reader (BioTek). Twenty-five microliters of Stop-and-Glo reagent (Promega, E1910) was added and mixed, which was incubated for another 20 min before the measurement of Renilla-luciferase activity.

### Cryo-EM

#### Disome purification

Ten thousand units (A_260_) of ribosome pellet were purified from cell lysates (cycloheximide omitted) and were subjected to digestion in 300 μL RNase I buffer with 200 U RNase I (Ambion, AM2294) at 25 °C for 2 h. The disome fraction was collected with sucrose gradient centrifugation and was concentrated through a 50-kDa centrifugal filter (Millipore, UFC905096). The concentration was adjusted to *A*_260_ = 11.0.

#### Data acquisition

Vitrified specimens were prepared by adding 4 μL disome samples at the concentration of ~ 150 nM to a glow-discharged holey carbon grid (Quantifoil R1.2/1.3), which was covered with a freshly made thin carbon film. Grids were blotted for 1 s and plunge-frozen into liquid ethane using an FEI Vitrobot Mark IV (4 °C and 100% humidity). The cryo-grids were initially screened at a nominal magnification of × 92,000 in an FEI Talos Arctica microscope (200 kV), equipped with an FEI CETA camera. High-quality grids were transferred to an FEI Titan Krios electron microscope operating at 300 kV, and images were collected using a K2 Summit direct electron detector (Gatan) in counting mode at a nominal magnification of × 105,000, which corresponds to a pixel size of 1.356 Å at the object scale (with defocus varying from − 1.0 to − 2.0 μm). Movie stacks were collected semi-automatically using SerialEM [80]. Each micrograph was dose-fractionated to 32 frames with a dose rate of ~ 10.0 counts per physical pixel per second for a total exposure time of 6.4 s.

#### Data processing

Original image stacks were summed and corrected for drift and beam-induced motion at the micrograph level using MotionCor2 [81]. SPIDER [82] was used for micrograph screening. The contrast transfer function parameters of each micrograph were estimated by Gctf [83]. All 2D and 3D classification and refinement were performed with RELION-3.0 [84].

The disome data were initially processed using 80S monosome as a template for particle picking. A total of 1683 micrographs were collected, and 355,439 particles were picked for a cascade 2D and 3D classification with a binning factor of two. 281,953 particles with a box size of 400 pixels were split into 10 classes during the first round 3D classification (Additional file 1: Fig. S17).

Particles contained densities for two 80S ribosomes were re-centered and re-extracted with an enlarged box size of 440 pixels. After removing duplicated particles, 45,119 disome particles were subjected to another round of 3D classification. Two classes (a total of 35,918 particles) were pooled, and a soft mask on the leading ribosome was applied during the following mask-based 3D classification. Two groups were obtained: 86.3% of the particles contained A/P and P/E tRNA in the leading ribosome (group 1), the rest (13.7%) containing P/P and E/E tRNA in the leading ribosome (group 2). The 4908 particles in group 2 were subjected to 3D auto-refine with a soft mask on the trailing or leading ribosome, resulting in 7.96 Å or 8.06 Å maps, respectively. The 31,010 particles in group 1 were split into ten classes during the final round of 3D classification with a soft mask on the trailing ribosome. A total of 27,599 particles were subjected to 3D auto-refine with a soft mask on the trailing or leading ribosome, resulting in 4.85 Å or 4.59 Å maps (gold-standard FSC 0.143 criteria), respectively (Additional file 1: Fig. S17, S18).

#### The structural determination of disomes collected in the cycloheximide-containing lysis buffer

Disomes were also collected in the lysis buffer containing 50 μg/mL cycloheximide. The experimental and computational procedures were otherwise similarly performed. In brief, a total of 1439 micrographs were collected, and 269,962 particles were picked for a cascade 2D and 3D classification. A total of 4194 particles were applied for 3D auto-refine with a soft mask on the trailing or leading ribosome, resulting in 7.11 Å or 8.39 Å map, respectively.

### Mass spectrometry

Stable isotope labeling with amino acids in cell culture (SILAC) was performed as described previously [85]. Briefly, a strain modified from BY4742 (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 arg4Δ0::kanMX4 car1Δ0::LEU2*) was cultured at 30 °C in the regular SC medium or in the SC medium substituted with heavy isotopes (37.25 mg/L Lys8 and 20.94 mg/L Arg10). Lys8 and Arg10 represent ^15^N_2_^13^C_6_-lysine and ^15^N_4_^13^C_6_-arginine, respectively.

Cells were harvested at the mid-log phase (OD_660_ ~ 0.6), and polysomes were extracted. Polysome profiling was performed after RNase I digestion, and proteins were precipitated from the monosome or disome fraction with a double volume of 95% ethanol, respectively. The protein precipitants were dissolved with the urea buffer (8 M urea, 1 mM sodium orthovanadate, 1 mM sodium fluoride, 2.5 mM sodium pyrophosphate, 1 mM B-glycerophosphate, 0.2% tablet of protease inhibitors, and 1 mM PMSF). One hundred fifty micrograms of light-labeled monosome protein was mixed with 150 μg heavy-labeled disome protein; 150 μg heavy-labeled monosome protein was mixed with 150 μg light-labeled disome protein as a replicate. The protein mixtures were subject to the MS/MS analysis on Orbitrap Elite (Thermo Fisher Scientific).

The raw data were processed with MaxQuant V1.5.8.3 [86] (https://www.biochem.mpg.de/5111795/maxquant) using default parameters. All raw data were searched against the yeast proteome with the addition of potential contaminants. The protease was set as trypsin/P and trypsin. Two missed cuts were allowed. The protein intensities were retrieved from the output file (proteinGroups.txt) of MaxQuant. The proteins associated with ribosome collision can be identified by comparing the abundance per ribosome between disomes and monosomes. In principle, if a significant proportion of monosomes collected in the experiments were vacant, this comparison will identify proteins associated with translating ribosomes instead of those associated with disomes. However, this is an unlikely case since all 197,367 monosomes detected in our cryo-EM analyses accommodated tRNAs, indicating they are mostly translating ribosomes.

If the peptides of metabolic enzymes were detected in the ribosome particles because they were nascent peptides of incomplete protein translation, they should be enriched in the first half (N-terminus) of a protein. To determine if it is true, we divided the peptides detected into two categories, according to whether the N-terminus of the peptide belonged to the first half of the protein or not. With the theoretical digested peptides (arginine or lysine at the C-terminus) as a background, a 2 × 2 contingency table was generated for each gene. The common odds ratio among genes was calculated by the Mantel-Haenszel test.

### Immunoblotting

We did not have specific antibodies for the yeast chaperones enriched in disomes; therefore, we decided to perform immunoblotting for 4×FLAG tagged chaperones with the antibody against the FLAG tag. To this end, we constructed transgenic yeast lines where 4×FLAG tag was inserted to the C-terminus of five chaperones. Specifically, a DNA fragment composing the terminator of *ADH1* and the *kanMX* cassette was obtained from the pBS7 plasmid. 4×FLAG sequence was fused to the 5′-terminus of this fragment, which was further cloned into the pUC57 plasmid to generate the pUC57-*4×FLAG*-*ADH1 terminator*-*kanMX* plasmid (TSINGKE Biological Technology). Primers were designed to amplify this fragment and for recombination-based knock-in, right before the stop codon of each chaperone gene (Additional file 1: Table S6).

Proteins were isolated from the monosome or disome fraction as described in the “Mass spectrometry” section. An equal amount of monosome and disome proteins were separated by 10% SDS-polyacrylamide gel and were transferred on to a Hybond ECL (GE Healthcare, RPN303D) membrane. The membrane was probed with anti-DDDDK tag (binding to FLAG® tag sequence, horseradish peroxidase-conjugated; Abcam, ab49763). Chemiluminescent horseradish peroxidase substrate (Millipore, WBKLS0100) was added to detect the antibody. The signal was captured with e-BLOT TOUCH IMAGER (Beijing Poliness Trade Co., Limited).

### Computational analyses of the disome-seq data for human cells

The human genome (Ensembl Genes 101) was downloaded from Ensembl [87]. The most reliable principal isoform was used as the reference cDNA for each gene. The disome-seq data for human cells were retrieved from the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under the accession number of GSE145723. The sequencing reads were mapped against human rRNAs with bowtie V1.2.2, and the unmapped reads were used in the following analyses. These reads were aligned against human protein-coding transcripts using STAR V2.7.3a [88] with the following parameters, --alignEndsType EndToEnd, --outFilterType BySJout, --outFilterMismatchNmax 2, --outFilterMultimapNmax 5, --outFilterMatchNmin 16. We followed the previous definition for the A-site of the leading ribosome in a disome footprint [38]. Specifically, offsets were 45 nts for the 51-nt and 59-nt footprints, 46 nts for the 52-nt and 60-nt footprints, 48 nts for the 54-nt and 62-nt footprints, and 49 nts for the 55-nt and 63-nt footprints.

### The annotation of α-helices

The protein secondary structure annotation of yeast protein was retrieved from UniProt [89] (https://www.uniprot.org/). Adjacent α-helices without a gap were concatenated. Short α-helices composed of 4 amino acids or less were filtered. The secondary structure of Rps31p was predicted with the online secondary structure prediction method, GOR IV [90], at https://npsa-prabi.ibcp.fr/.

### Alignment of proteins from fungi, animals, and plants

Homologous genes were identified by BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi). Orthologous gene pairs between yeast and human were retrieved from Ensembl BioMart [91] and NCBI HomoloGene [92]. Protein sequences were aligned by Clustal X [93]. Species trees were constructed with TimeTree [94] at http://www.timetree.org.

### Prediction of the minimum free energy of an mRNA fragment

The minimum free energy of the 30-nt mRNA downstream of a disome footprint was calculated with the RNAfold V2.4.13 of the Vienna RNA package [95] (http://rna.tbi.univie.ac.at/).

## Supplementary Information

**Additional file 1: Fig. S1.** Disomes persisted after RNase I digestion. **Fig. S2.** Correlations between libraries of disome-seq, monosome-seq, and mRNA-seq. **Fig. S3.** The distribution of monosome and disome footprints. **Fig. S4.** The A-site pausing scores between replicates or between data processing approaches. **Fig. S5.** Highly translated mRNAs are crowded with ribosomes. **Fig. S6.** The contact interfaces of disomes (cycloheximide omitted in the lysate) and di-ribosomes. **Fig. S7.** The identification of disome-associated proteins. **Fig. S8.** Ribosome footprints in the two-ribosome-containing transcripts. **Fig. S9.** The detection of the 5′-ligation bias during the library preparation for monosome-seq and disome-seq. **Fig. S10.** The pausing scores estimated using the codon/amino-acid frequency in the genome as the background. **Fig. S11.** Additional cryo-EM structures of disomes. **Fig. S12.** On the 61-nt disome footprints. **Fig. S13.** On the 53-nt disome footprints. **Fig. S14.** The “inverse ramp” of disome footprints on the CDS. **Fig. S15.** The mRNA secondary structure downstream of disome footprints. **Fig. S16.** The presumed conformation and the putative A-site for disome footprints of various lengths **Fig. S17.** Cryo-EM data processing for disome particles that were collected with cycloheximide omitted in the lysis buffer. **Fig. S18.** Fourier shell correlation (FSC) curves for the final 3D density maps after RELION-based post-processing. **Table S1.** Summary of the monosome-seq libraries. **Table S2.** Summary of the disome-seq libraries. **Table S3.** Summary of the mRNA-seq libraries. **Table S4.** Disome-associated proteins (replicate 1: heavy isotope labeled disome proteins, disome/monosome intensity ratio > 1.5). **Table S5.** Disome-associated proteins (replicate 2: light isotope labeled disome proteins, disome/monosome intensity ratio > 1.5). **Table S6.** Primers used for tagging 4×FLAG to the C-terminus of each chaperone.

**Additional file 2.** Review history.

## Data Availability

The *S. cerevisiae* genome (SGD R64-1-1) was downloaded from https://www.yeastgenome.org/ [75]. The protein secondary structure annotation of yeast protein was retrieved from UniProt (https://www.uniprot.org/) [89]. The human genome (Ensembl Genes 101) was retrieved from Ensembl [87]. Orthologous gene pairs between yeast and human were retrieved from Ensembl BioMarts [91] and NCBI HomoloGene [92]. The high-throughput sequencing data of disome-seq, monosome-seq, and mRNA-seq discussed in this publication have been deposited in NCBI GEO [96] and are accessible through GEO Series accession number GSE158572 [97]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository [98] with the dataset identifier PXD015271 [99]. The cryo-EM density maps have been deposited in the Electron Microscopy Data Bank (EMDB) (http://www.emdataresource.org/) [100] under accession numbers of EMD-30553 [101] and EMD-30554 [102] (the leading and trailing ribosomes of disome collected without cycloheximide in the lysis buffer) and EMD-30580 [103] and EMD-30581 [104] (the leading and trailing ribosomes of disome collected with cycloheximide in the lysis buffer). Codes to analyze the data are available at GitHub, under the terms of the MIT license [105], and at Zenodo [106].

# Supplementary material for: Disome-seq reveals widespread ribosome collisions that promote cotranslational protein folding
**Source:** Genome Biol. 2021 Jan 5;22:16. doi: 10.1186/s13059-020-02256-0
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Disomes persisted after RNase I digestion. Fig. S2. Correlations between libraries of disome-seq, monosome-seq, and mRNA-seq. Fig. S3. The distribution of monosome and disome footprints. Fig. S4. The A-site pausing scores between replicates or between data processing approaches. Fig. S5. Highly translated mRNAs are crowded with ribosomes. Fig. S6. The contact interfaces of disomes (cycloheximide omitted in the lysate) and di-ribosomes. Fig. S7. The identification of disome-associated proteins. Fig. S8. Ribosome footprints in the two-ribosome-containing transcripts. Fig. S9. The detection of the 5′-ligation bias during the library preparation for monosome-seq and disome-seq. Fig. S10. The pausing scores estimated using the codon/amino-acid frequency in the genome as the background. Fig. S11. Additional cryo-EM structures of disomes. Fig. S12. On the 61-nt disome footprints. Fig. S13. On the 53-nt disome footprints. Fig. S14. The “inverse ramp” of disome footprints on the CDS. Fig. S15. The mRNA secondary structure downstream of disome footprints. Fig. S16. The presumed conformation and the putative A-site for disome footprints of various lengths Fig. S17. Cryo-EM data processing for disome particles that were collected with cycloheximide omitted in the lysis buffer. Fig. S18. Fourier shell correlation (FSC) curves for the final 3D density maps after RELION-based post-processing. Table S1. Summary of the monosome-seq libraries. Table S2. Summary of the disome-seq libraries. Table S3. Summary of the mRNA-seq libraries. Table S4. Disome-associated proteins (replicate 1: heavy isotope labeled disome proteins, disome/monosome intensity ratio > 1.5). Table S5. Disome-associated proteins (replicate 2: light isotope labeled disome proteins, disome/monosome intensity ratio > 1.5). Table S6. Primers used for tagging 4×FLAG to the C-terminus of each chaperone.

Supplementary Information For

**Disome-seq reveals widespread ribosome collisions that
promote cotranslational protein folding**

T. Zhao, Y.-M. Chen, Y. Li, J. Wang, S. Chen, N. Gao, and W. Qian

Supplementary information includes Supplementary Figures S1-18 and Supplementary Tables S1-6.

**SUPPLEMENTARY FIGURES**

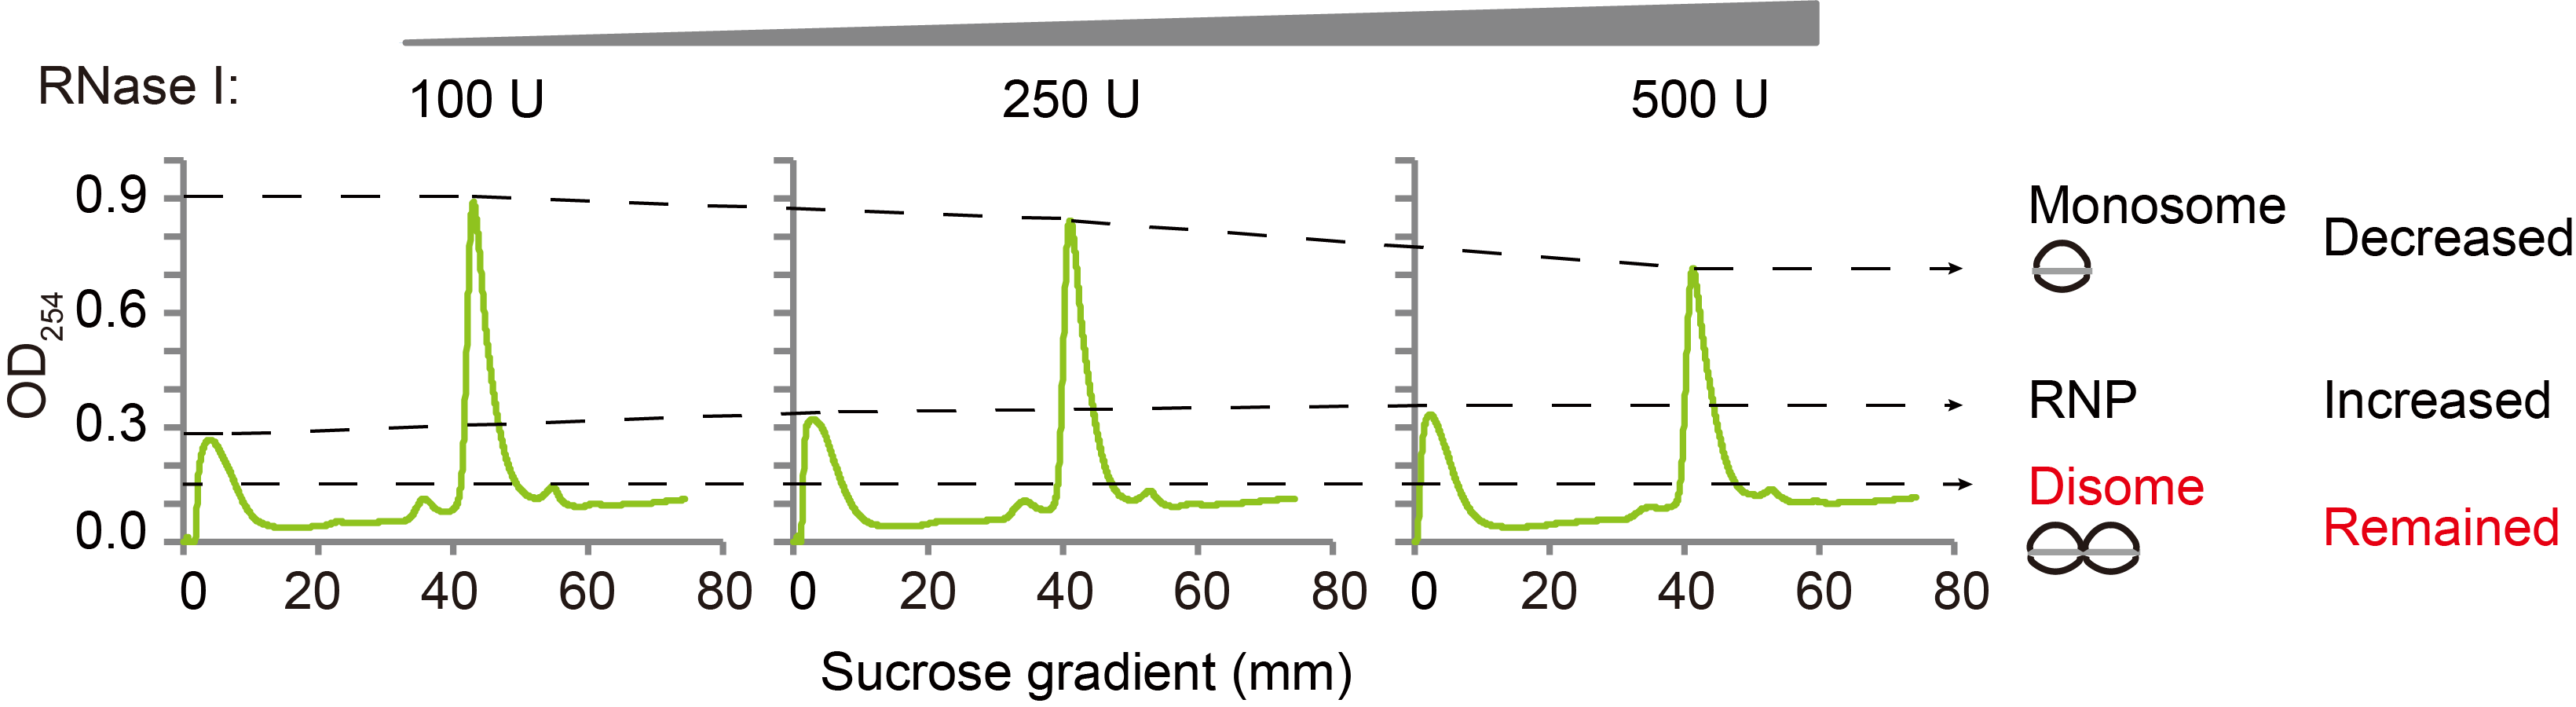

**Fig. S1. Disomes persisted after RNase I digestion.**

Samples containing an equal amount of ribosome-bound mRNA (5000 A_260_ unit) were treated with 100 U, 250 U, and 500 U RNase I, respectively. As the concentration of RNase I increased, the abundance of monosome reduced, and that of free ribonucleoprotein (RNP) increased, suggesting the disruption of ribosomes by the excessive RNase I digestion. However, the disome persisted—the mRNA fragment in-between was resistant to the RNase I digestion likely due to the steric effect.

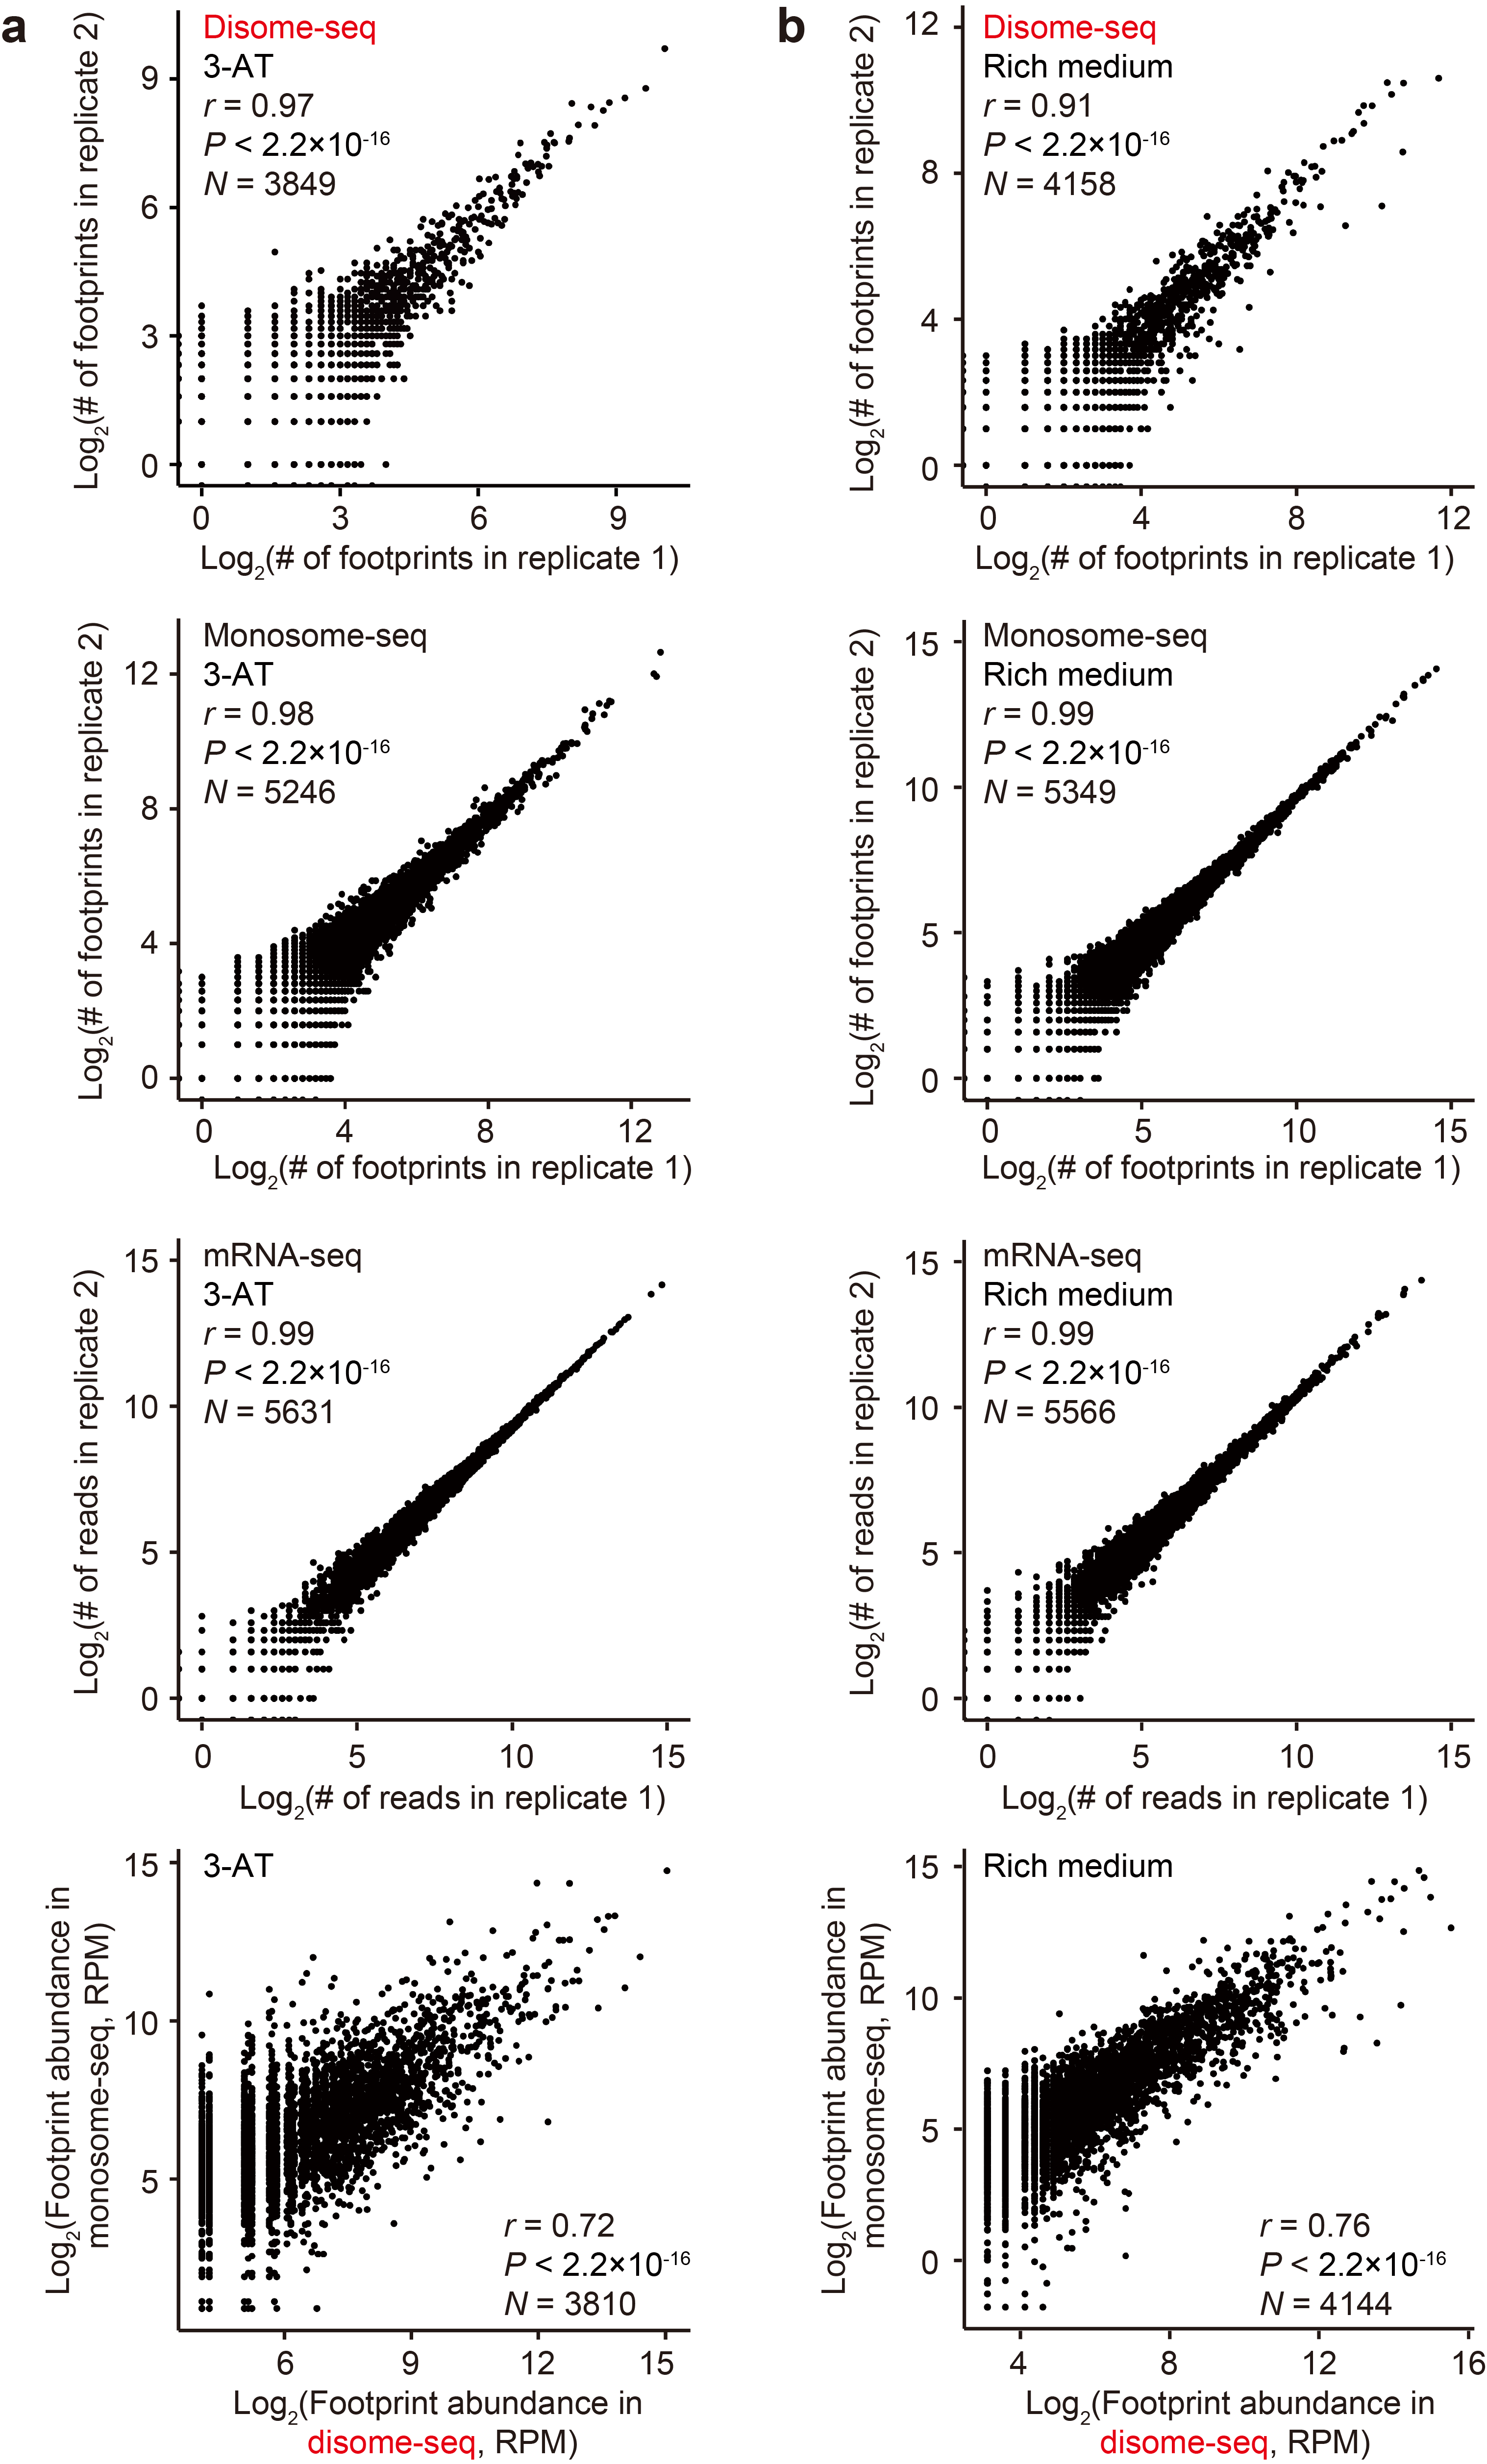

**Fig. S2. Correlations between libraries of disome-seq, monosome-seq, and mRNA-seq.**

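For the 3-AT libraries of these plots, Pearson's r of log2 counts plus 1 between replicates was 0.67 in disome-seq over 3465 genes, 0.94 in monosome-seq over 5246 genes and 0.98 in mRNA-seq over 5572 genes. On untransformed counts, where the most counted genes weigh most, r was 0.95, 0.98 and 1.00 to the same precision.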

**a** The top three scatter plots show the number of mapped reads for each gene between biological replicates. The bottom scatter plot shows the abundance of mapped reads (in the unit of reads per million) for each gene between disome-seq and monosome-seq; the average footprint abundance of two biological replicates is shown. 

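Between disome-seq and monosome-seq in 3-AT, Pearson's r of log2 mean RPM was 0.66 over 3437 genes. In edgeR's quasi-likelihood test, 718 of 2275 genes differed between the 2 assays at an adjusted p of 0.05, with 259 higher and 459 lower in disome-seq relative to the library. DESeq2 called 415 of these genes, 183 higher and 232 lower. With library totals alone, edgeR called 311 higher and 418 lower. With the read totals of Tables S1 to S3 as library sizes, added after the data had been seen, it called 41 higher and 1573 lower. As in the rich medium, these totals lower the ratio of every gene, so the split follows from that shift. With edgeR, 321 and 383 genes were called without disome-seq replicate 1 and 2, and 223 and 238 without monosome-seq replicate 1 and 2.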

All libraries were obtained from 3-AT treated yeast cells. Each dot represents a gene, and the *P*-values were given by Pearson’s correlation.

**b** Same as (**a**), except yeast cells were cultured in the rich medium.

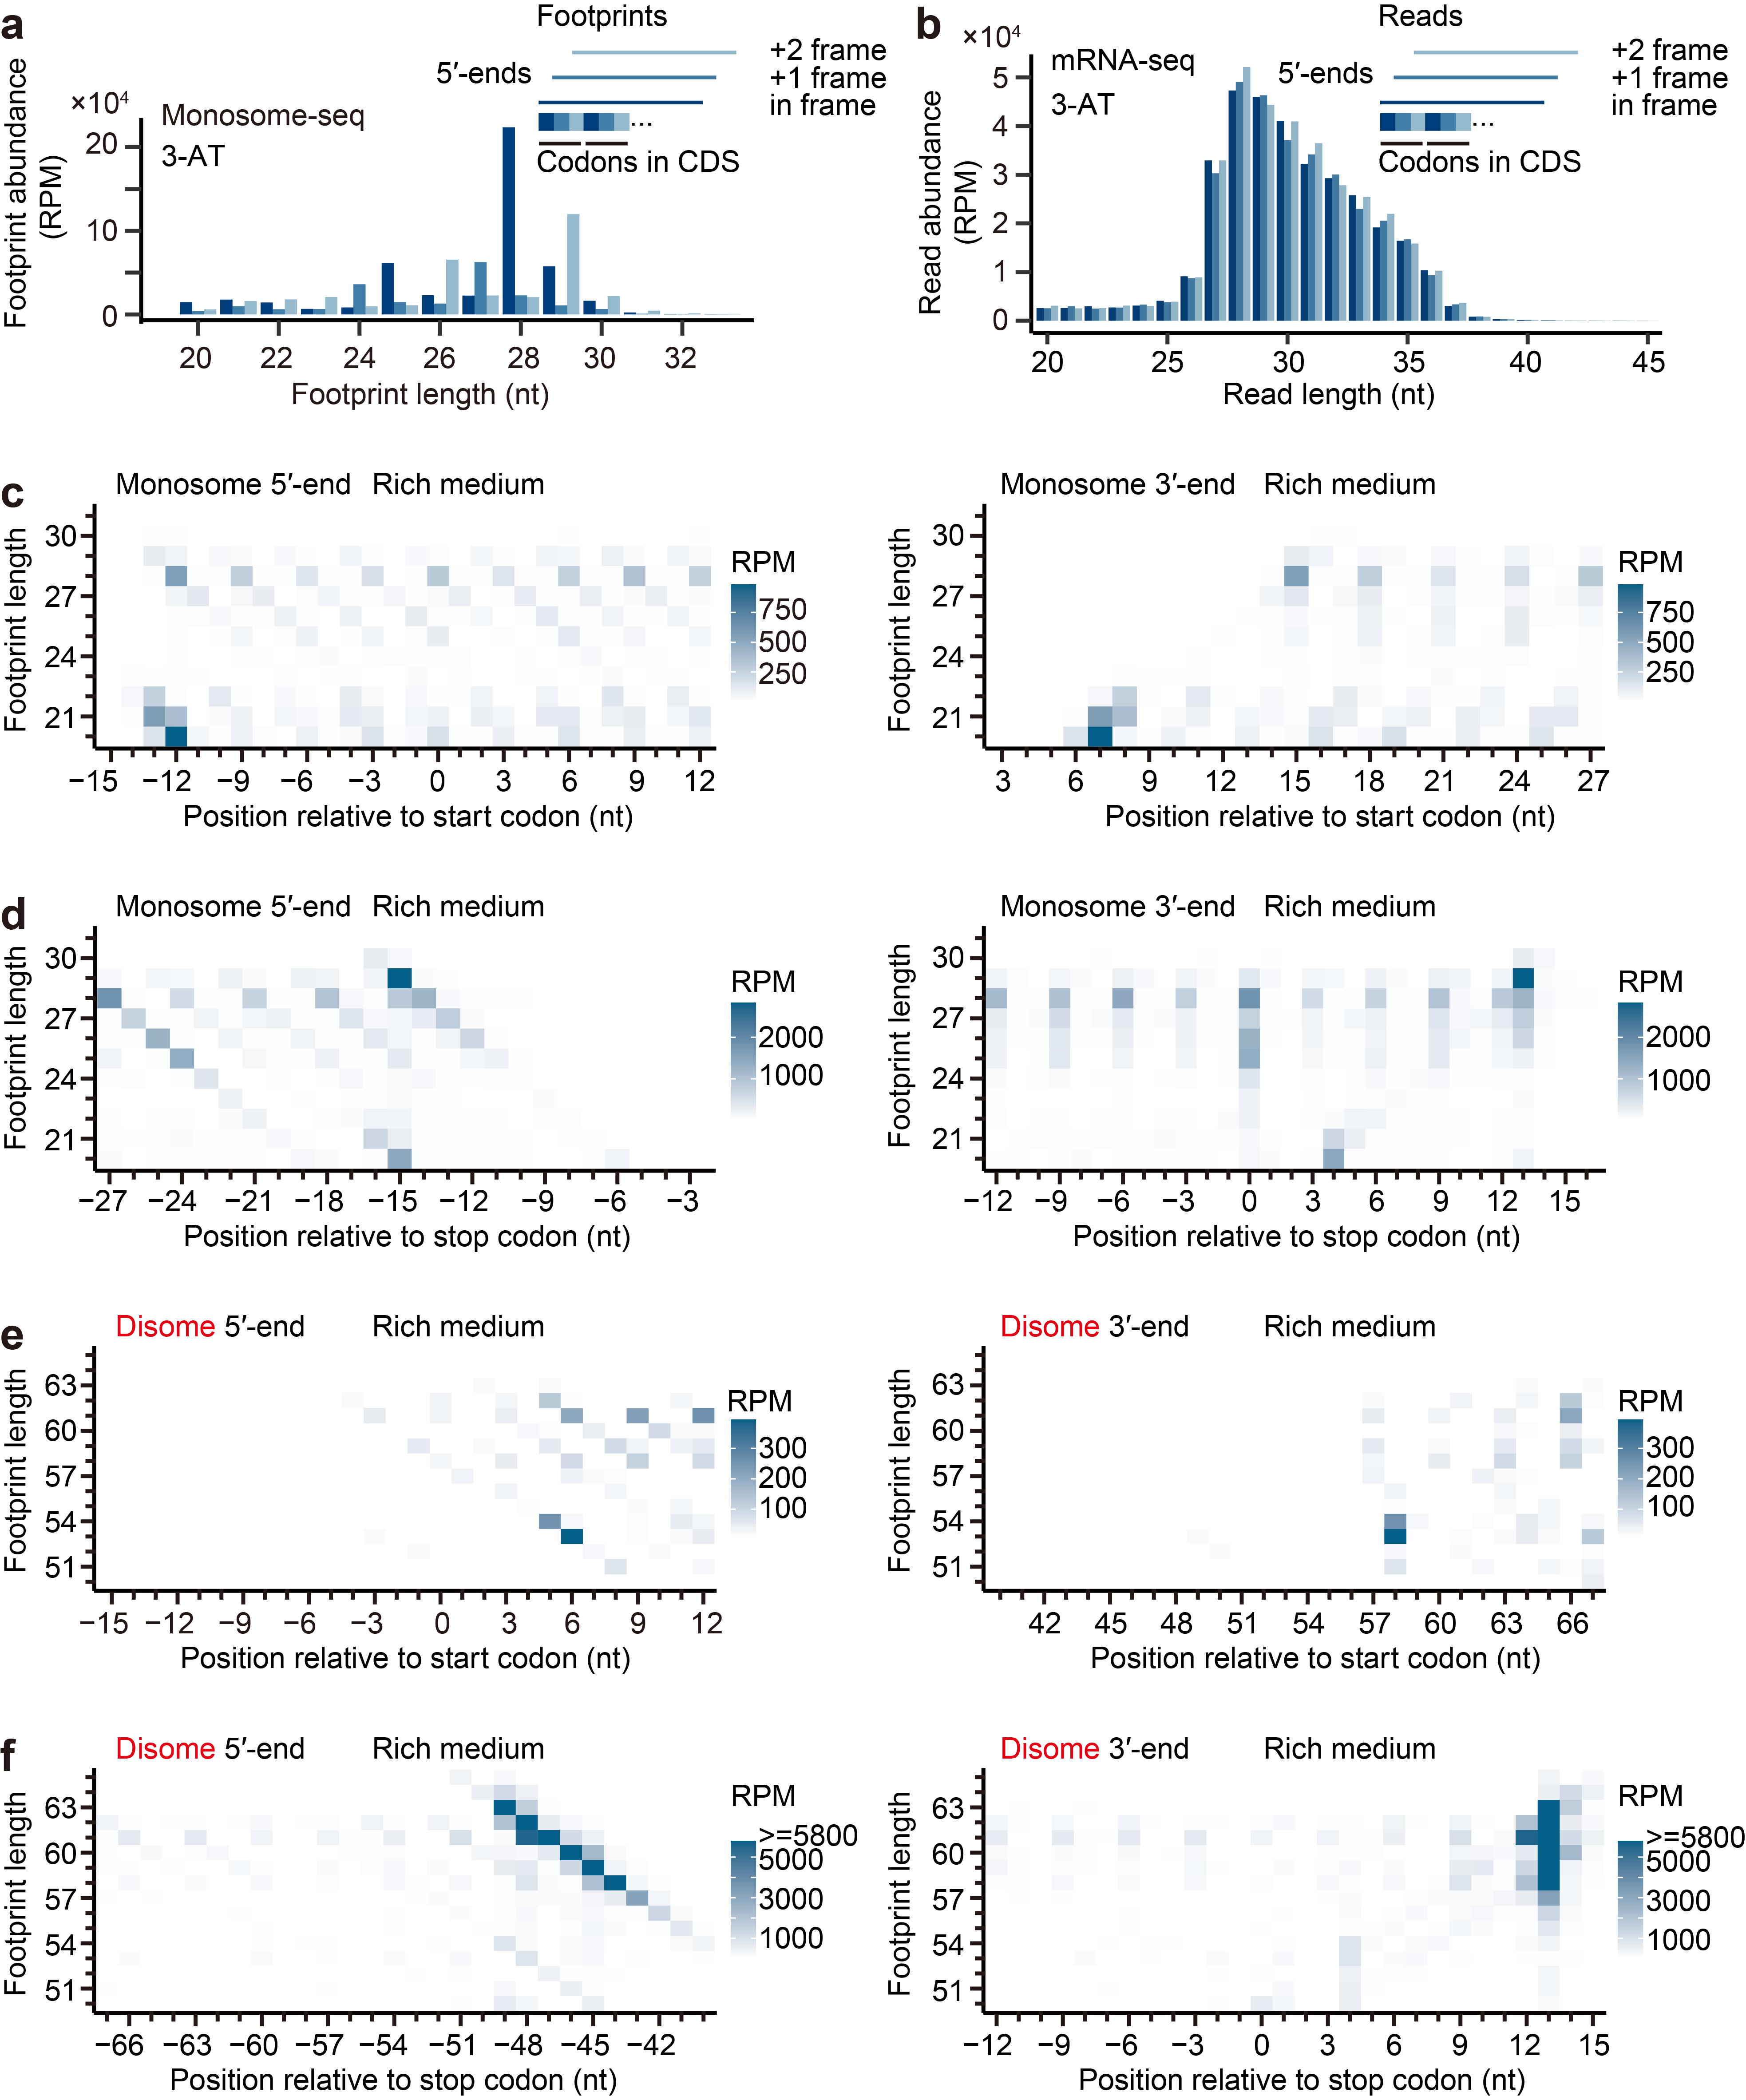

**Fig. S3. The distribution of monosome and disome footprints.**

**a** The length distribution of monosome footprints obtained from 3-AT treated yeast cells. The 5′-end of the 28-nt monosome footprints displayed an apparent 3-nt periodicity, similar to previous observations by Ingolia *et al*. (2009). It is consistent with the non-overlapping 3-nt genetic code – ribosome moves three nts per work cycle of translation elongation. The average footprint abundance of two biological replicates is shown.

**b** The length distribution of mRNA-seq reads obtained from 3-AT treated yeast cells. The mRNA-seq reads display no apparent periodicity. The average read abundance of two biological replicates is shown.

**c, d** The monosome footprints obtained from yeast cells growing in the rich medium. The aggregated abundance profile around the start codon (**c**) and the stop codon (**d**). The 5′-end (left) or the 3′-end (right) positions of the footprints are plotted against the footprint length. The color scale reflects the abundance of footprints. As shown in the plot, the two major footprint lengths, 28-nt and 20-nt, share the same 5′-end but different 3′-end. As reported in a previous study (Wu *et al*., 2019), the short footprints (~21-nt) are detected when the A-site of a ribosome is open whereas the long footprints (~28-nt) are detected when the A-site of a ribosome is occupied. More 20-nt monosome footprints were observed around the start codon, likely because the A-site of ribosomes is open during translation initiation; more 28-nt monosome footprints were observed around the stop codon, likely because the A-site of ribosomes is rapidly occupied by the release factor.

**e, f** Similar to (**c, d**), for disome footprints.

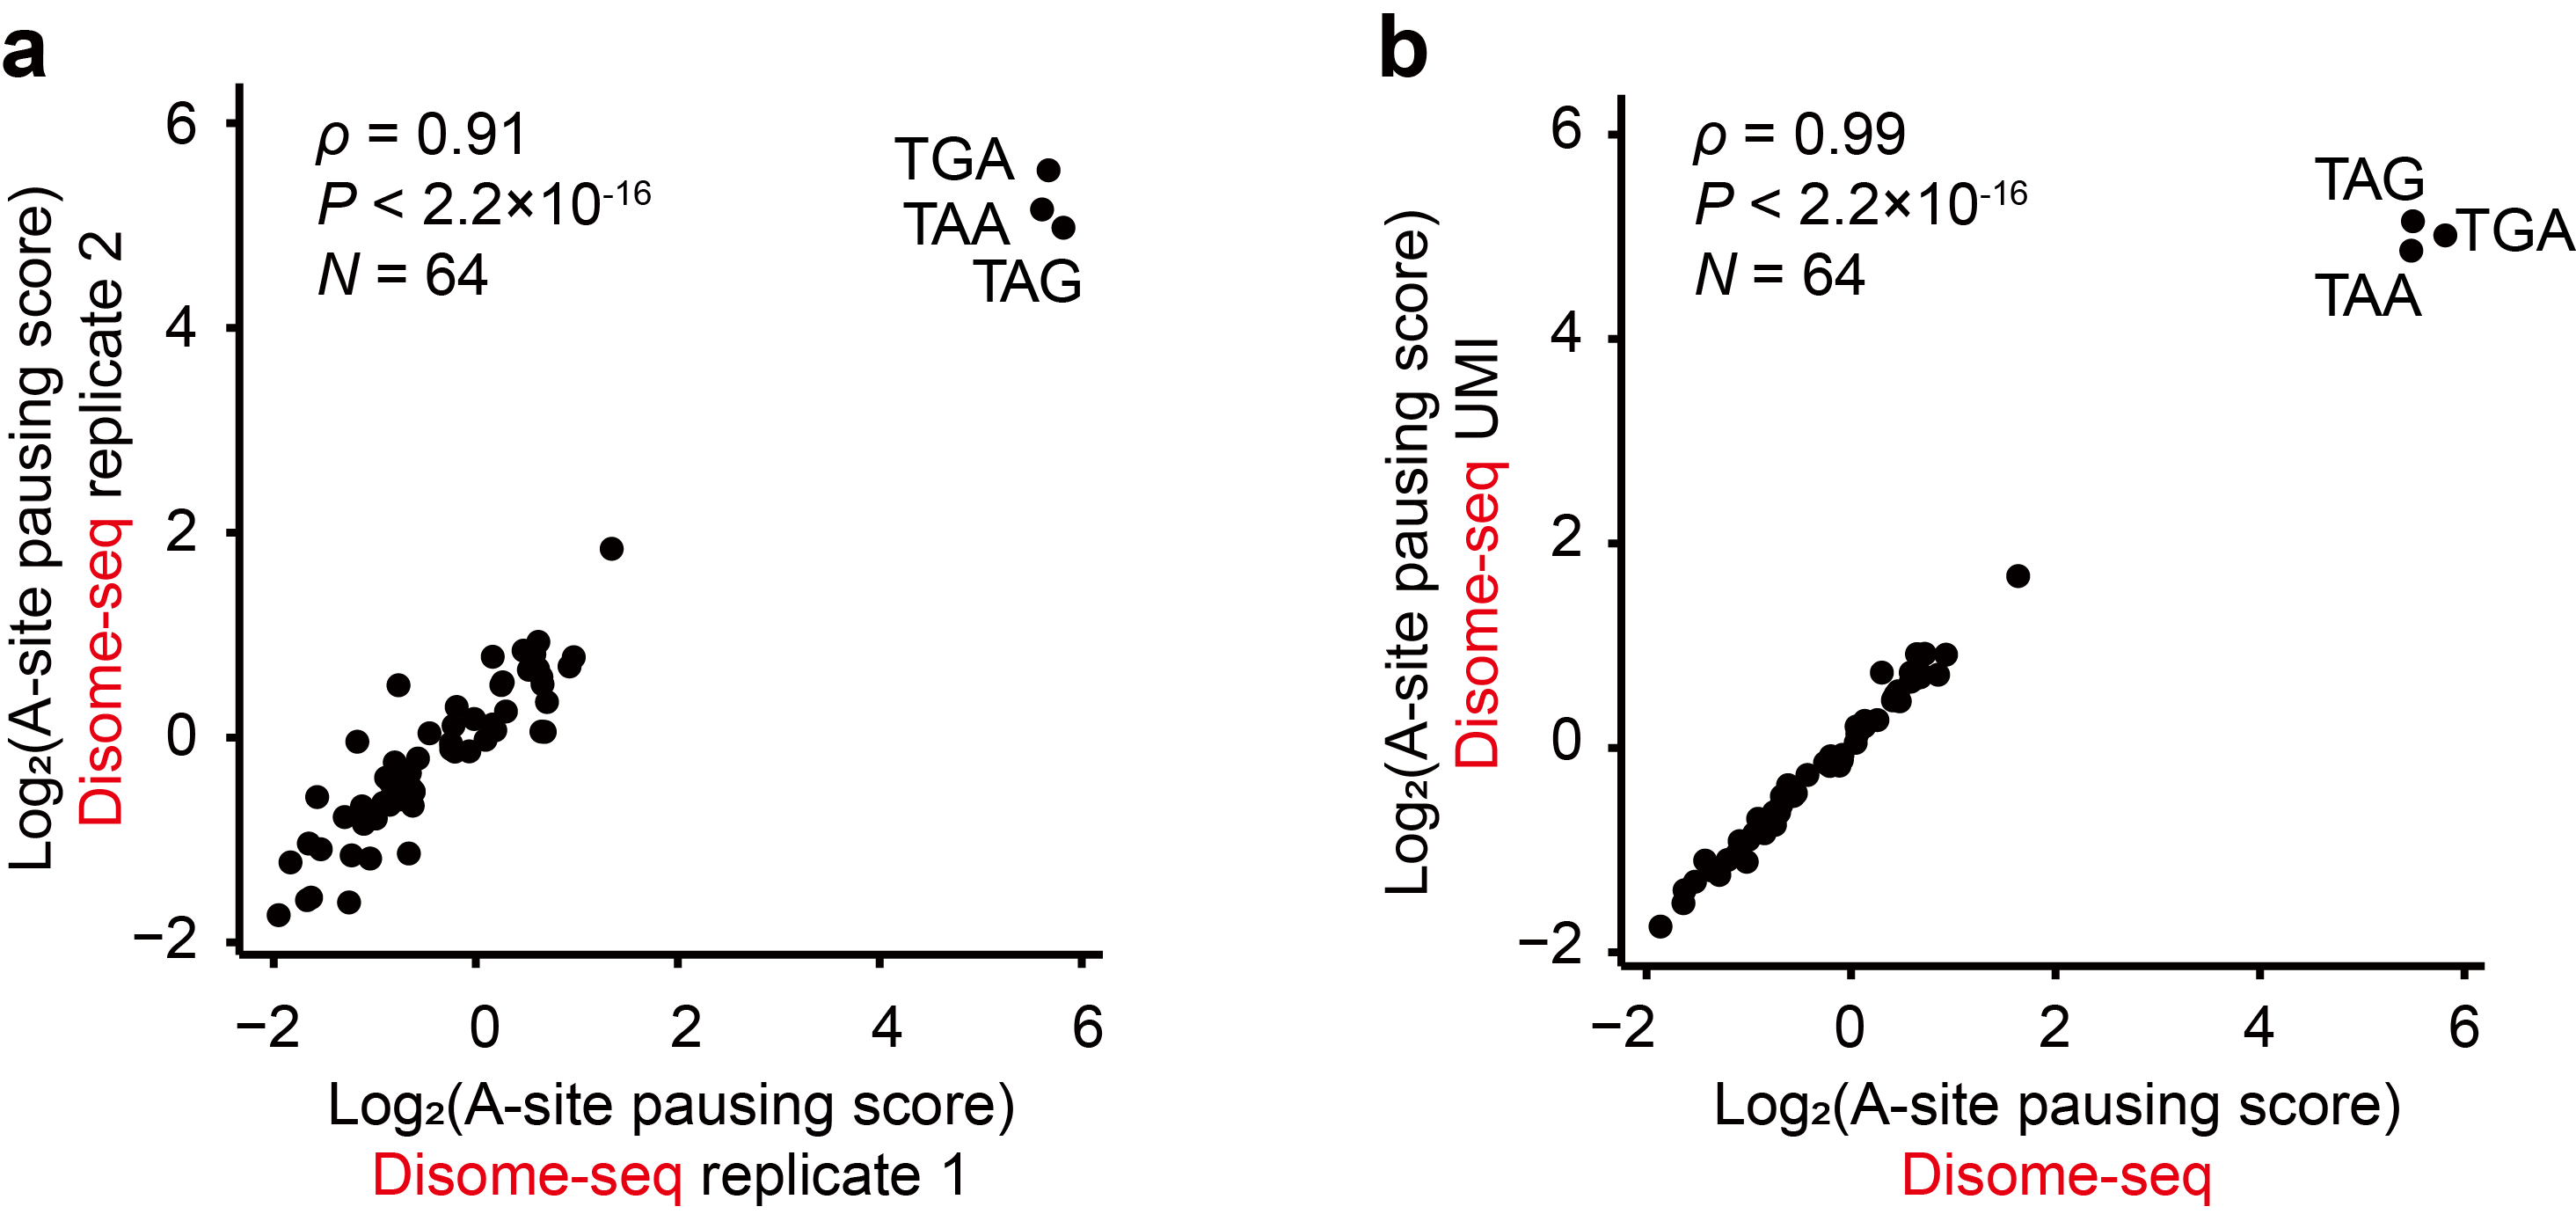

**Fig. S4. The A-site pausing scores between replicates or between data processing approaches.**

**a** The scatter plot shows the A-site pausing scores for disome footprints calculated from two biological replicates.

**b** The scatter plot shows the A-site pausing scores for disome footprints calculated before and after PCR duplicates were removed using the UMI information.

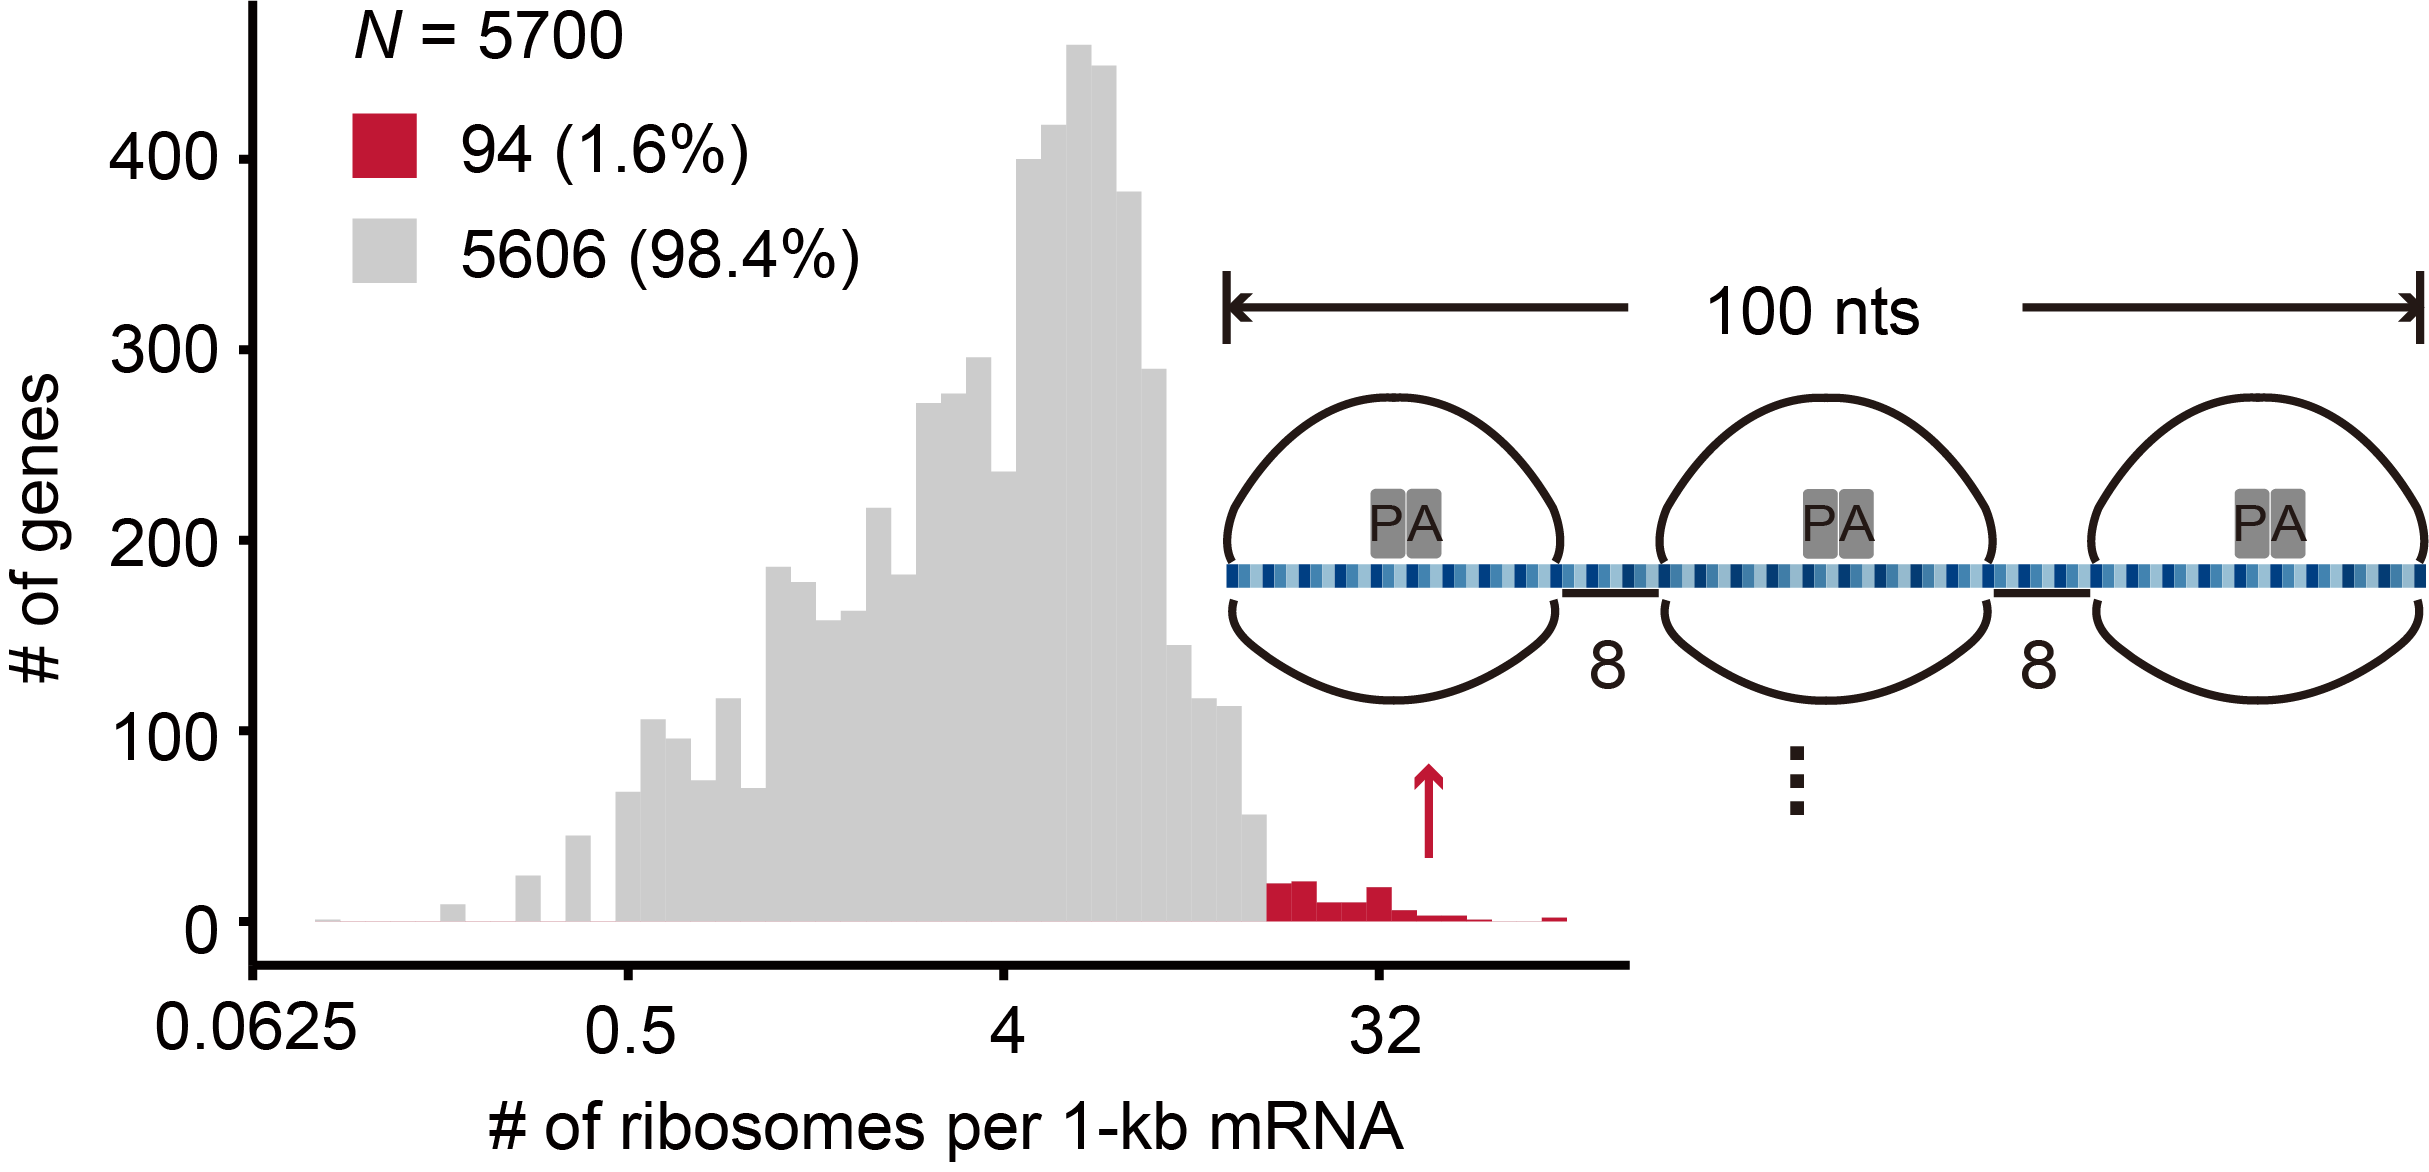

**Fig. S5. Highly translated mRNAs are crowded with ribosomes.**

Data were retrieved from Arava *et al.* (2003).

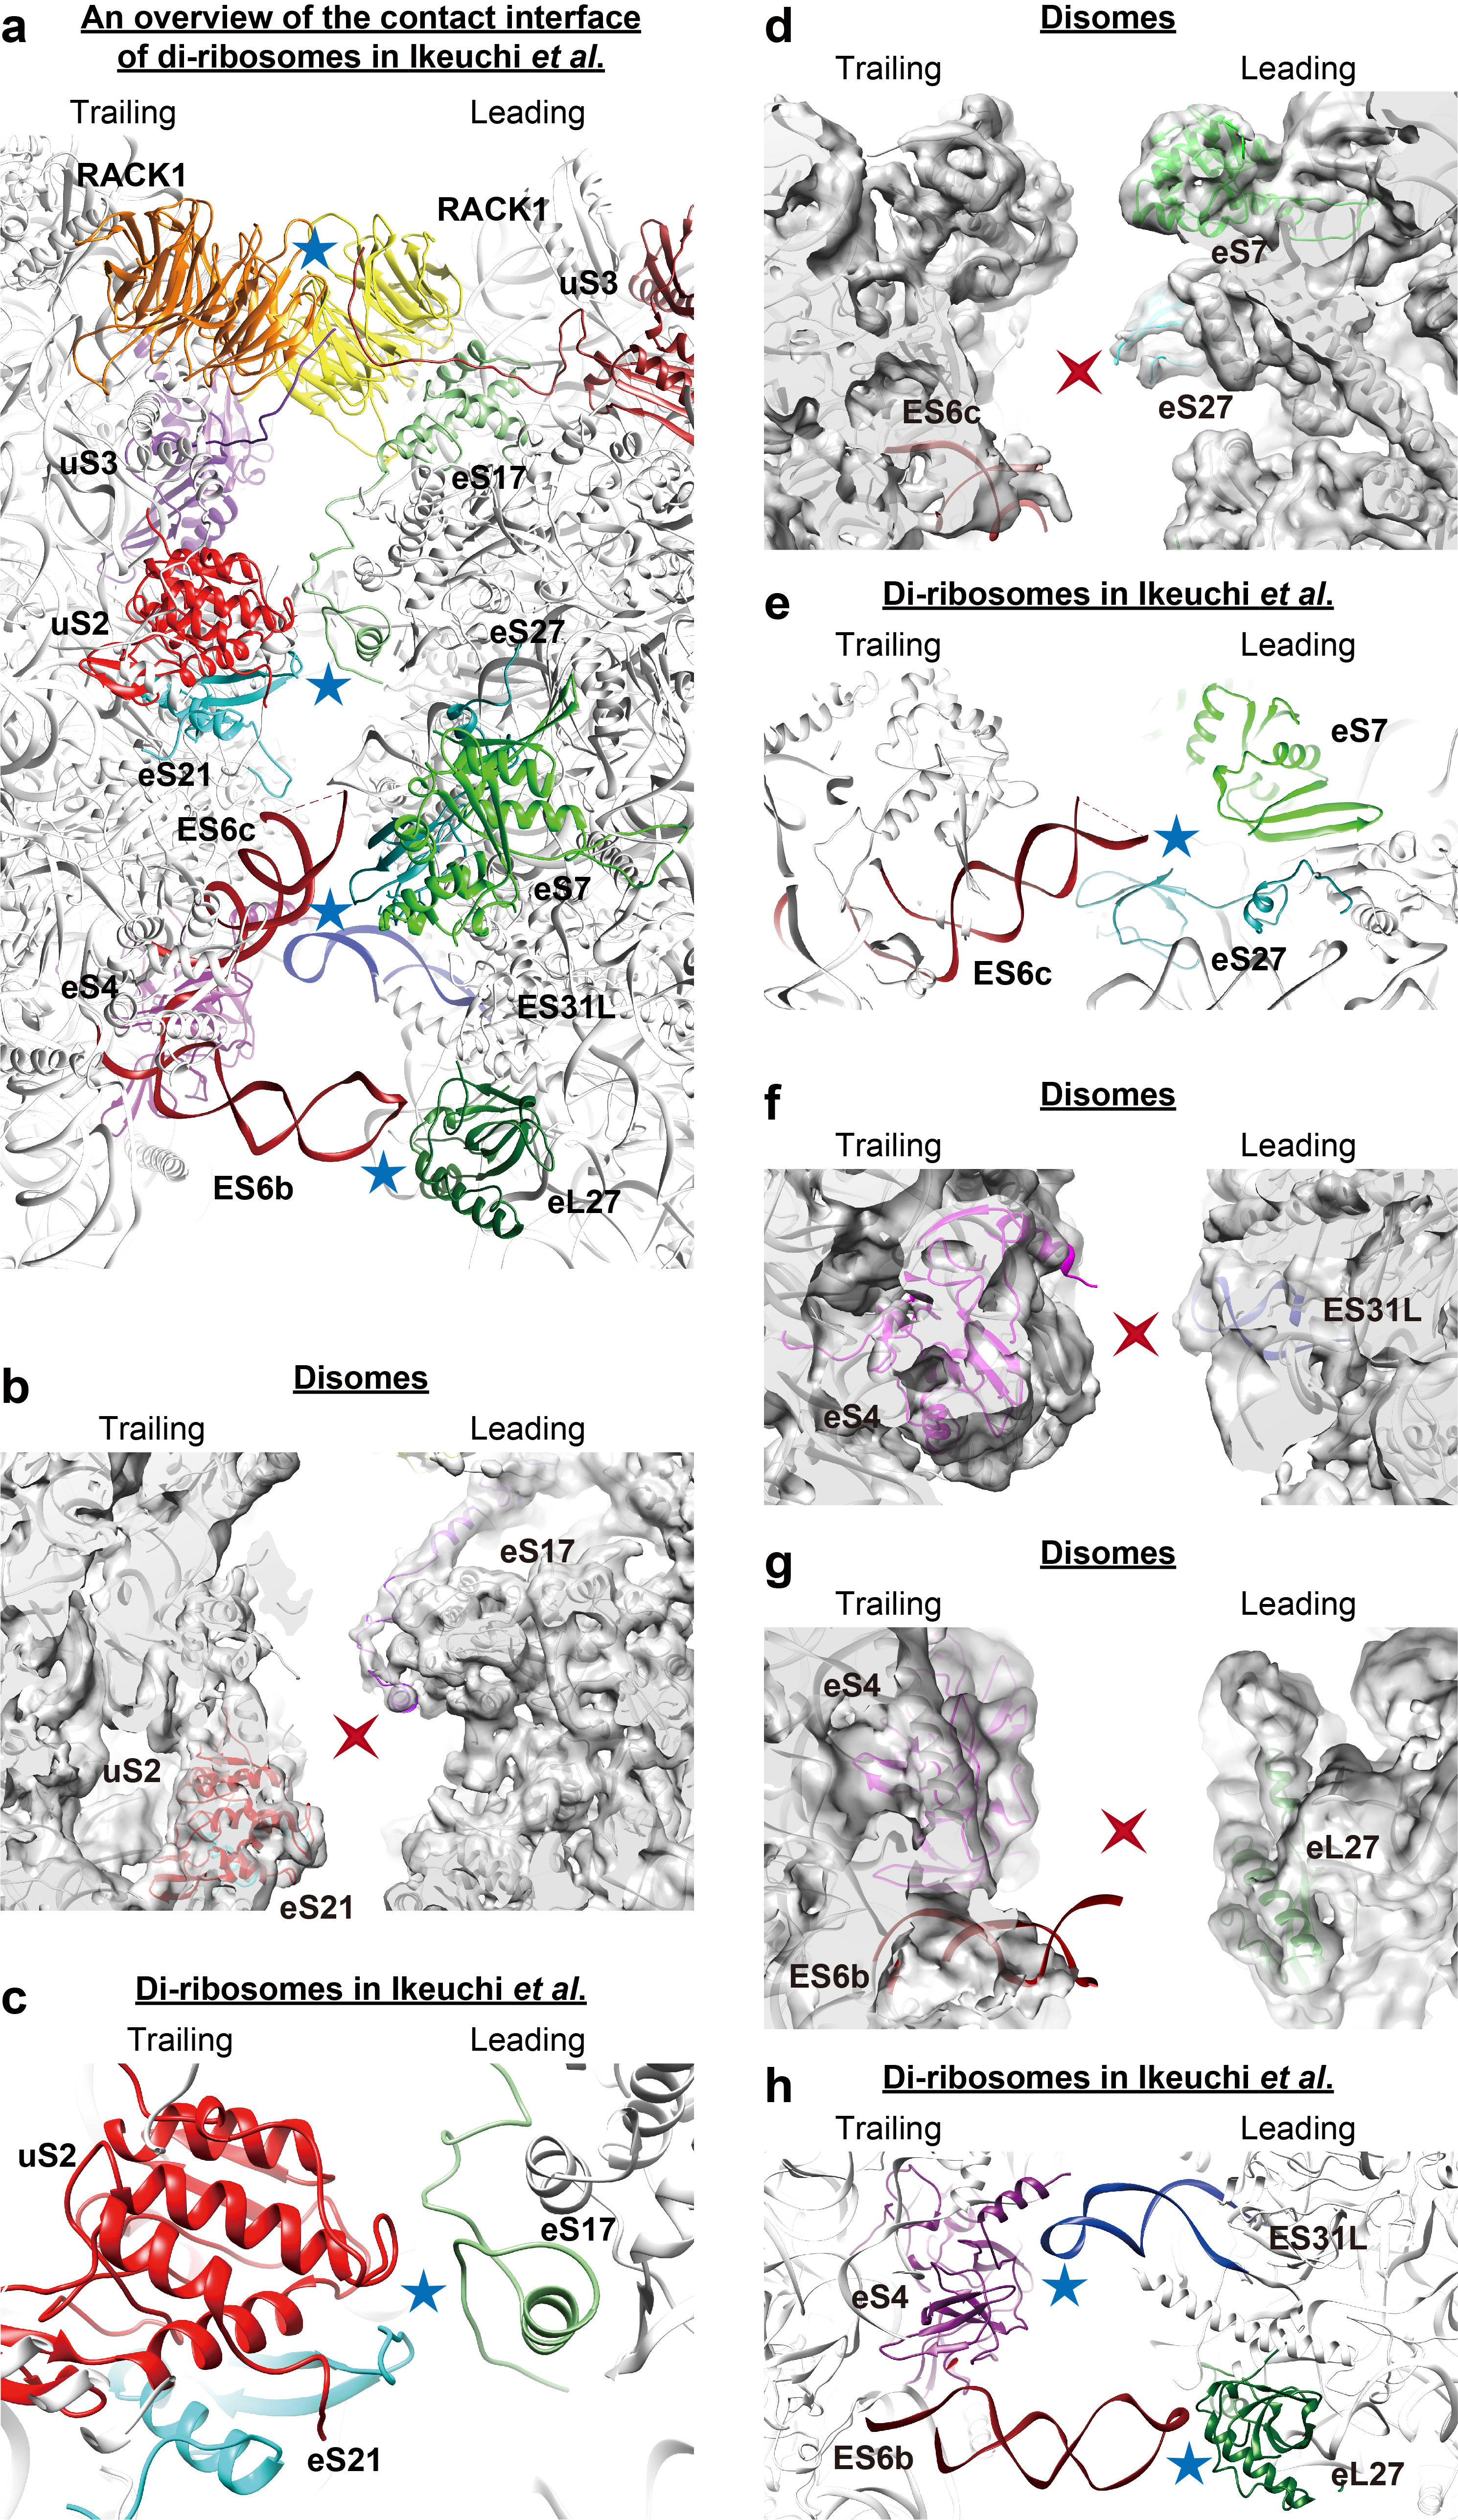

**Fig. S6. The contact interfaces of disomes (cycloheximide omitted in the lysate) and di-ribosomes.**

**a** The zoomed-in overview of the contact interface between the 40S subunits of the RQC-inducing di-ribosomes (Ikeuchi *et al*., 2019).

**b**, **c** The zoomed-in view of the 40S body-to-body contact site of disomes (**b**) and di-ribosomes (**c**). The interactions between eS17 of the leading ribosome and the uS2 and eS21 of the trailing ribosome were observed in the di-ribosome, but were absent in the disome.

**d**, **e** The zoomed-in view of the 40S platform-to-platform contact site of disomes (**d**) and di-ribosomes (**e**). The interactions between eS27, eS7 of the leading ribosome and the expansion segment ES6c of the trailing ribosome were observed in the di-ribosome, but were absent in the disome.

**f-h** The zoomed-in view of the 60S-to-40S contact site of disomes (**f**, **g**) and di-ribosomes (**h**). The dual interactions between ES31L of the leading ribosome and eS4 of the trailing ribosome (**f, h**) and between eL27 of the leading ribosome and ES6b of the trailing ribosome (**g, h**) were observed in the di-ribosome, but were absent in the disome.

The blue stars indicate strong interactions between the two ribosomes in the di-ribosome. The red crosses indicate that these interactions are absent in the disome.

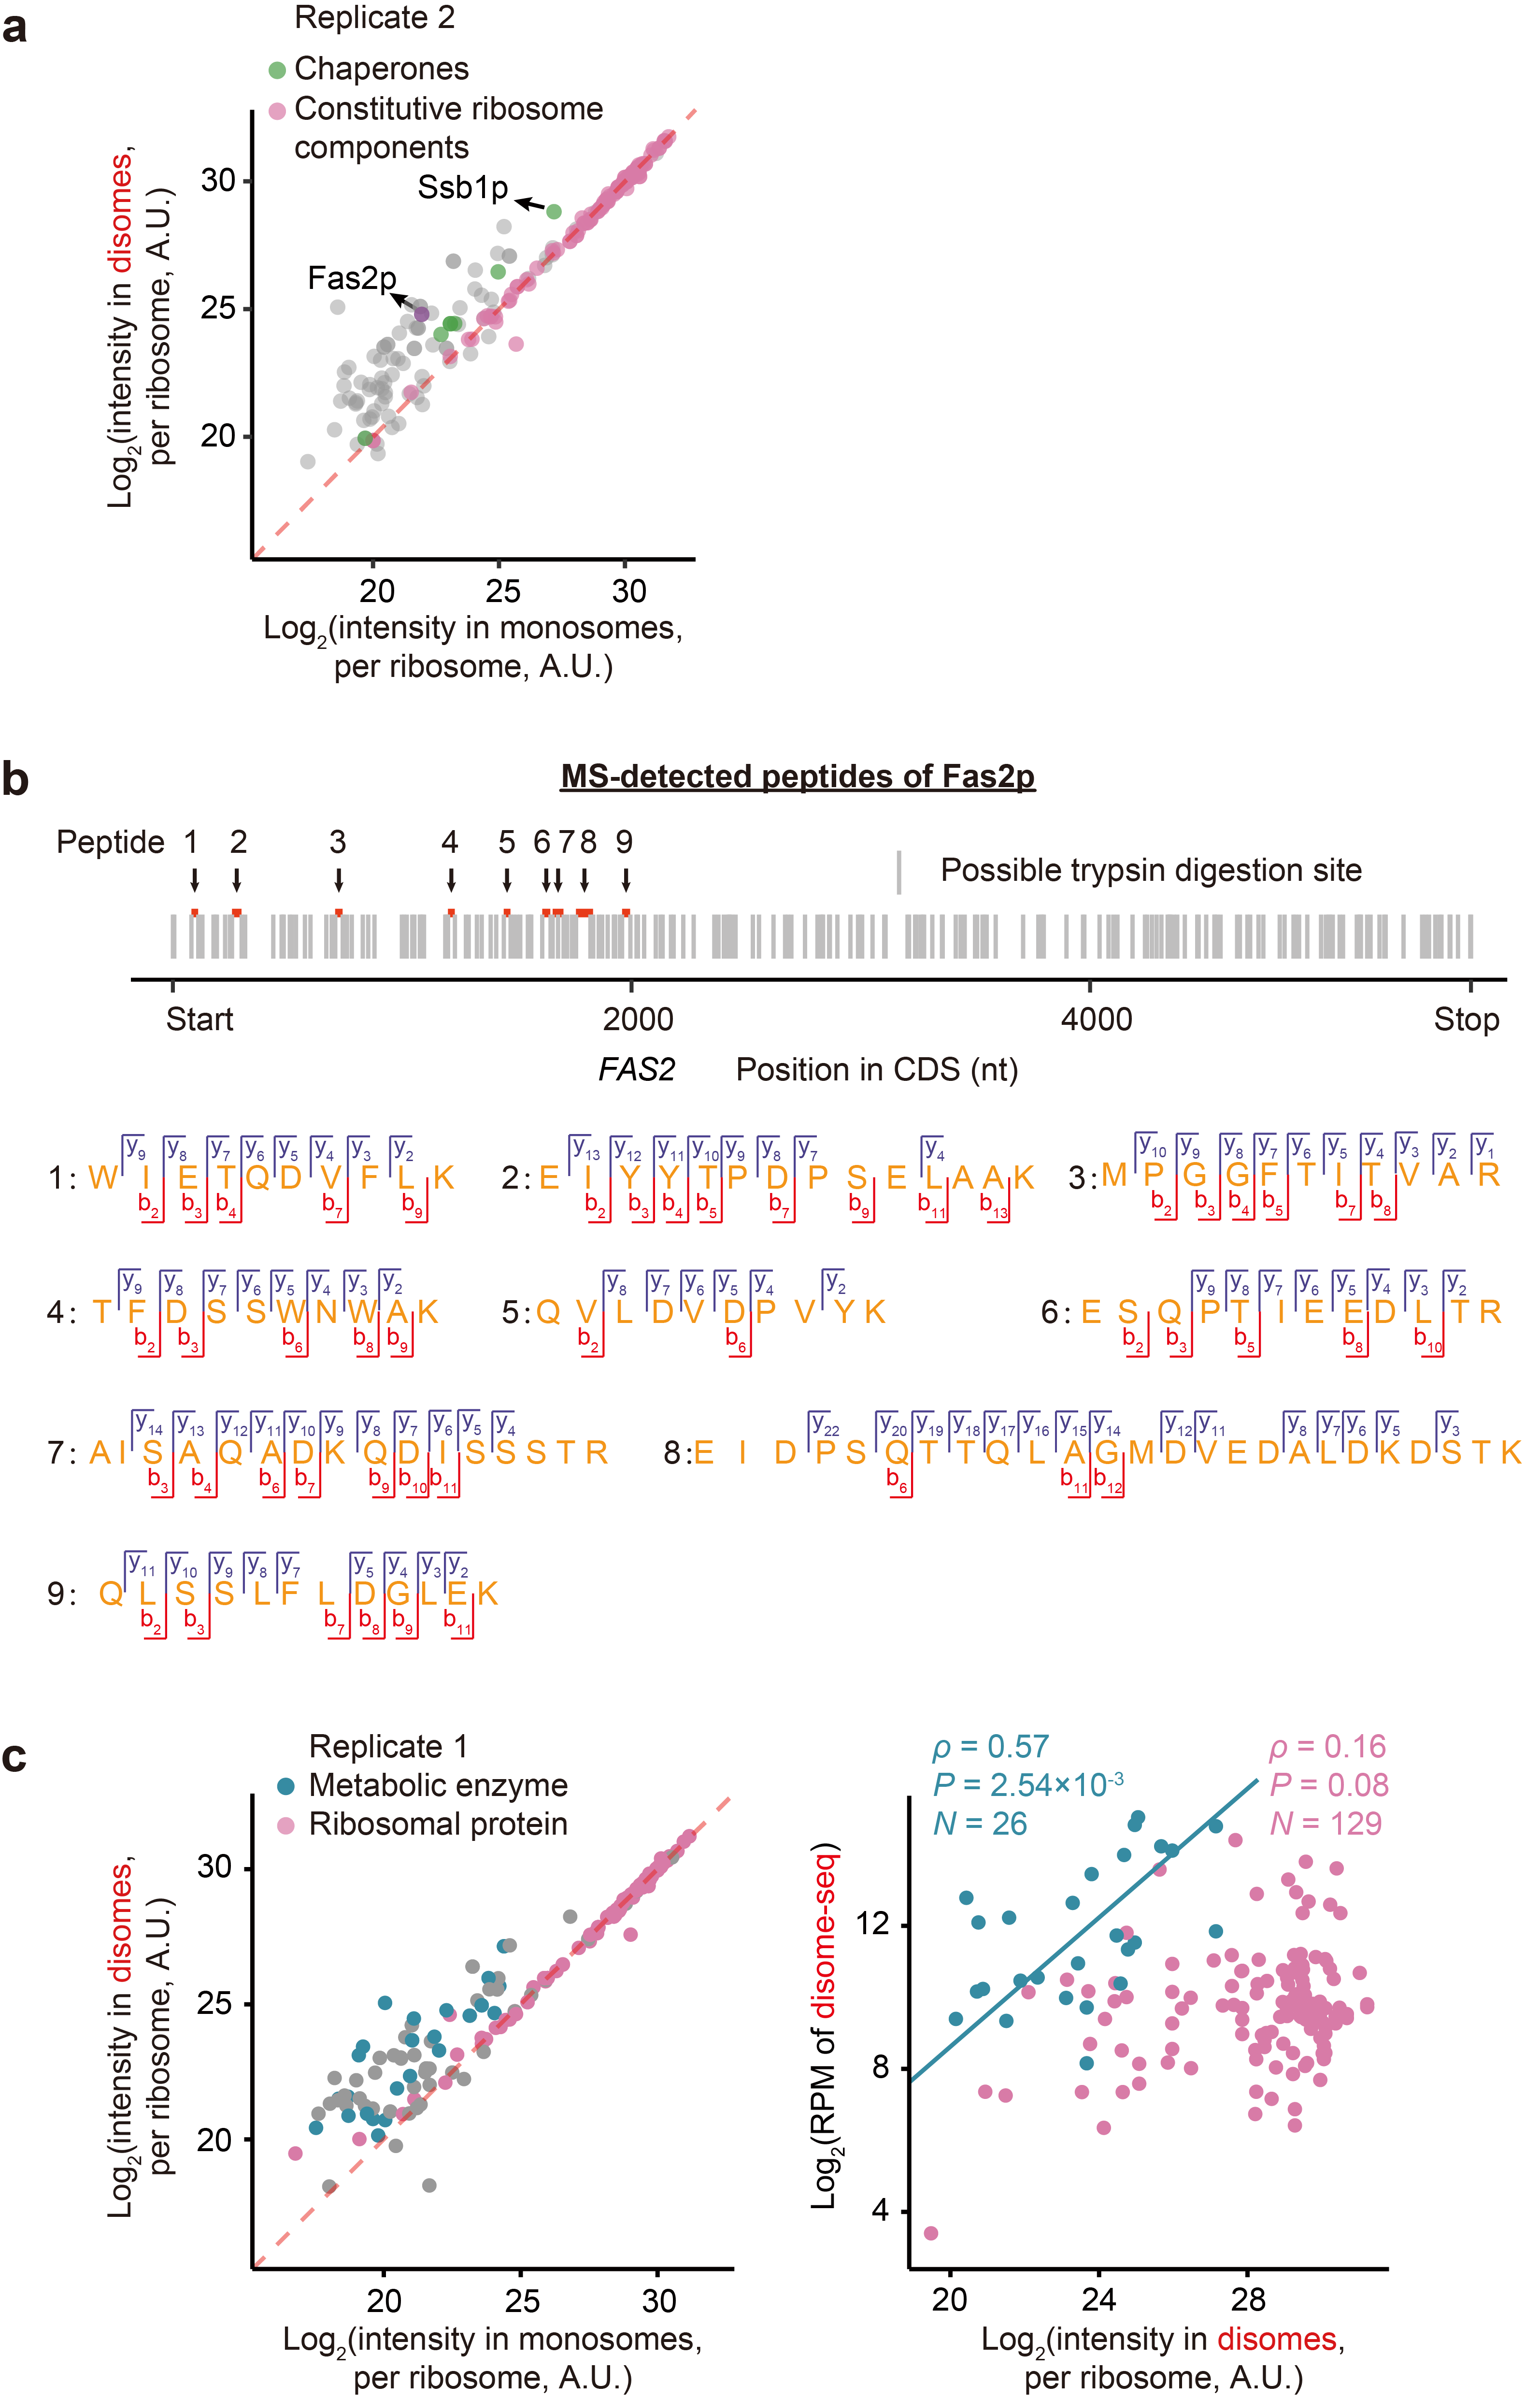

**Fig. S7. The identification of disome-associated proteins.**

**a** A biological replicate of **Fig. 7b**. Fas2p is highlighted in purple.

**b** MS-detected peptides (red) and the N-termini of the theoretical peptides generated by *in silico* trypsin digestion (grey) of Fas2p. MS/MS spectra are shown at the bottom.

**c** Positive correlation between the abundance of disome footprints (detected by disome-seq) and the protein intensity detected in the disome fraction (detected by MS/MS) among metabolic enzymes. As a negative control, no such correlation was detected among ribosomal proteins. The blue line shows the major axis among metabolic enzymes.

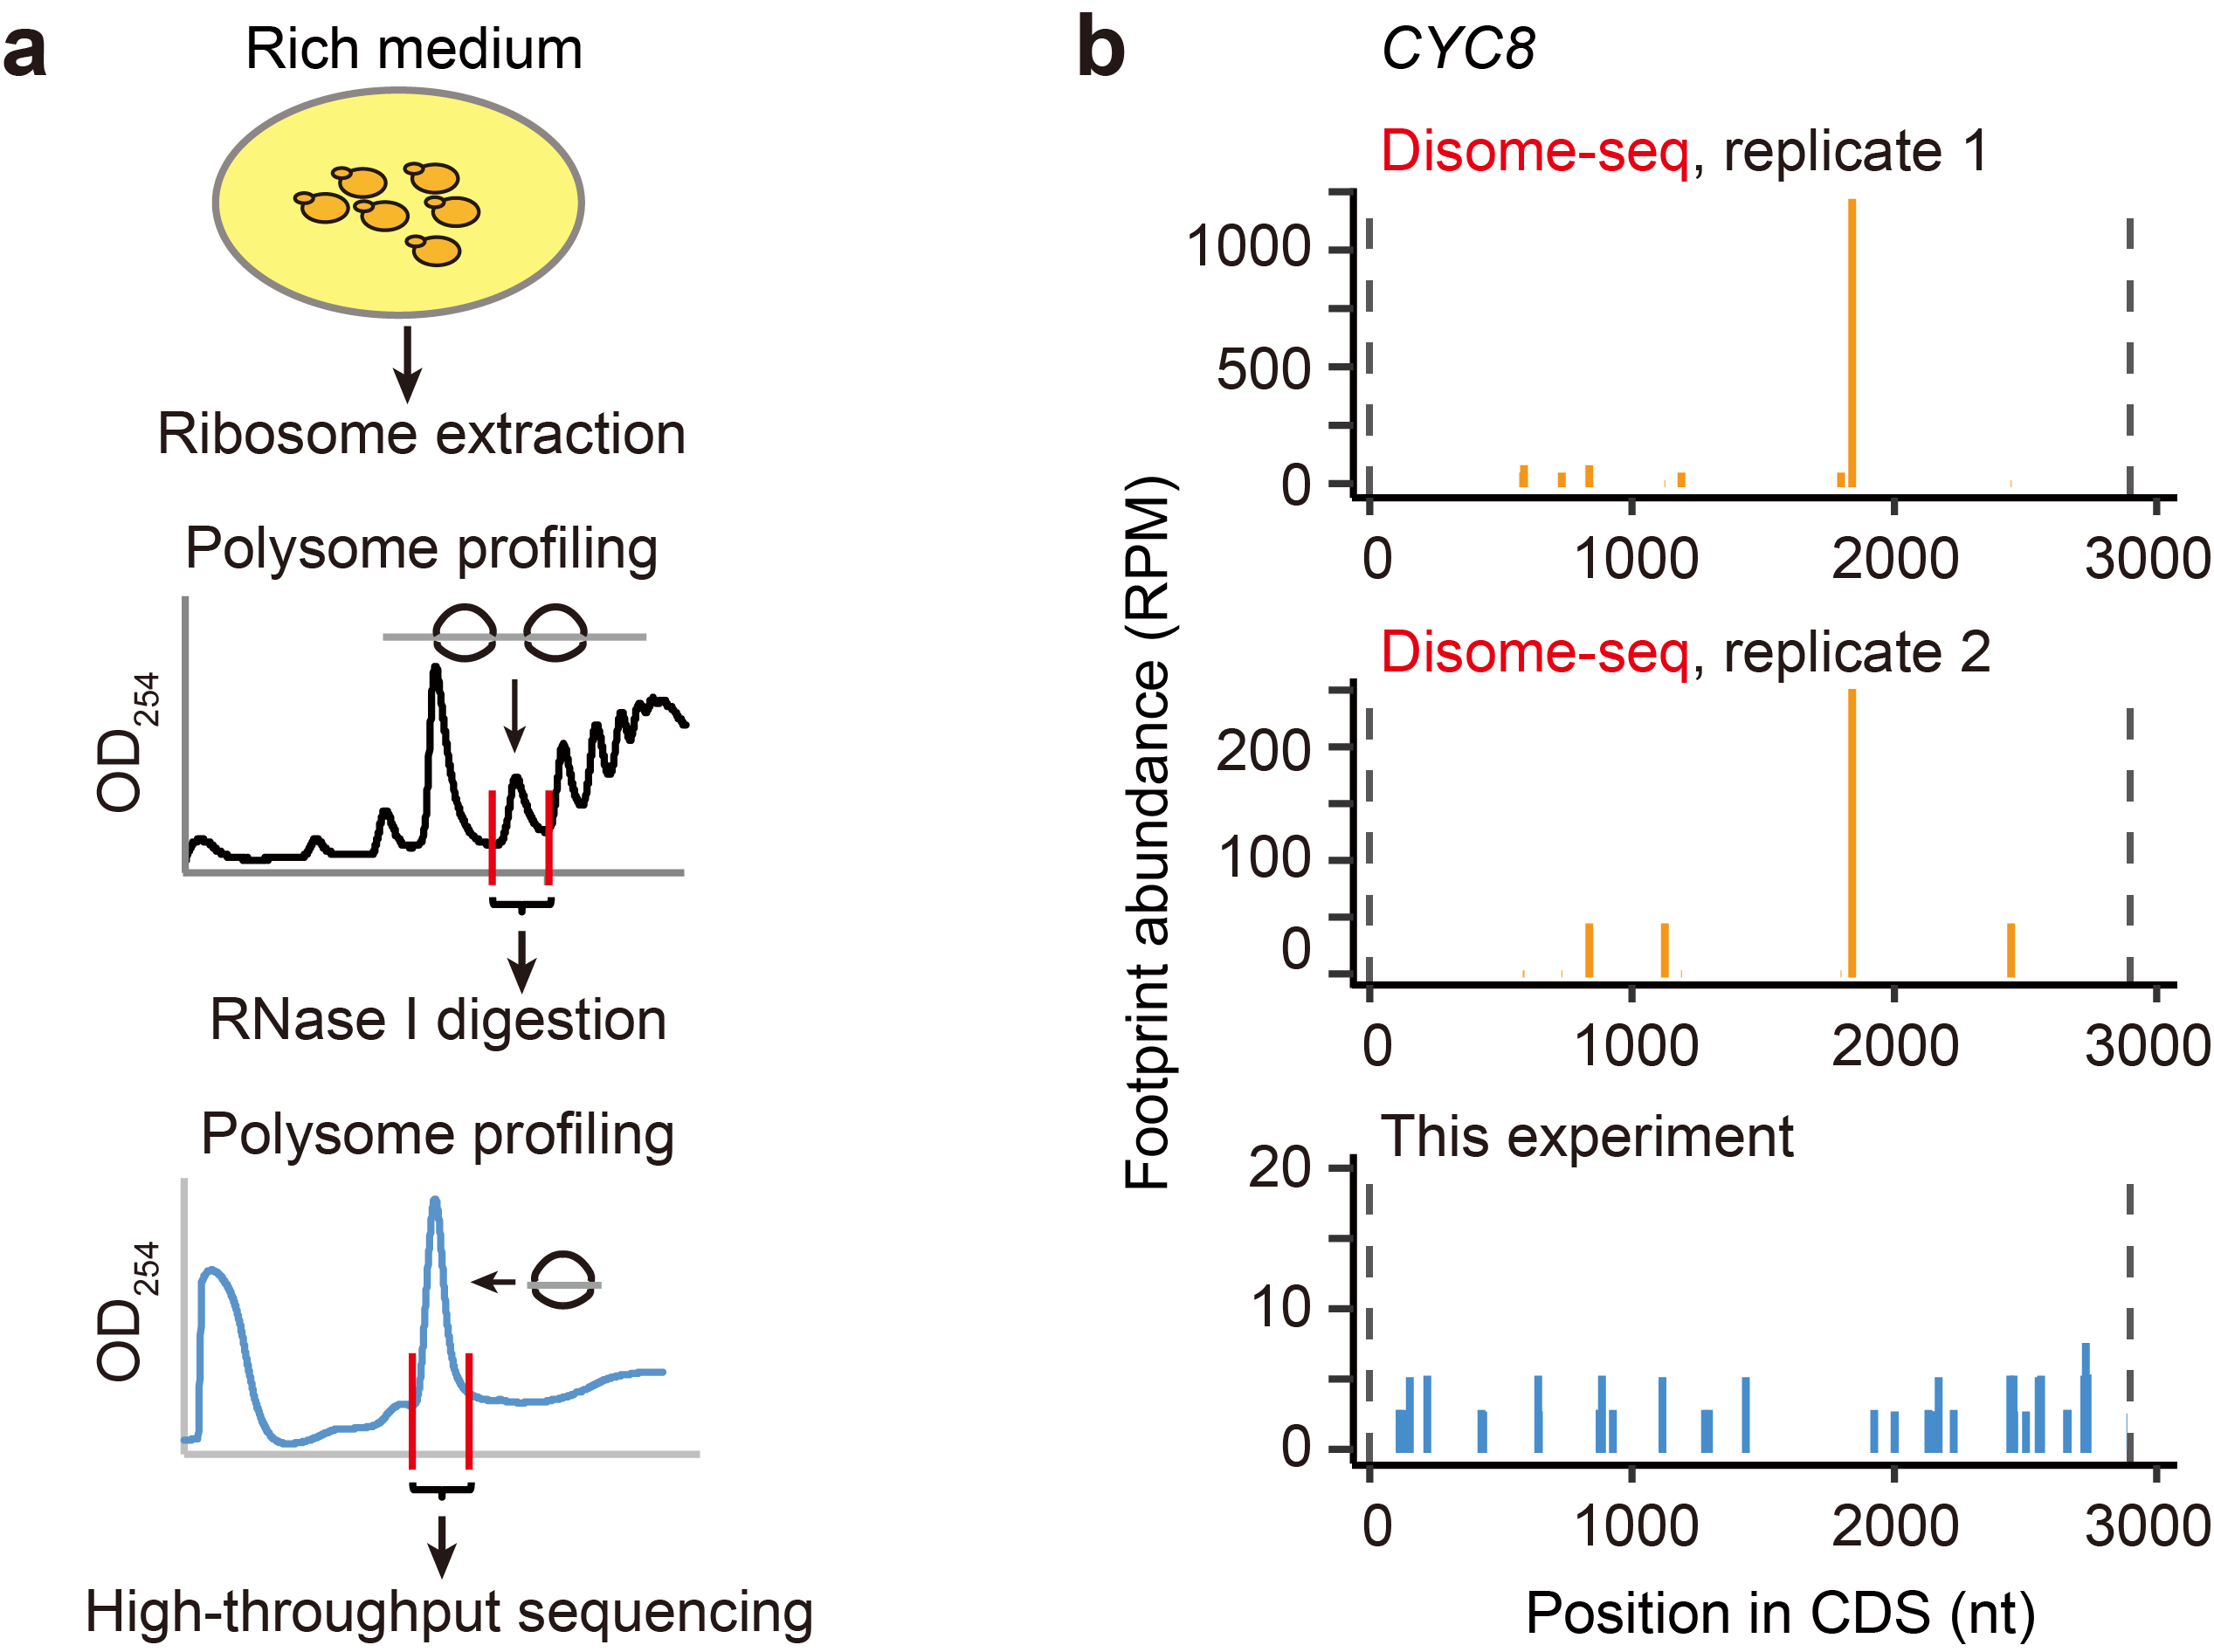

**Fig. S8. Ribosome footprints in the two-ribosome-containing transcripts.**

**a** The ribosome footprints in the transcripts bound by two ribosomes were sequenced.

**b** The ribosome collision that was repeatedly detected in disome-seq (orange) was not observed in this experiment (blue).

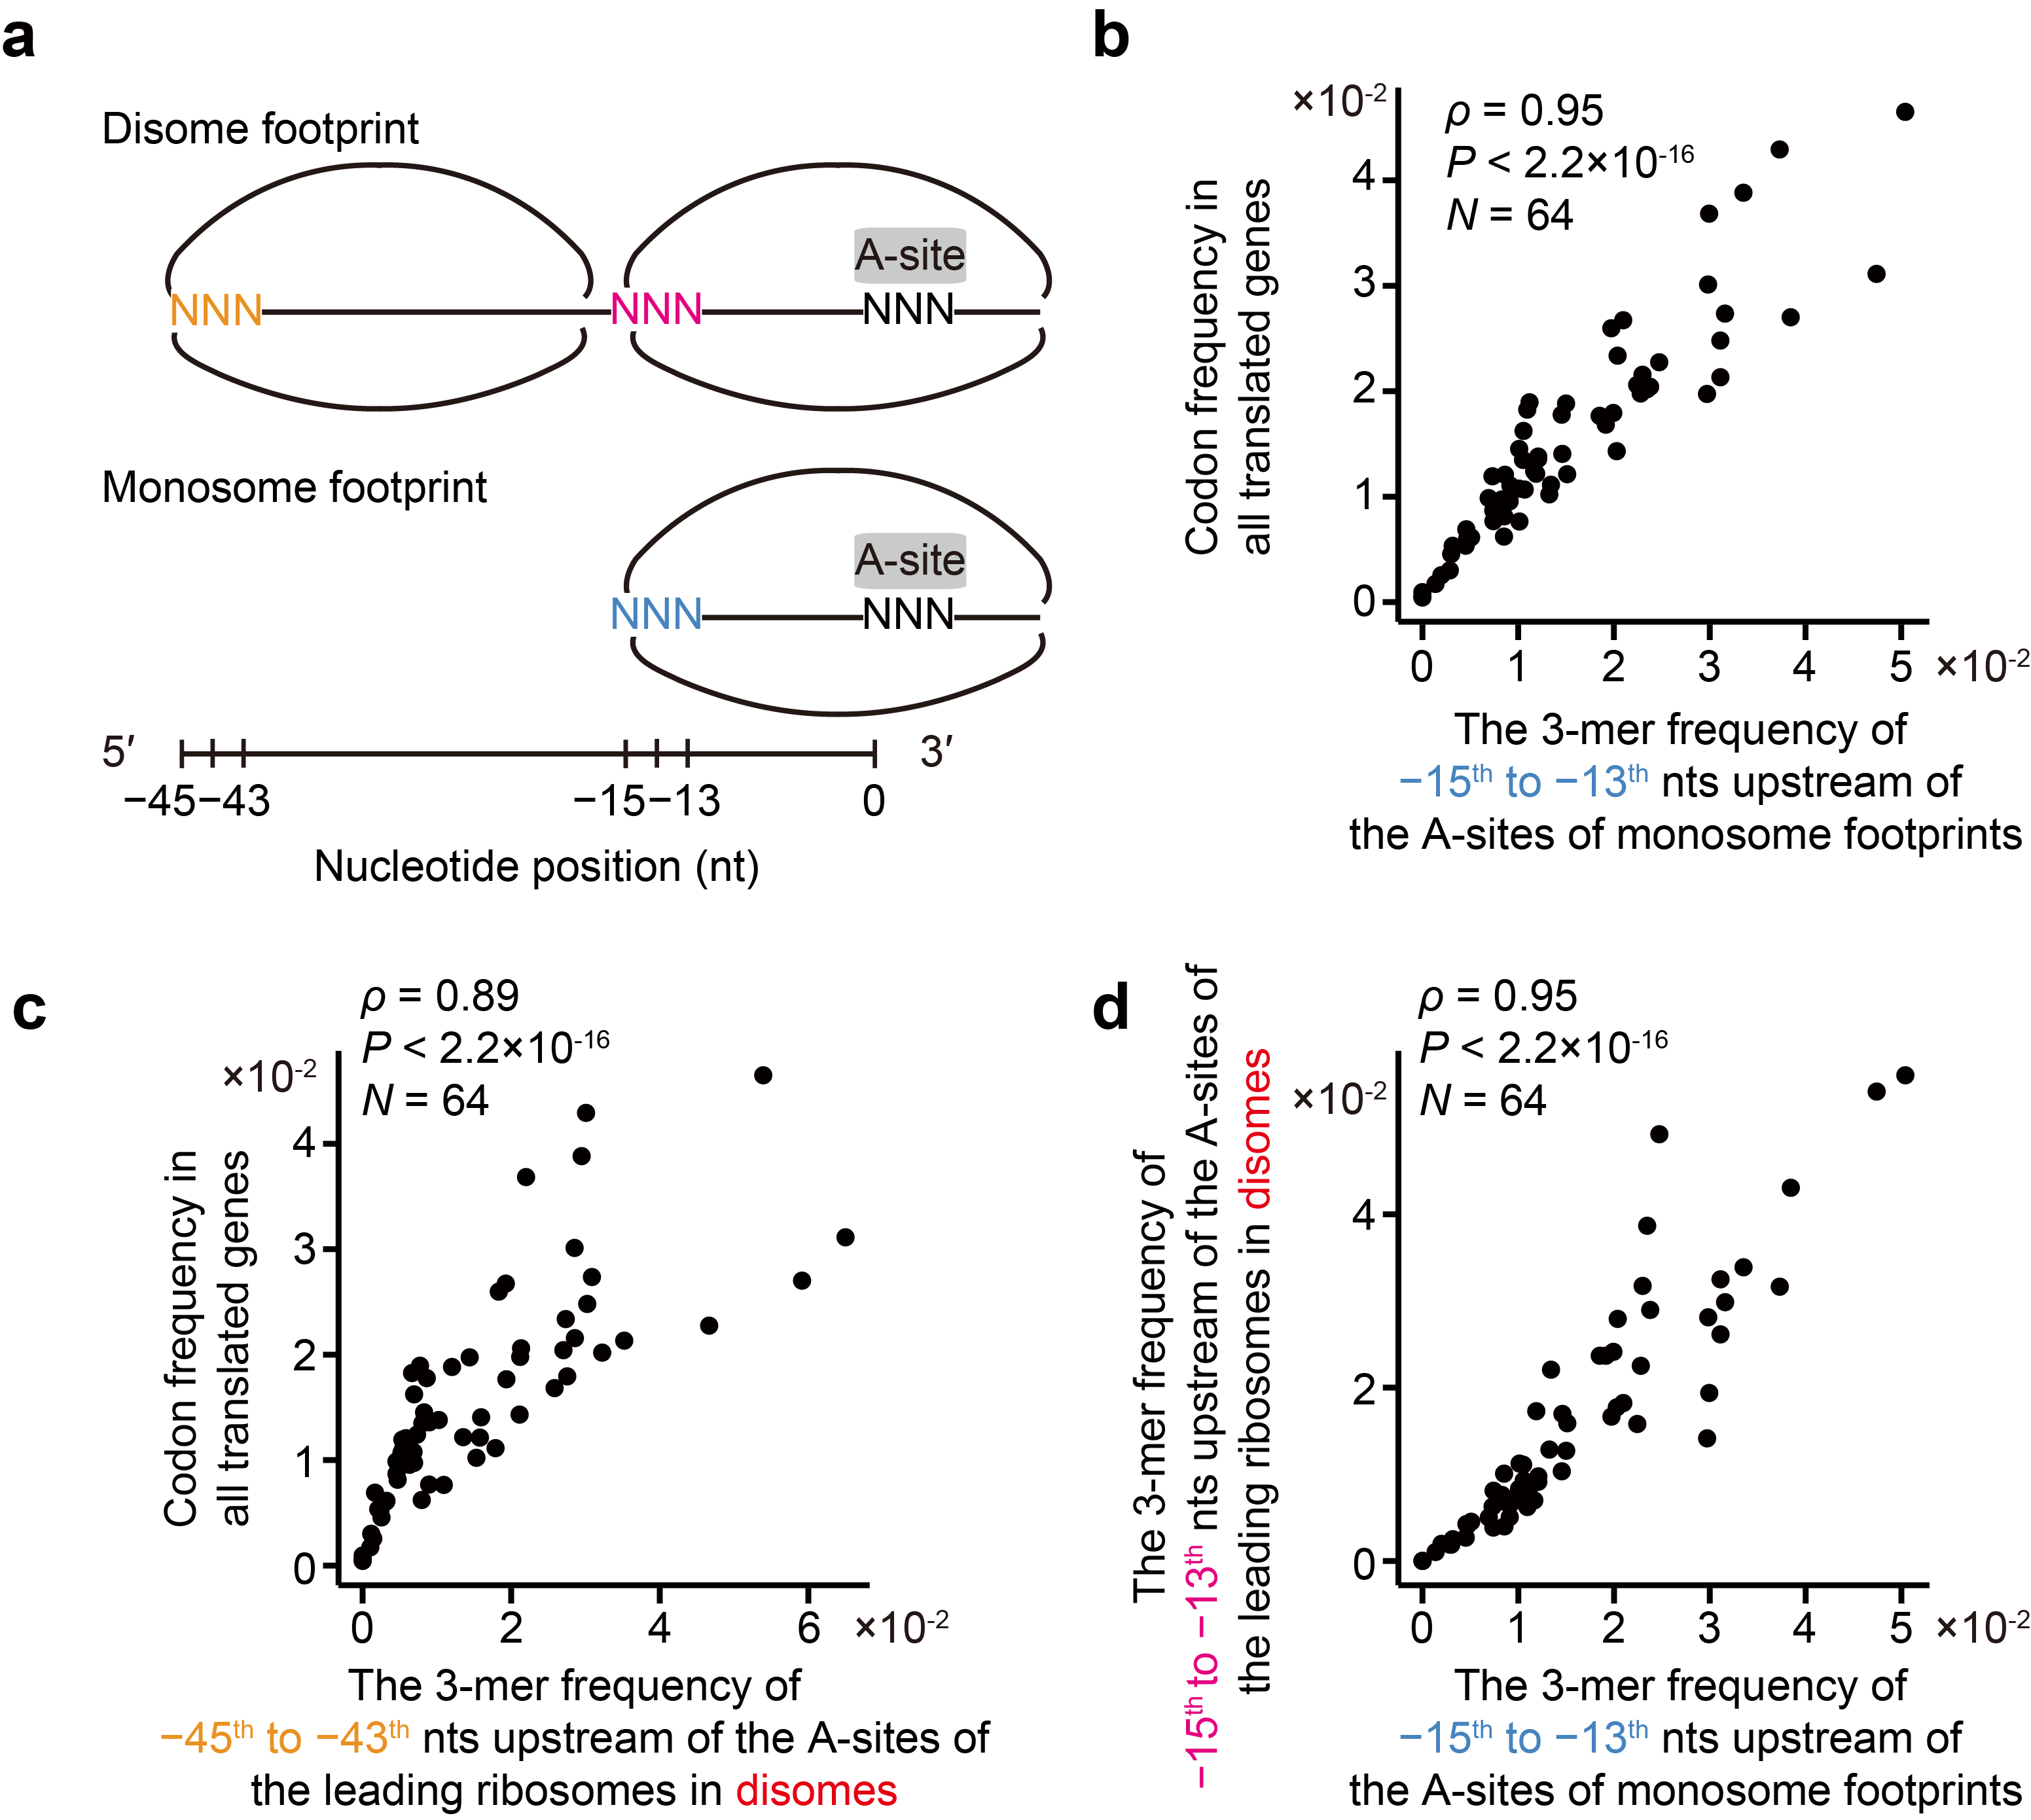

**Fig. S9. The detection of the 5′-ligation bias during the library preparation for monosome-seq and disome-seq.**

**a** The schematic of the nucleotide position of the 3-mers used in this figure.

**b** The correlation between the codon frequency in all translated genes and the 3-mer frequencies in the −15^th^ to −13^th^ nt region upstream of the A-sites of the monosome footprints. The codon frequency was used (instead of the 3-mer frequency in all three reading frames) because the −15^th^ to −13^th^ nt (as well as the −45^th^ to −43^th^ nt) region upstream of an A-site should be in frame.

**c** Similar to (**b**), but the −45^th^ to −43^th^ nt region upstream of the A-sites of the leading ribosomes detected in disome-seq.

**d** The correlation of the frequency of 3-mers in the −15^th^ to −13^th^ nt region upstream of the A-sites of the (leading) ribosomes detected in monosome-seq (or disome-seq).

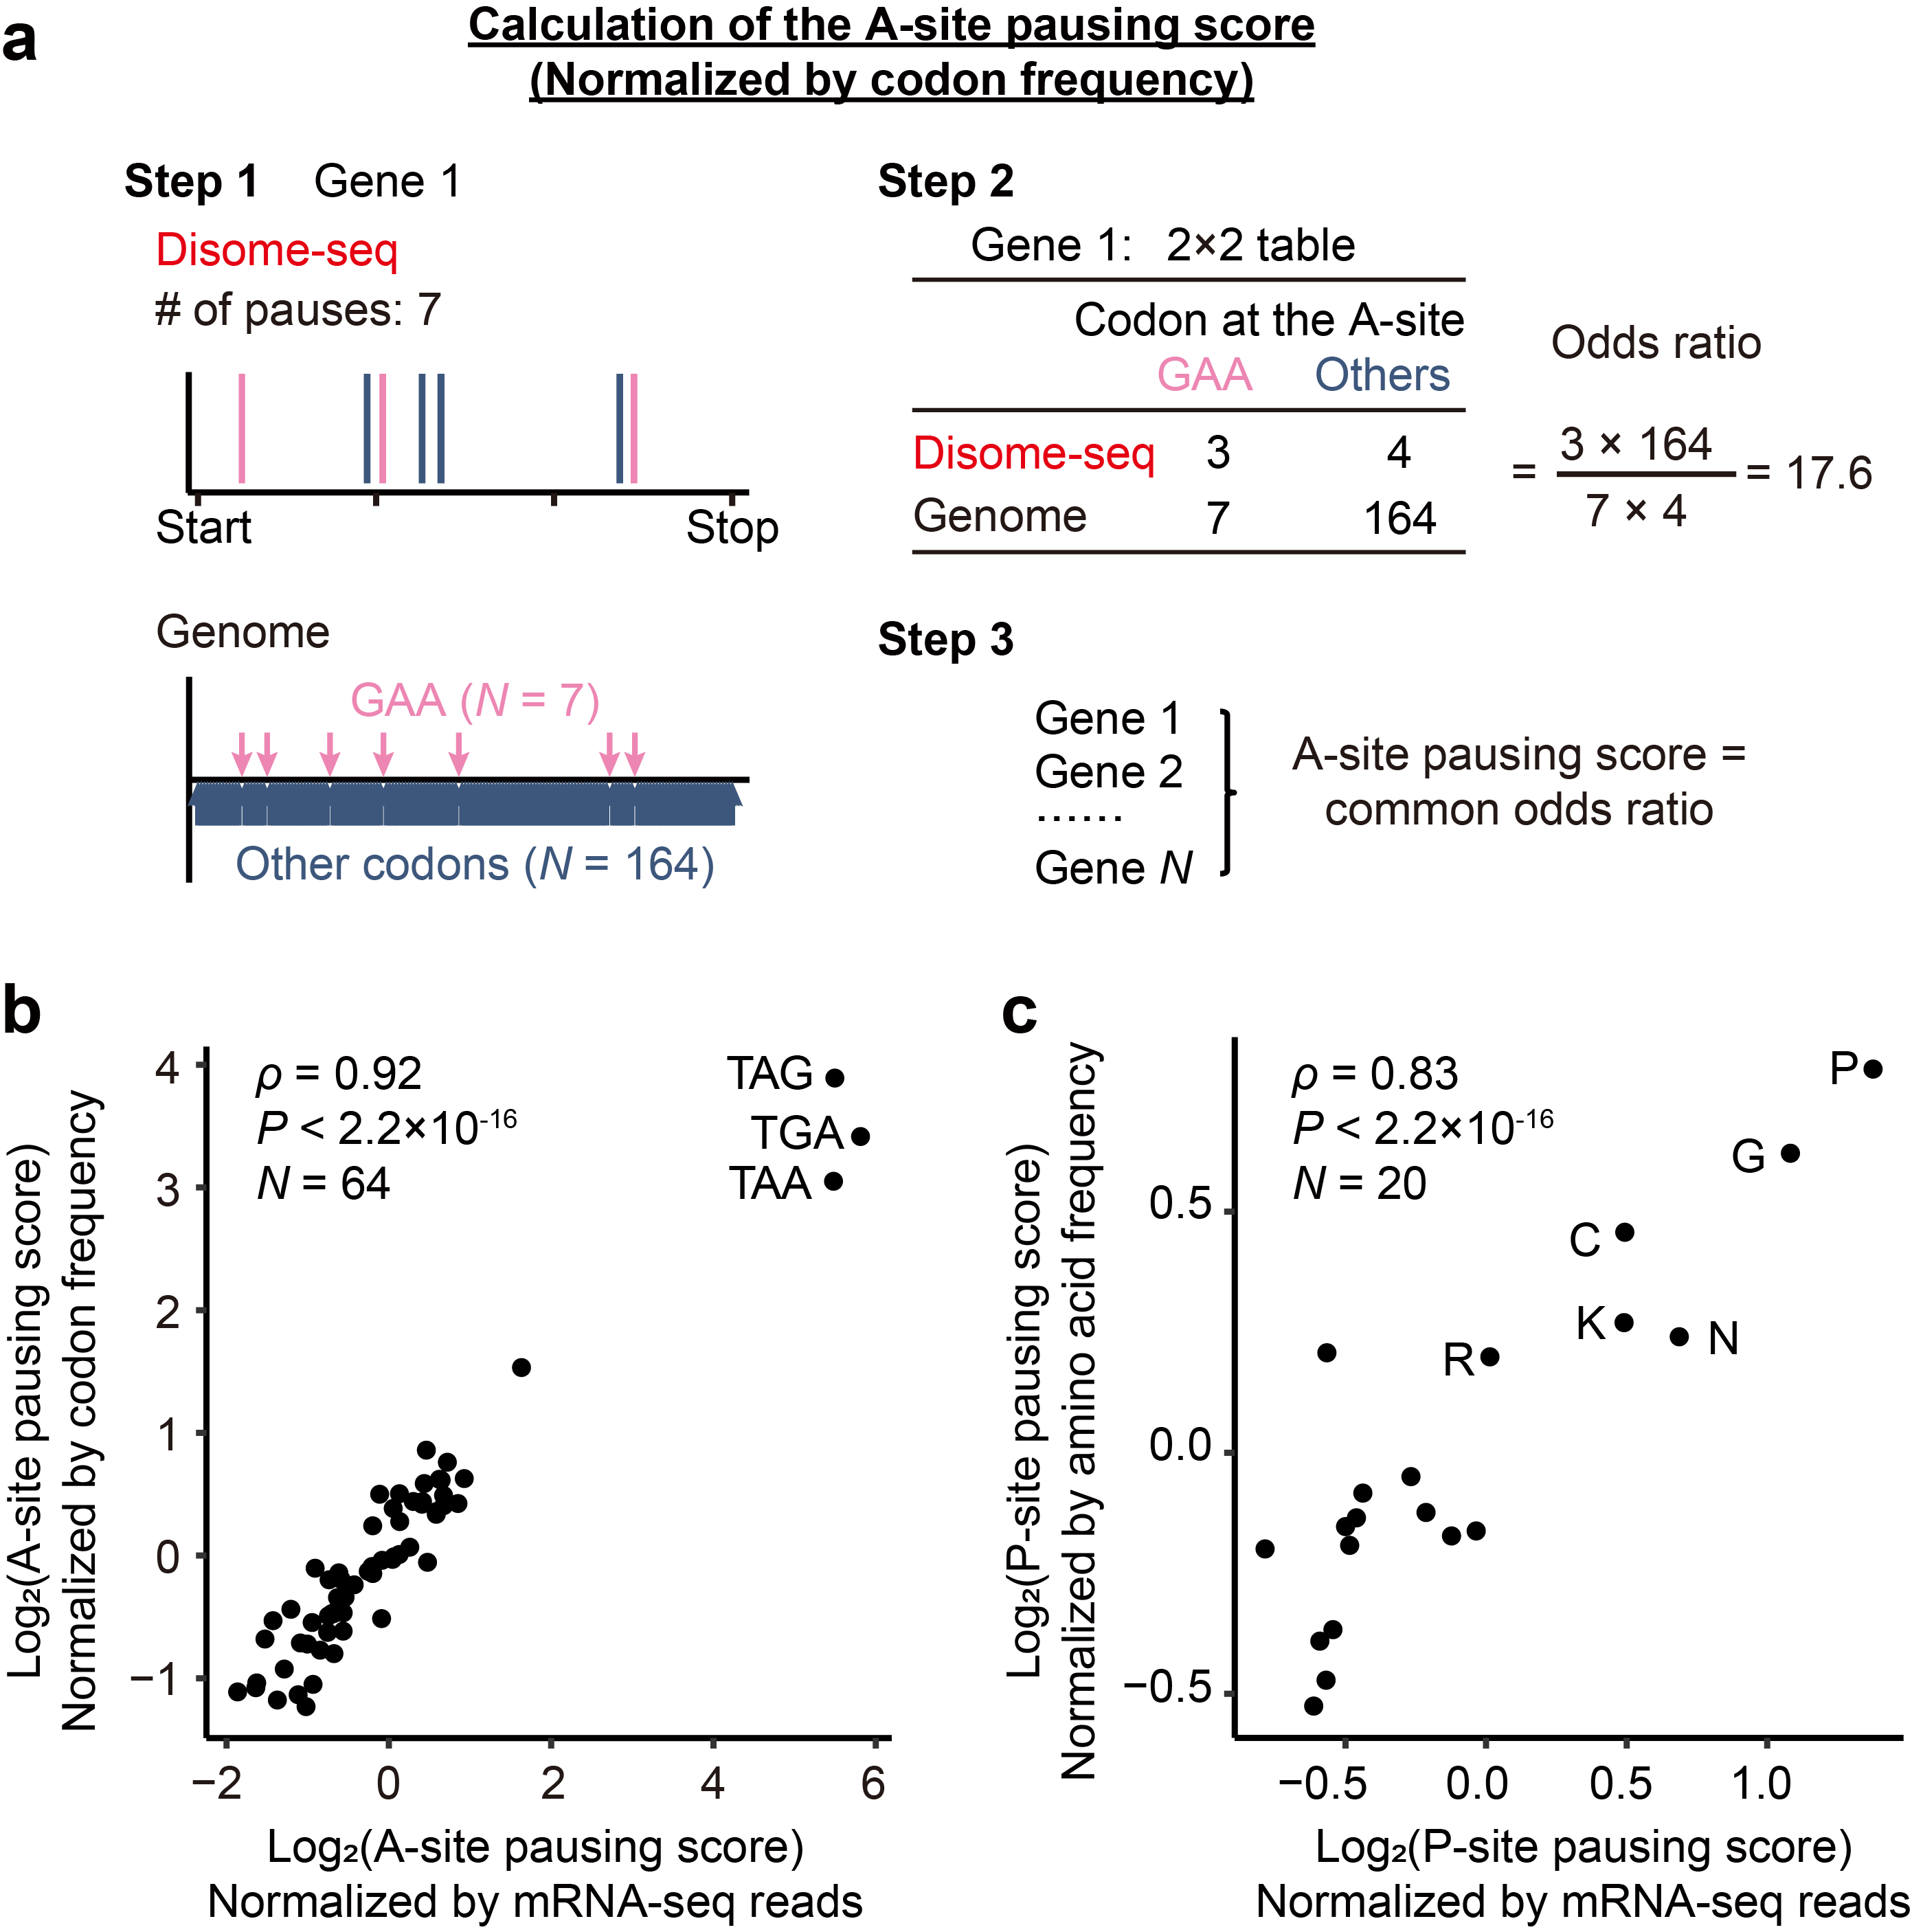

**Fig. S10. The pausing scores estimated using the codon/amino-acid frequency in the genome as the background.**

**a** Similar to **Fig. 3b**, the schematic shows the calculation of the A-site pausing score, but using codon frequencies in individual transcripts as the background. In alignment with the codon frequency information in the genomic sequence, only position information of disome footprints was used for this calculation (abundance information was omitted). Pink and blue arrows indicate the positions of GAA and the other codons, respectively.

**b** The scatter plot shows the A-site pausing scores for disome footprints using mRNA-seq reads or codon frequencies as the background.

**c** The scatter plot shows the P-site pausing scores for disome footprints using mRNA-seq reads or amino-acid frequencies as the background.

**Fig. S11. Additional cryo-EM structures of disomes.**

**a-c** Similar to **Fig. 6a, c, d**, but the disomes were collected with cycloheximide in the lysis buffer (CHX+). (**a**) A composite map of the cryo-EM structure of disomes. (**b**) The zoomed-in detail of the contact interface between the 40S subunits of the leading and trailing ribosomes. (**c**) The zoomed-in view of the 40S head-to-head contact site of disomes.

**d, e** Similar to **Fig. 6a, c**, but showing 13.7% of the total disome particles that the leading ribosome is in the non-rotated state harboring P/P (purple) and E/E tRNAs (red). The disomes were collected with cycloheximide omitted in the lysate (CHX−). (**d**) A composite map of the cryo-EM structure of disomes. (**e**) The zoomed-in detail of the contact interface between the 40S subunits of the leading and trailing ribosomes. Note that the non-rotated state of the leading ribosome does not necessarily mean that these disomes are the substrates for RQC. In our cryo-EM analyses, (27631/197367=) 14.0% monosomes obtained from yeast cells growing in the rich medium are in the non-rotated state, suggesting that the non-rotated leading ribosomes detected in disomes could merely be part of the regular work cycle of translation elongation. Furthermore, as indicated in (**e**), the contact interface between the 40S subunits of the leading and trailing ribosomes remains relatively flexible (compared to the di-ribosome), even if the leading ribosome is in the non-rotated state.

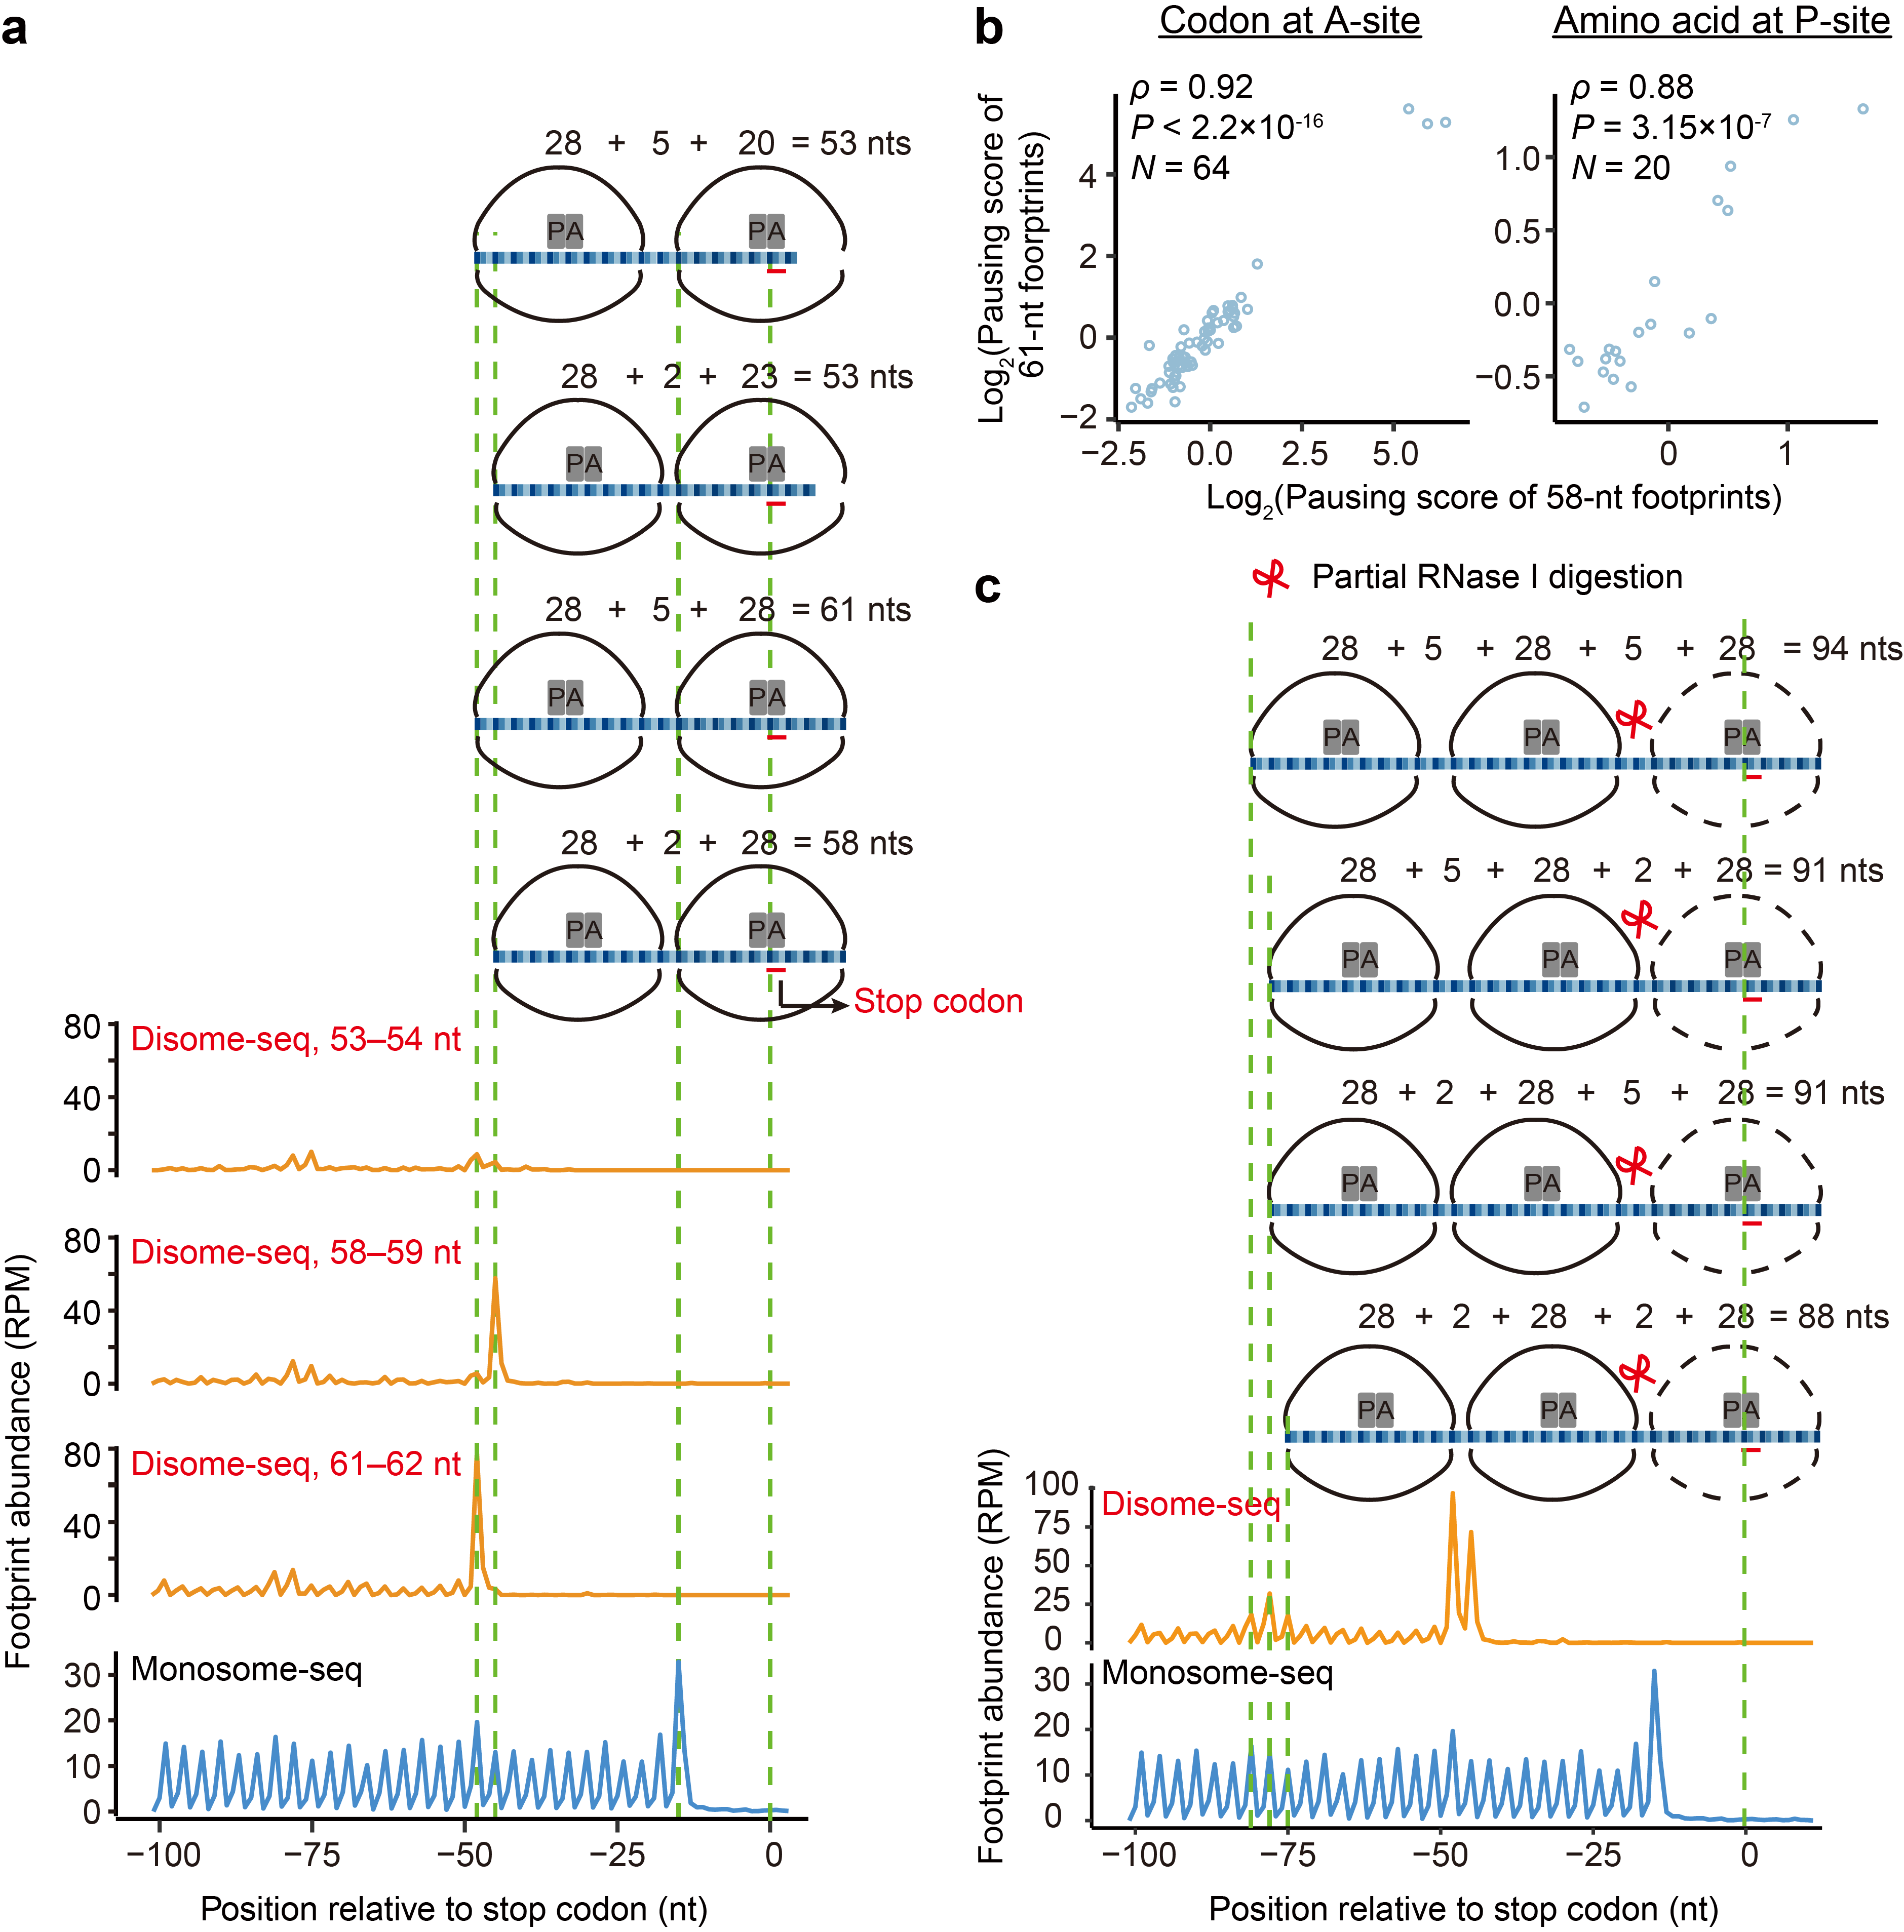

**Fig. S12. On the 61-nt disome footprints.**

**a** The aggregated abundance profile around the stop codon of the 5′-end of the monosome (blue) and disome footprints (orange). The footprint abundance at each nucleotide site was normalized by the total reads of the corresponding gene before aggregation. The presumed conformations of the 53-nt, the 58-nt, and the 61-nt disome footprints are shown. The 53-nt disome footprints are likely protected by a mix of 28+2+23 and 28+5+20 disomes, as indicated by the −45^th^ nt and −48^th^ nt peaks upstream of the stop codon. Since the 53-nt and the 58-nt disome footprints share the same 5′-end relative to the A-site of the leading ribosome in the 3-AT treated cells (**Fig. 1e** and **Additional file 1: Fig. S13b**), we focused on the 28+2+23 conformation in the rest of this study.

**b** The scatter plots show the A-site or the P-site pausing scores calculated from the 58–59 nt or the 61–62 nt disome footprints. The *P*-values were given by Spearman’s correlation.

**c** The conformations of trisomes, inferred from disome footprints around the stop codon. Disome footprints with the 5′-end ~75-nt upstream of the stop codon were generated likely through the partial RNase I digestion between the middle and the leading ribosome of a trisome.

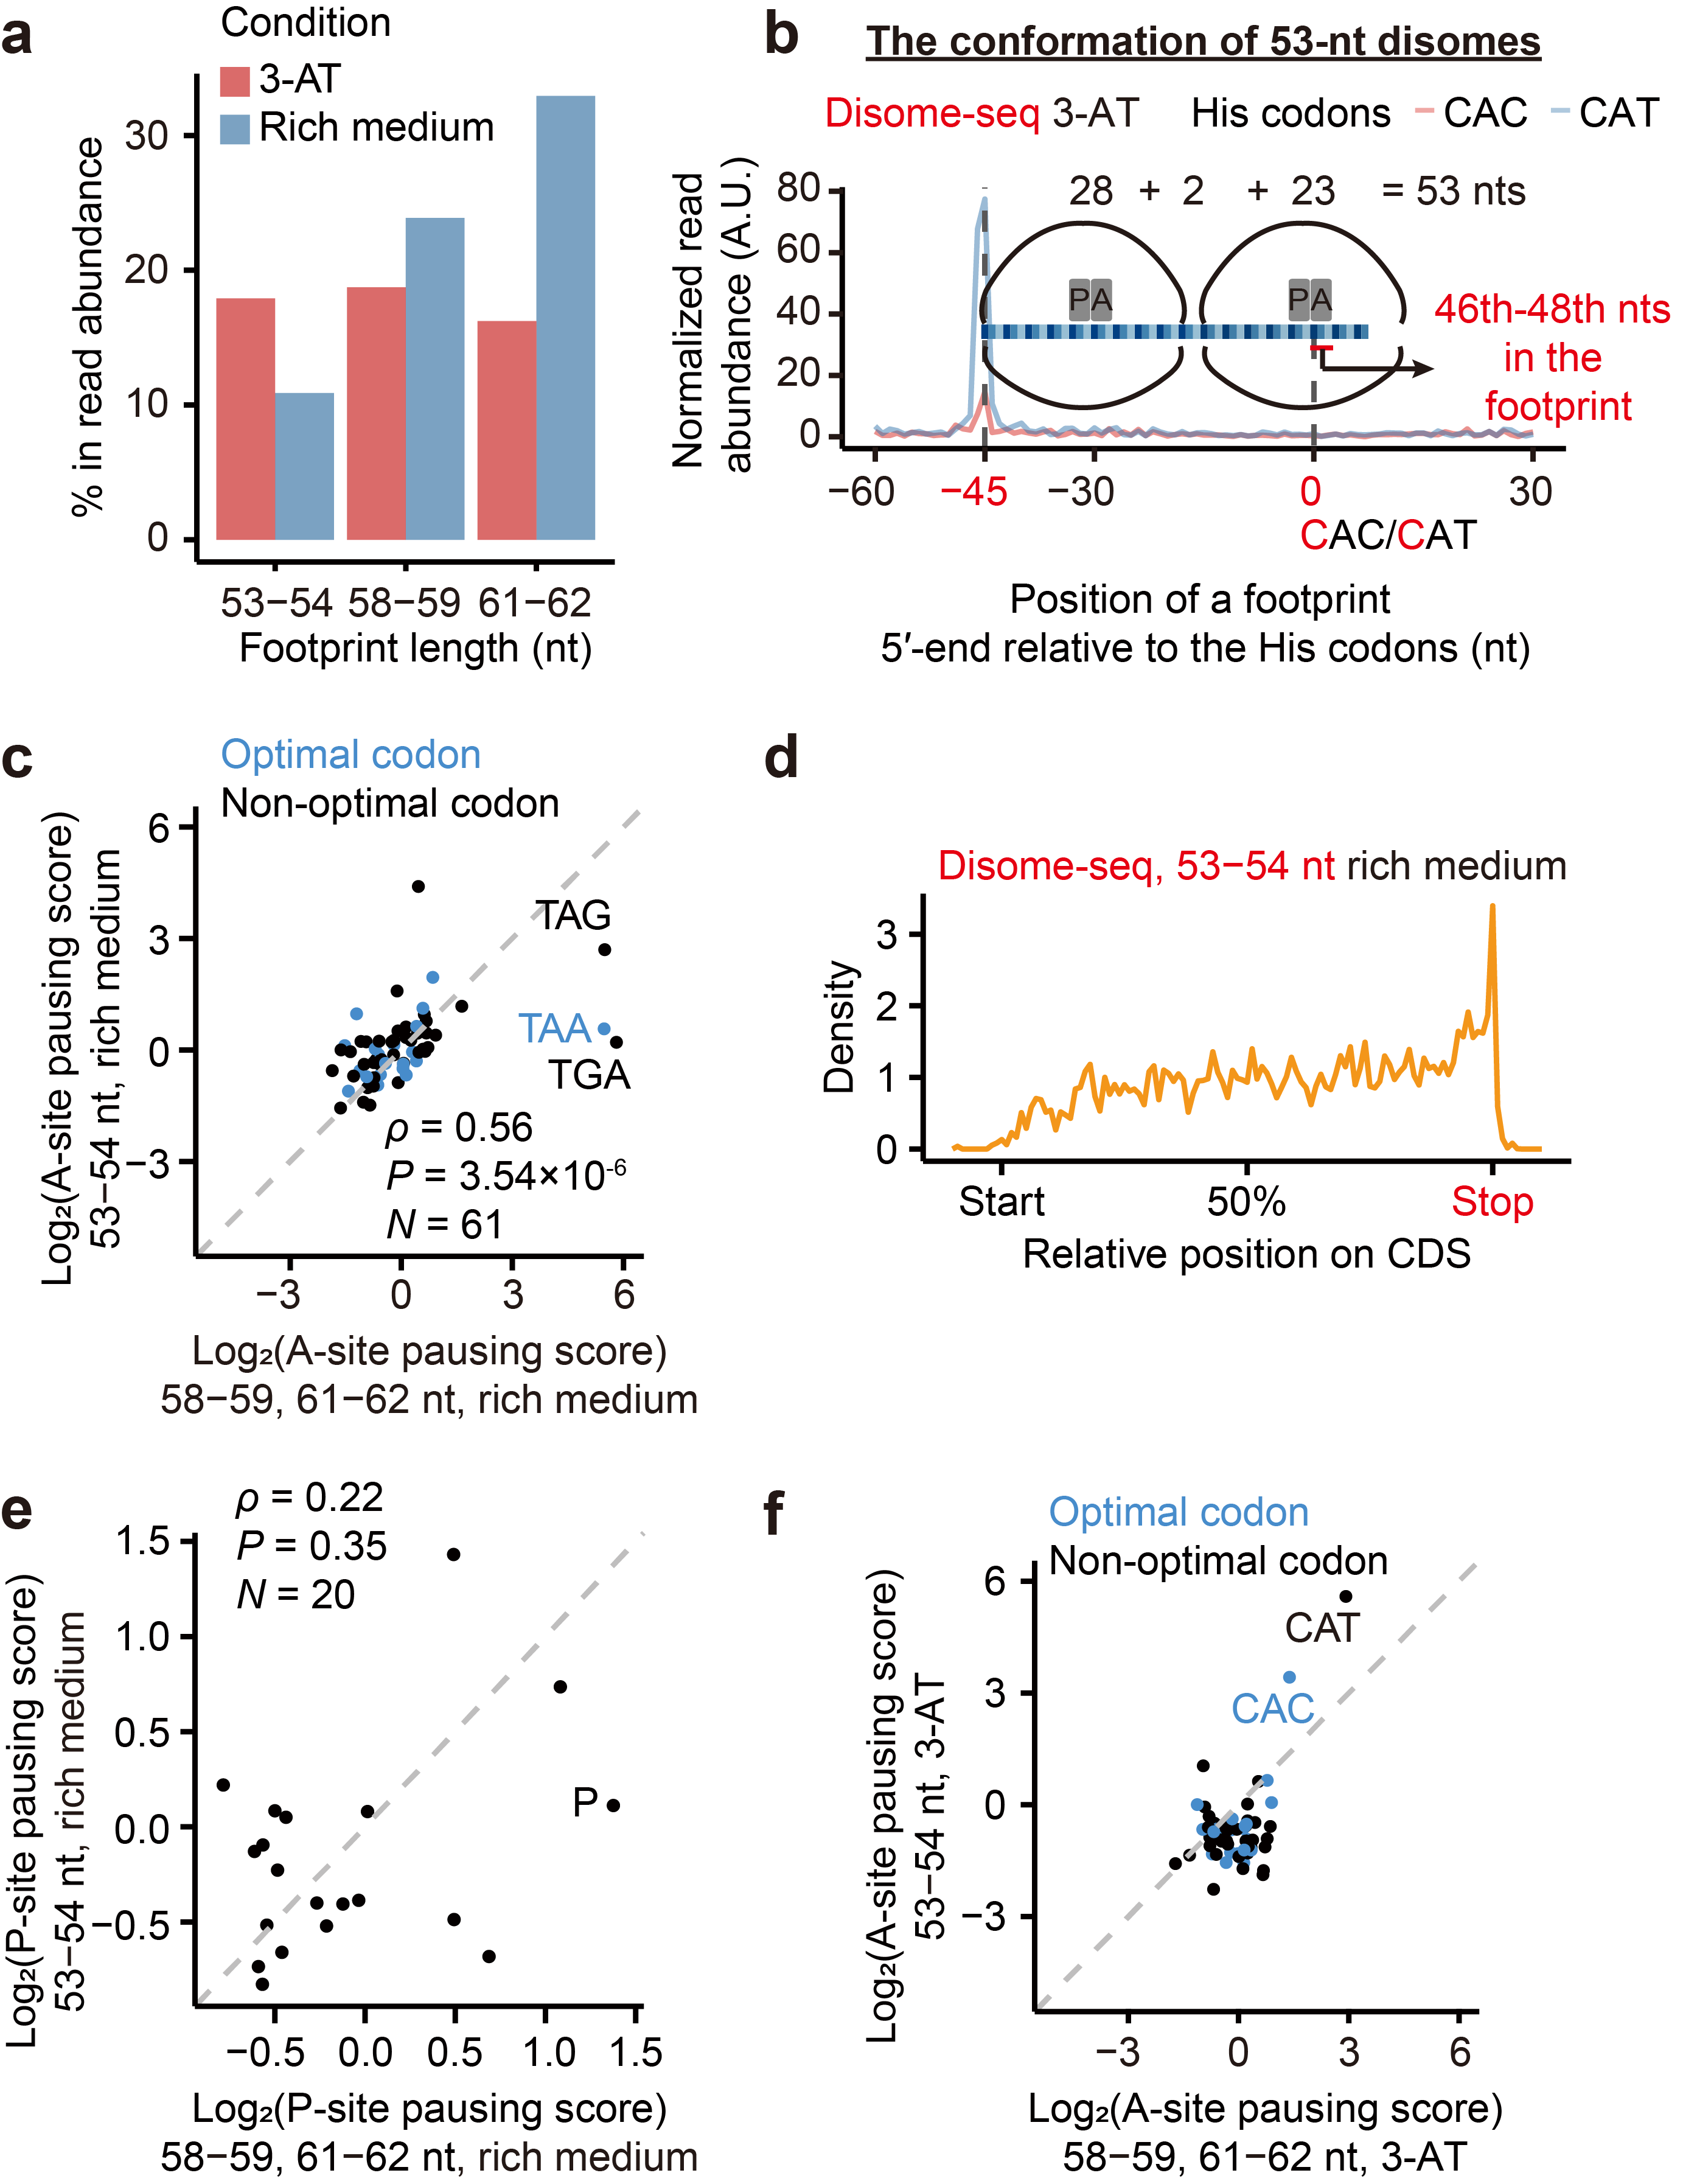

**Fig. S13. On the 53-nt disome footprints.**

**a** The percentage of disomes footprints with various lengths among all disomes footprints with the length ranging from 50 to 65 nts.

**b** Similar to **Fig. 1e**, the conformation of the 53-nt disome footprints was determined using disome footprints obtained from 3-AT treated yeast cells. The average footprint abundance of two replicates is shown.

**c** A scatter plot shows the A-site pausing scores estimated from the 58–59-nt/61–62-nt disome footprints and that from the 53 and 54-nt disome footprints, for cells growing in the rich medium. The dashed line shows *y* = *x*. The correlation for the 61 codons encoding amino acids was given by Spearman’s correlation.

**d** An aggregated profile of the 53 and 54-nt disome footprints density over 1876 genes, normalized against the CDS length, is shown.

**e** Similar to (**c**), showing the P-site pausing scores for the 20 amino acids. P, proline.

**f** Similar to (**c**), showing the results for 3-AT treated cells.

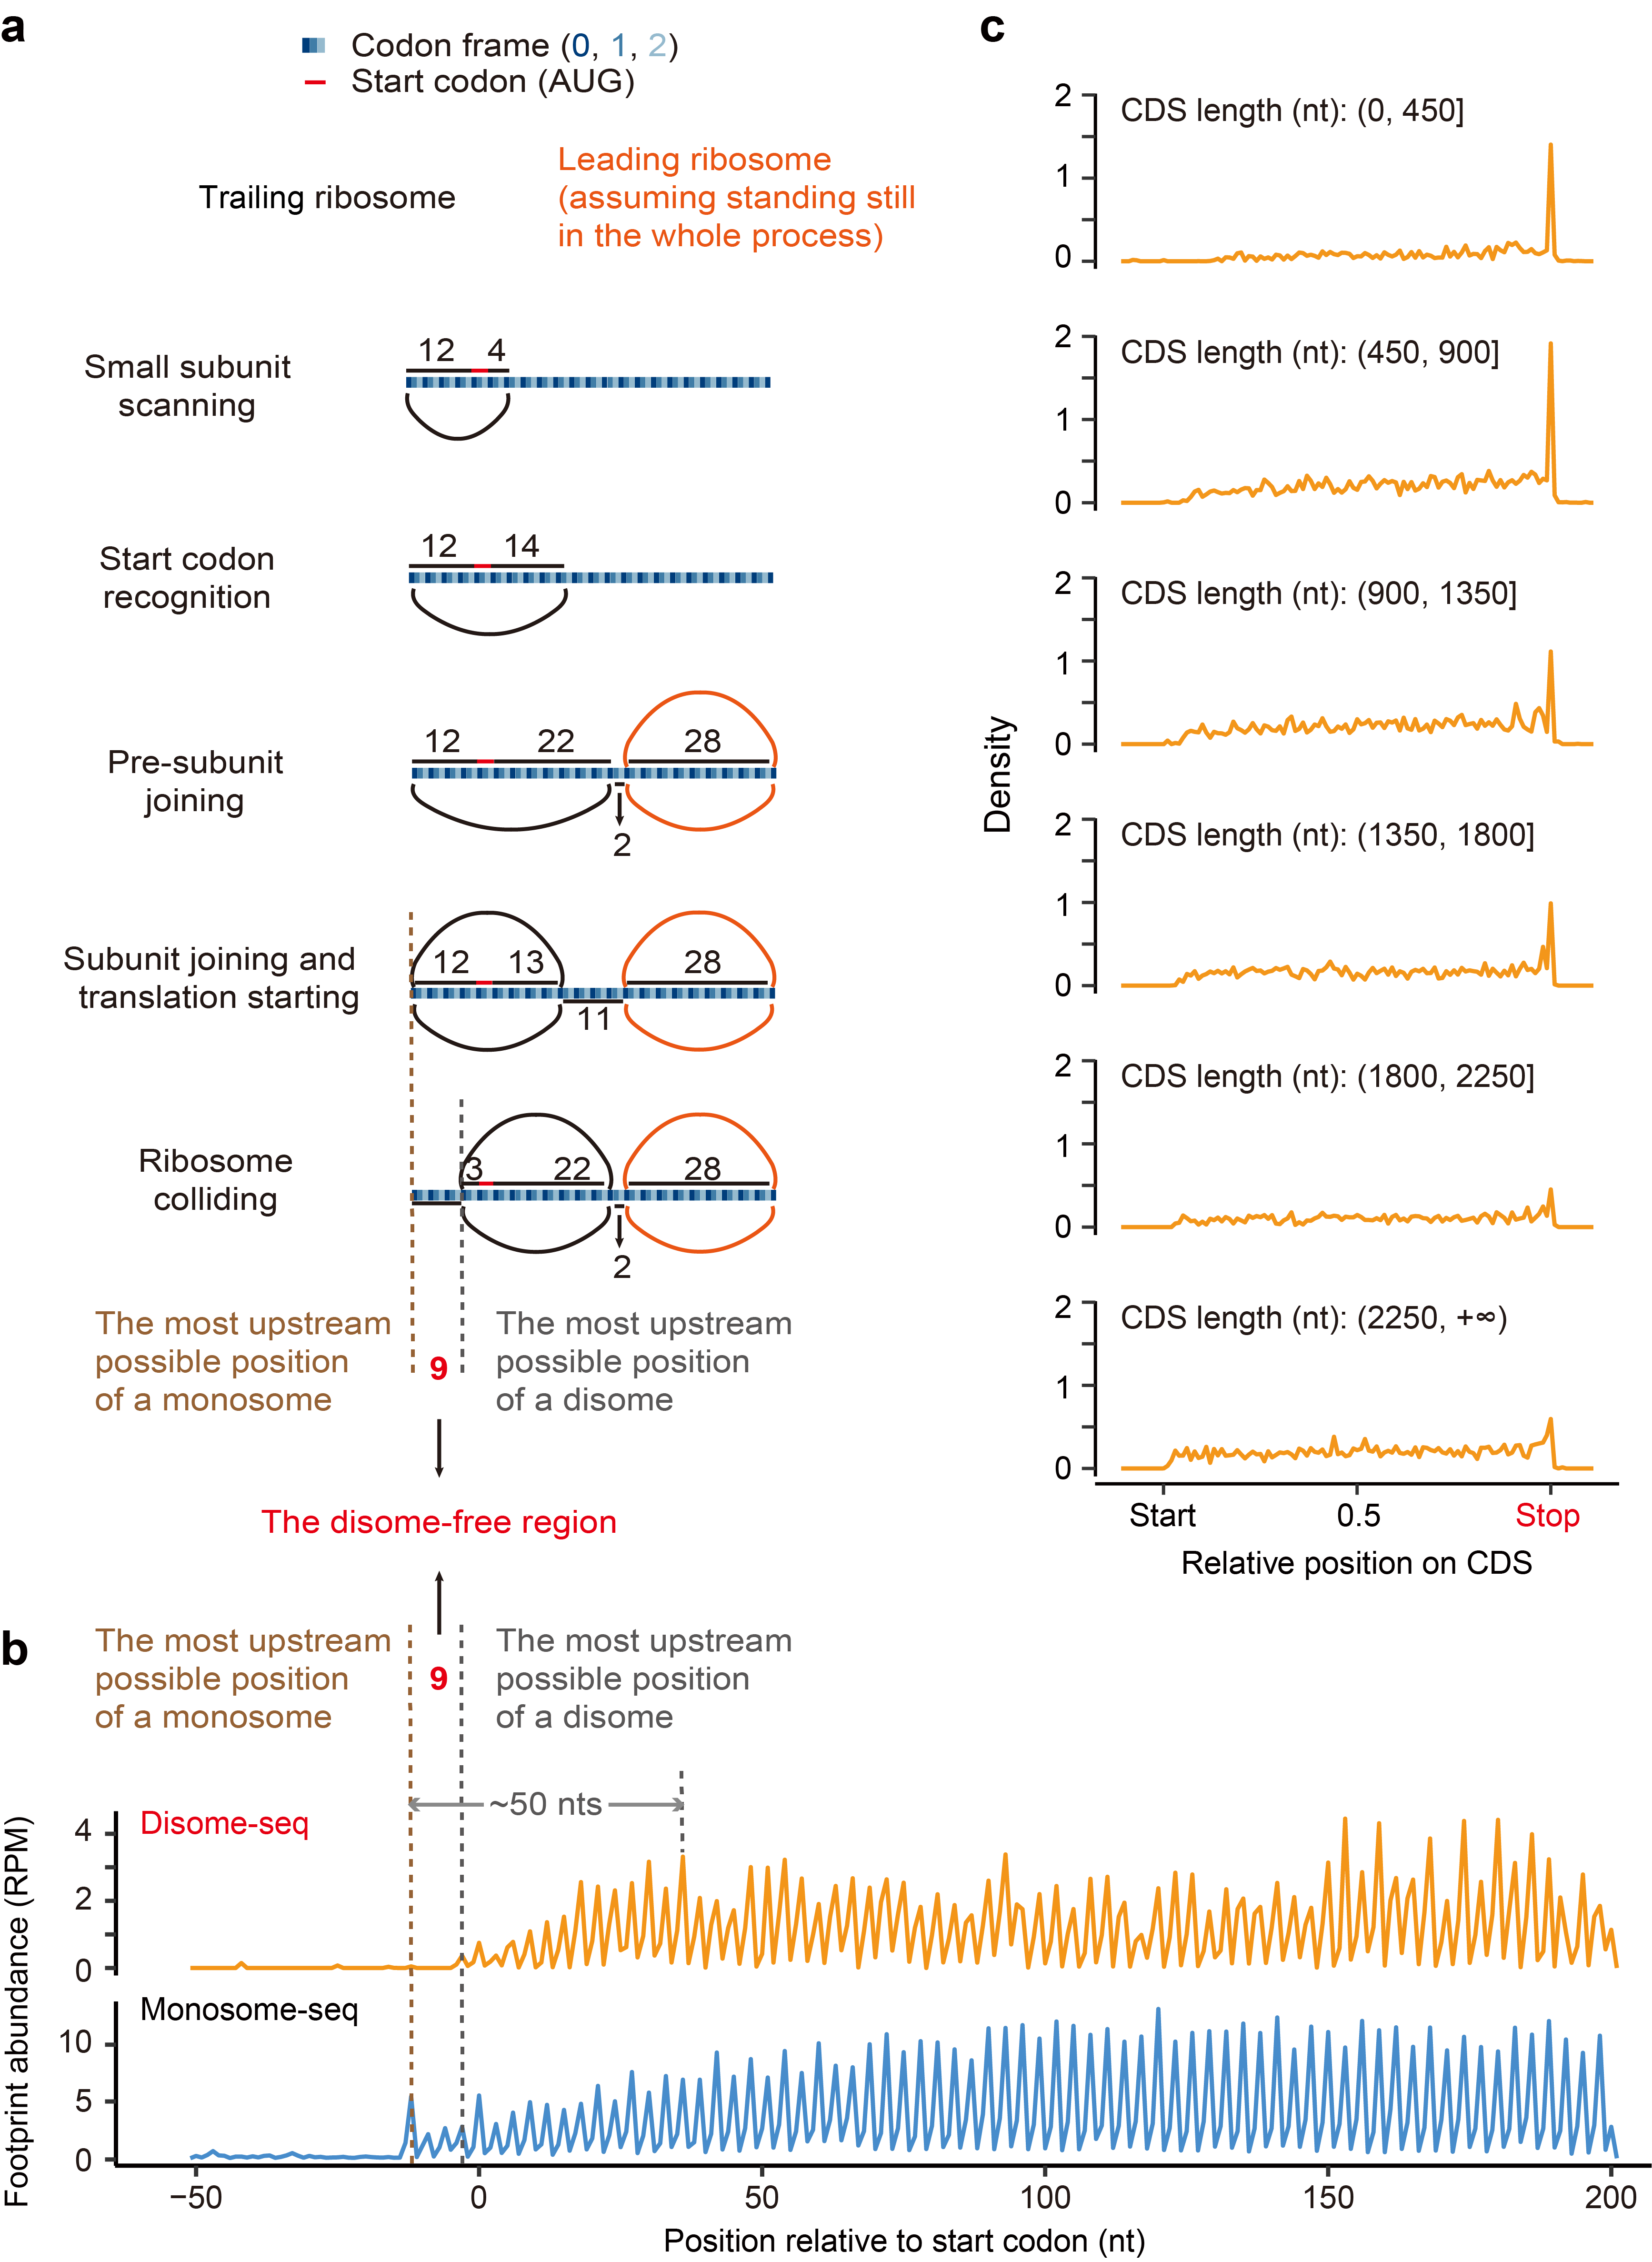

**Fig. S14. The “inverse ramp” of disome footprints on the CDS.**

**a** The “theoretical” most upstream position of a disome. A 9-nt disome-free region is predicted based on the reported conformational change of the 40S ribosomal small subunit during subunit joining (Archer *et al*., 2016).

**b** The 9-nt disome-free region is detected in the empirical data. The aggregated abundance profiles (aligned by the start codon) show the distribution of the 5′-end of monosome (blue) and disome footprints (orange). The footprint abundance at a site was normalized by the total footprints of the corresponding gene before aggregation.

**c** Aggregated profiles of disome footprint densities, normalized against the CDS length. Genes are sorted into six groups according to the CDS length.

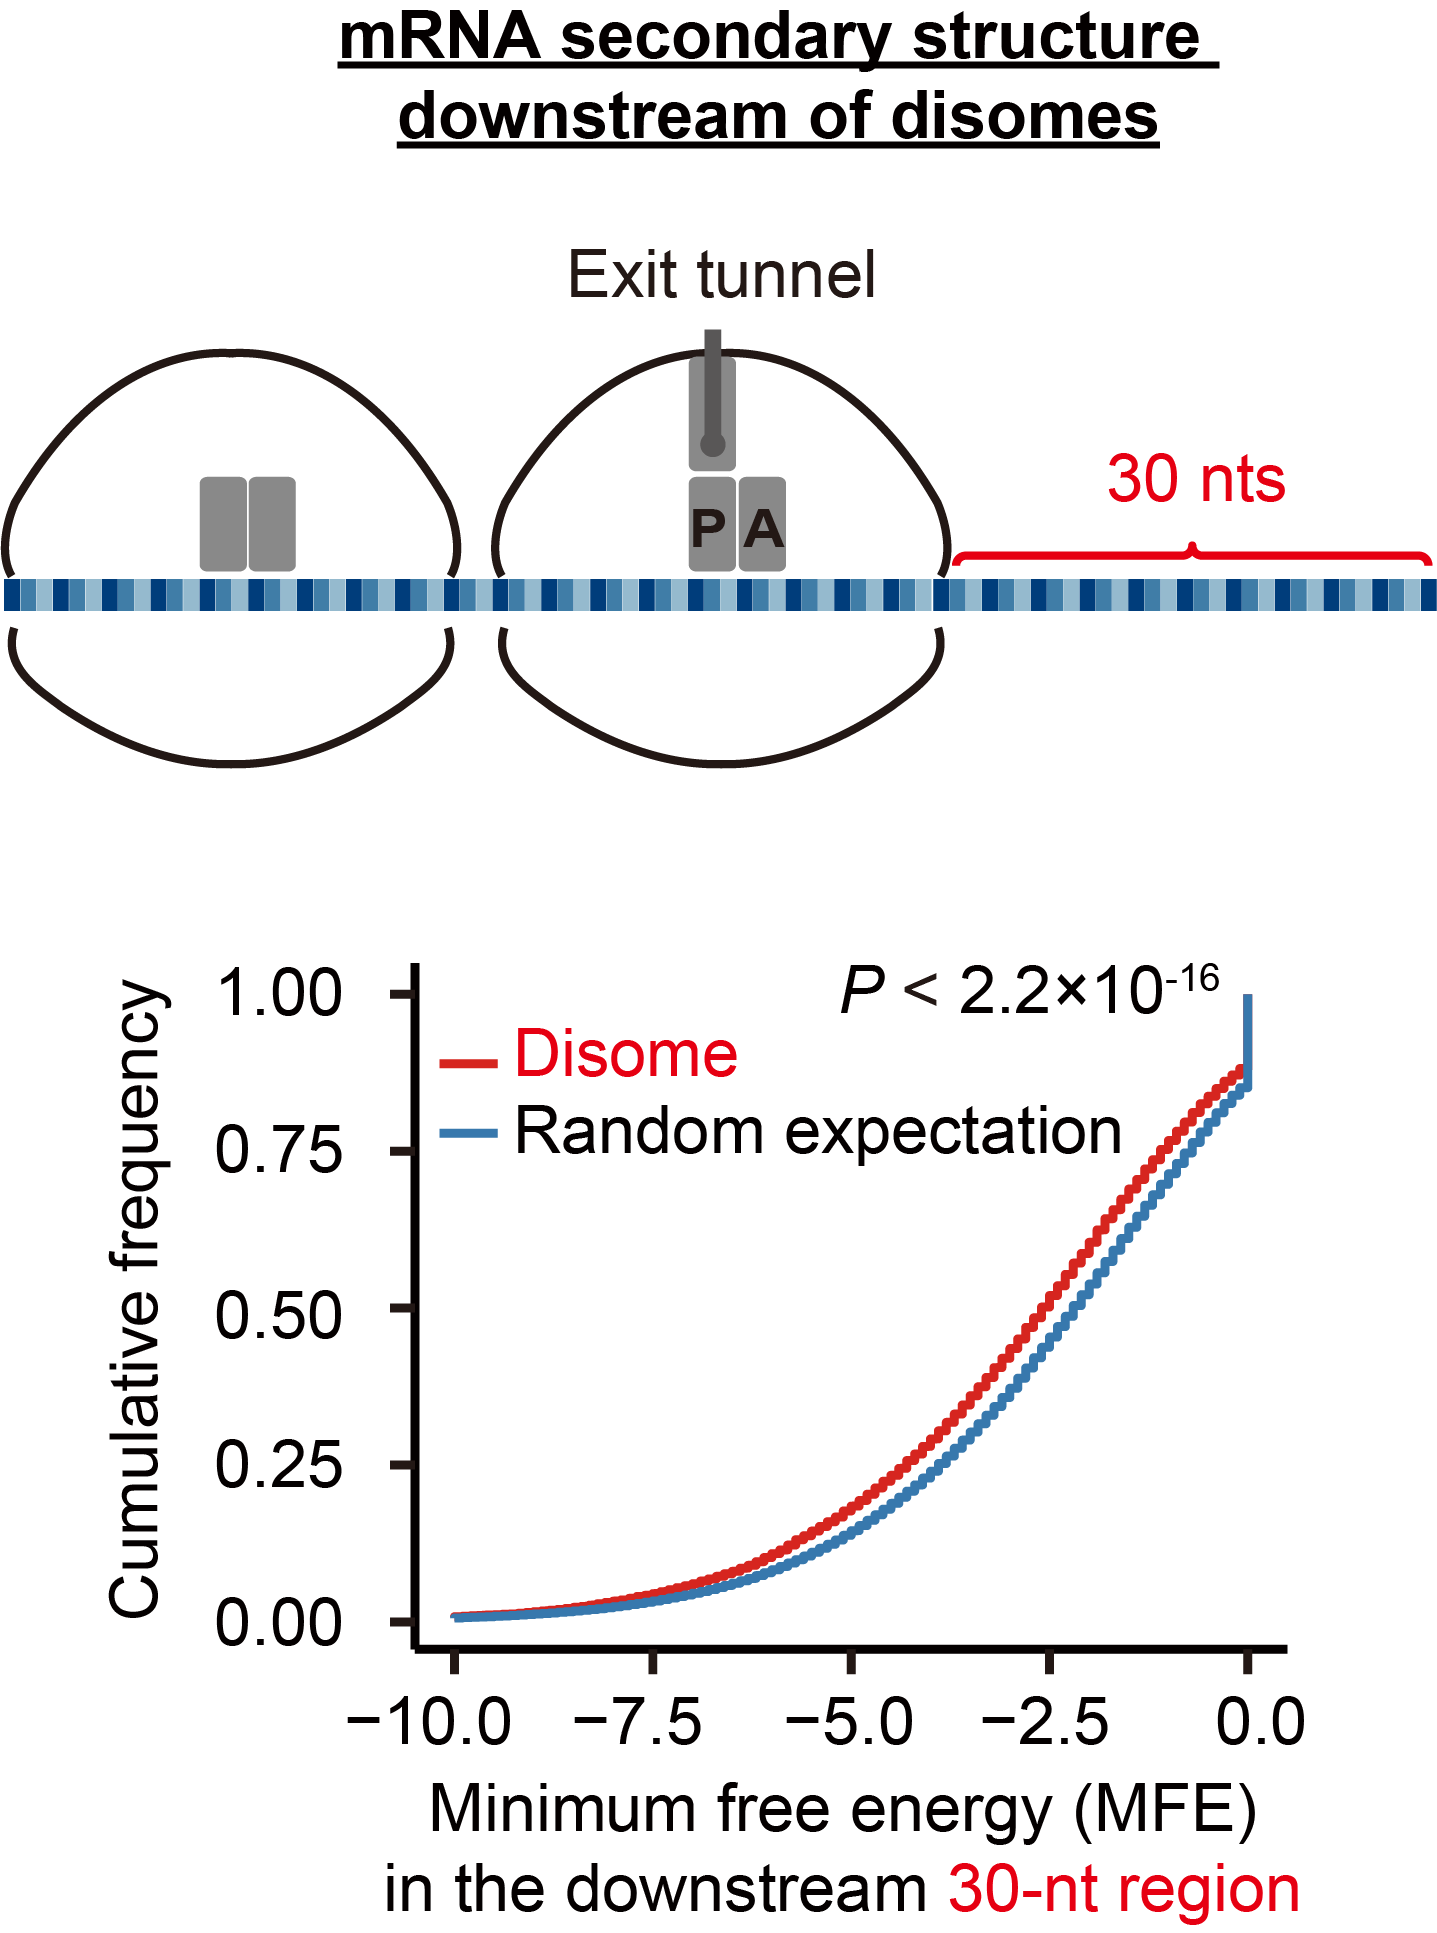

**Fig. S15. The mRNA secondary structure downstream of disome footprints.**

The red line shows the cumulative curve of the minimum free energy (MFE) of the 30-nt mRNA fragments downstream of disome footprints (red line). Random 30-nt mRNA fragments on the corresponding genes were used as the background (blue line). *P*-value was given by the Kolmogorov-Smirnov test.

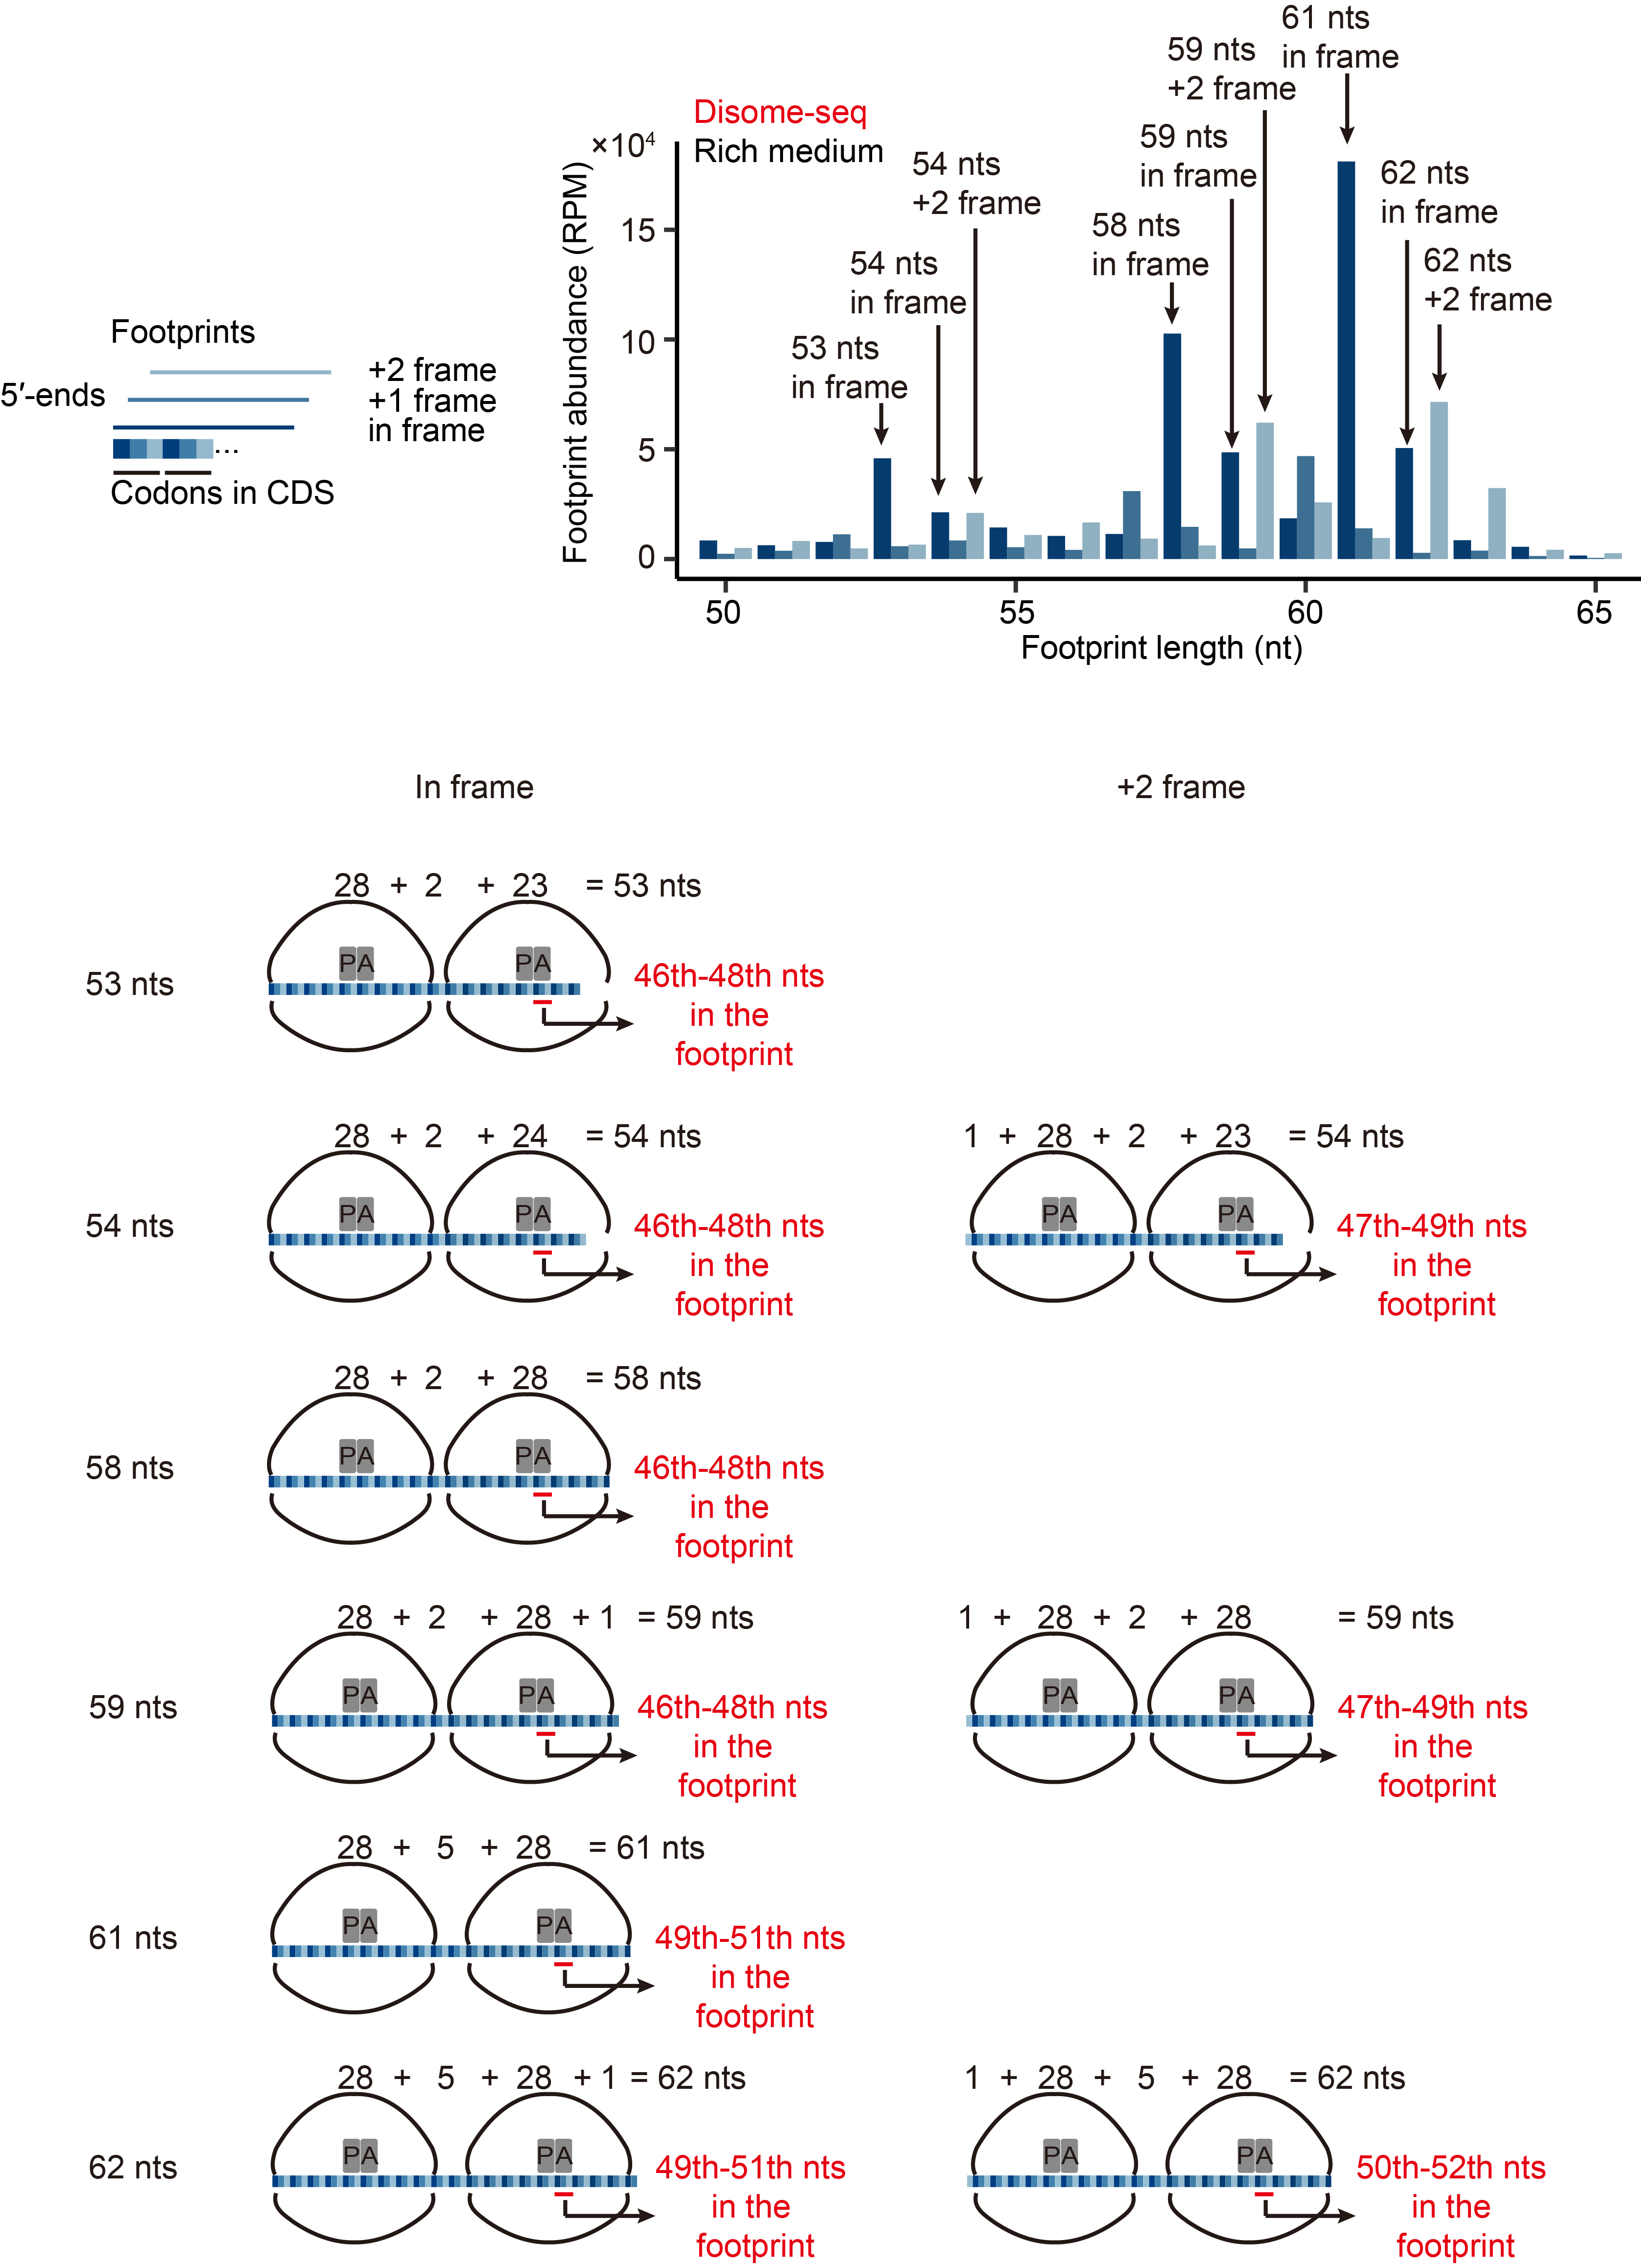

**Fig. S16. The presumed conformation** **and the putative A-site for disome footprints of various lengths**

The bar plot shows the length and reading frame (according to the 5′-end) distribution of the disome footprints obtained from yeast cells growing in the rich medium (combined from two biological replicates). The presumed conformation and the putative A-site are shown at the bottom for the disome footprints indicated in the bar plot.

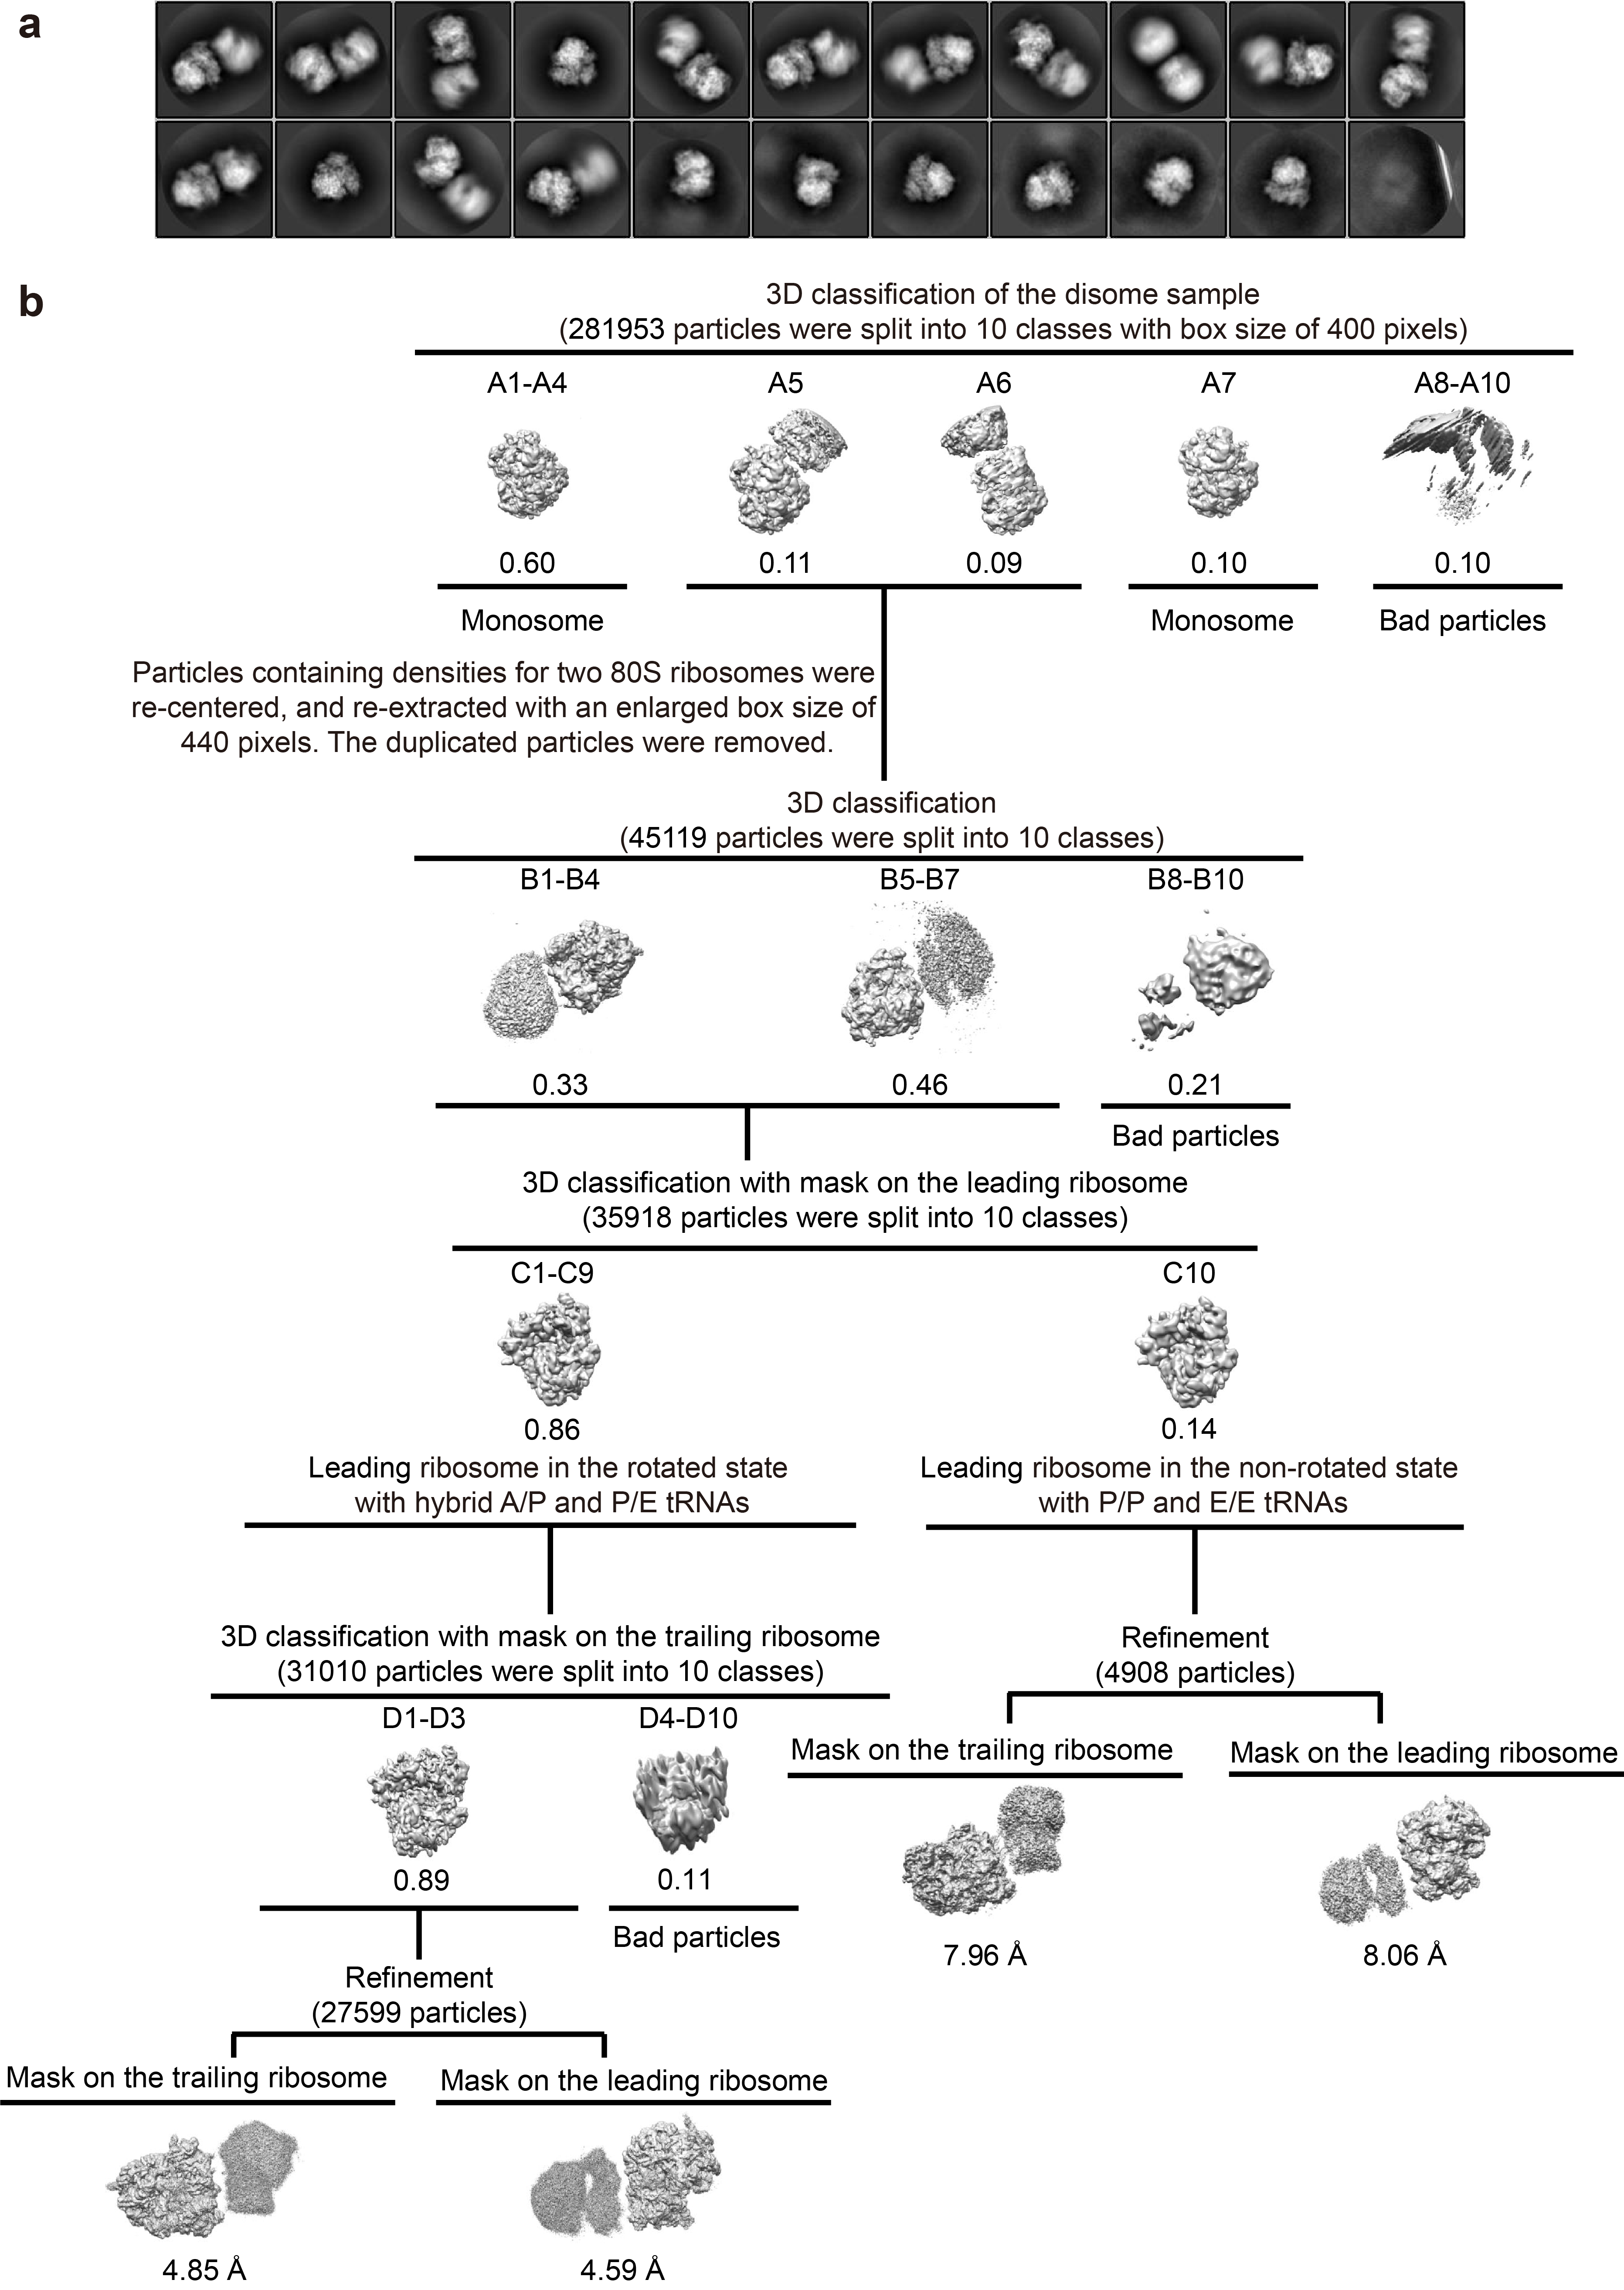

**Fig. S17. Cryo-EM data processing for disome particles that were collected with cycloheximide omitted in the lysis buffer.**

**a** Representative 2D class averages of disome particles.

**b** The flow chart for 3D classification and refinement.

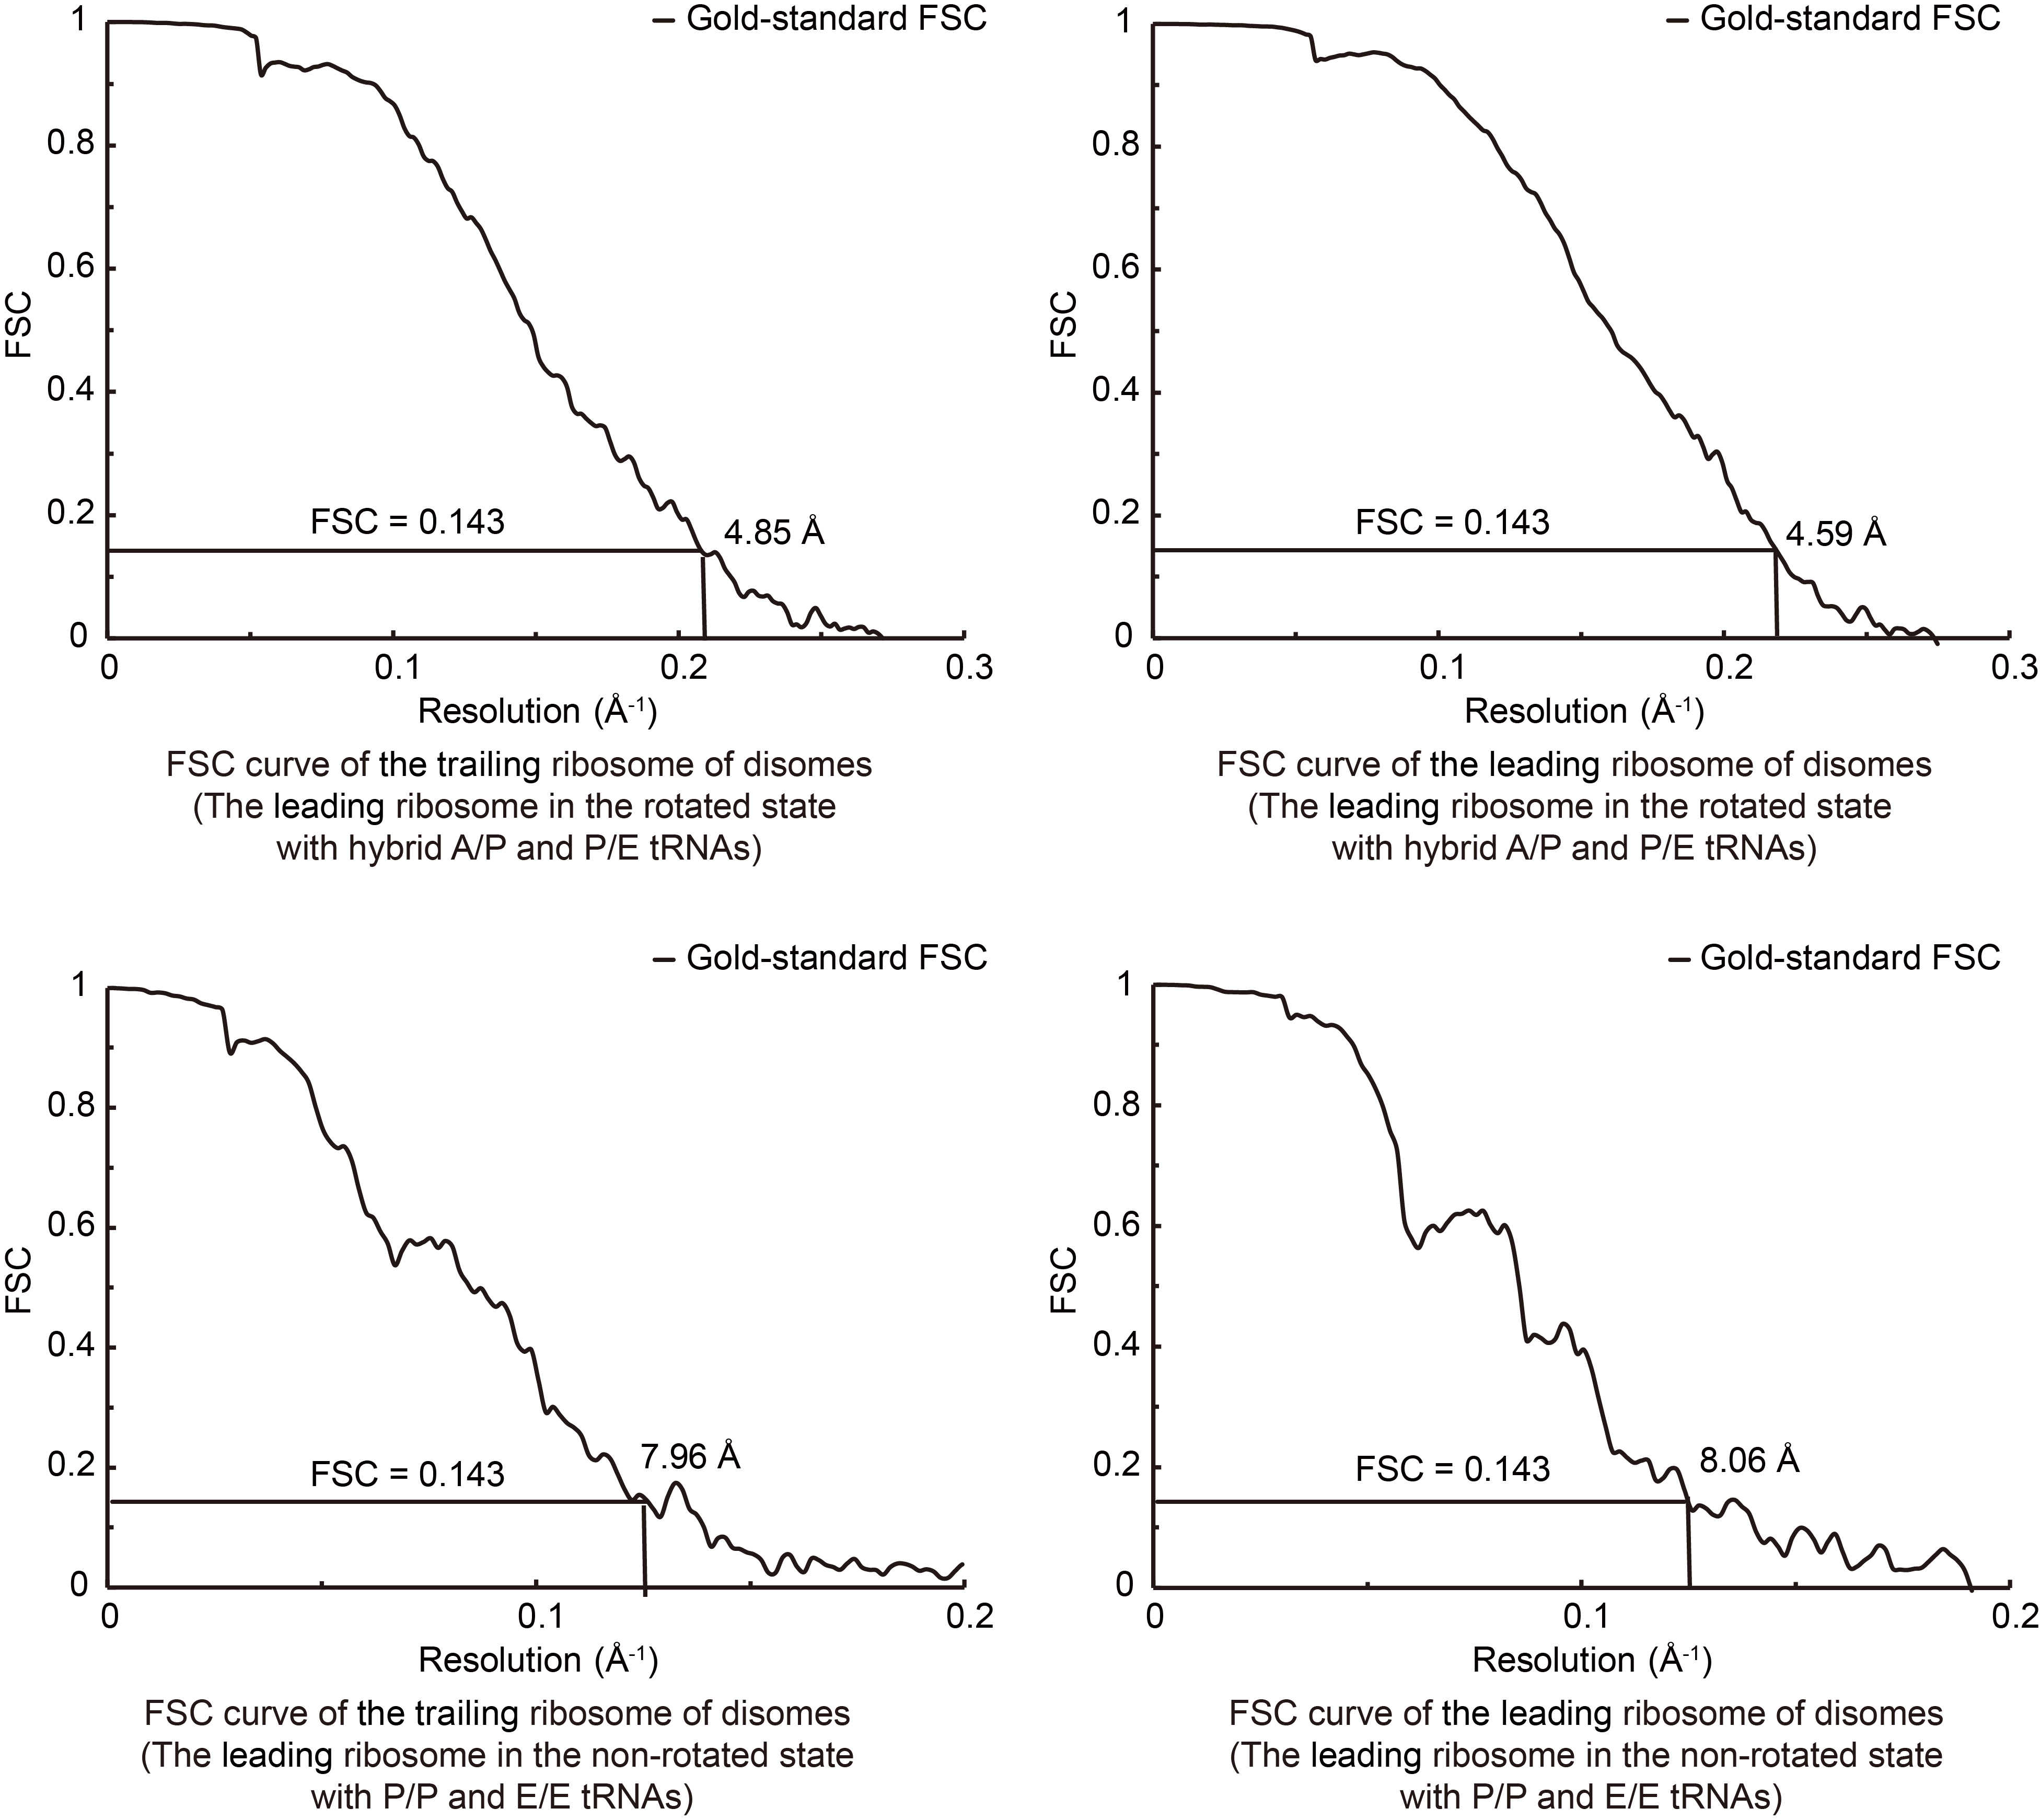

**Fig. S18. Fourier shell correlation (FSC) curves for the final 3D density maps after RELION-based post-processing.**

Disomes were collected with cycloheximide omitted in the lysis buffer.

**SUPPLEMENTARY TABLES**

**Table S1. Summary of the monosome-seq libraries.**

| Library | Total reads | Filtered reads^a^ | Uniquely mapped reads^b^ |
| --- | --- | --- | --- |
| Rich medium replicate 1 | 24693292 | 2420449 | 420358 |
| Rich medium replicate 2 | 20833790 | 1659124 | 336258 |
| 3-AT replicate 1 | 15470359 | 1897389 | 157989 |
| 3-AT replicate 2 | 14574600 | 1675158 | 147562 |
| Control in Fig. S8 | 26377014 | 5206211 | 858732 |

^a^ Reads after removing rRNA.

^b^ Reads uniquely mapped to the yeast genome.

**Table S2. Summary of the disome-seq libraries.**

| Library | Total reads | Filtered reads^a^ | Uniquely mapped reads^b^ |
| --- | --- | --- | --- |
| Rich medium replicate 1 | 272473666 | 13373574 | 2628459 |
| Rich medium replicate 2 | 263337526 | 4410686 | 681055 |
| 3-AT replicate 1 | 36139349 | 6144821 | 36084 |
| 3-AT replicate 2 | 39727602 | 8068750 | 44211 |

^a^ Reads after removing rRNA.

^b^ Reads uniquely mapped to the yeast genome.

**Table S3. Summary of the mRNA-seq libraries.**

| Library | Total reads | Uniquely mapped reads^a^ |
| --- | --- | --- |
| Rich medium replicate 1 | 5478547 | 1337661 |
| Rich medium replicate 2 | 6670236 | 1580266 |
| 3-AT replicate 1 | 6289058 | 1861188 |
| 3-AT replicate 2 | 4062390 | 1322674 |

^a^ Reads uniquely mapped to the yeast genome.

**Table S4. Disome-associated proteins (replicate 1: heavy isotope labeled disome proteins, disome/monosome intensity ratio > 1.5).**

| **ORF** | **Gene** | **Description*** |
| --- | --- | --- |
| **Chaperone** | | |

| YAL005C | *SSA1* | ATPase involved in protein folding and nuclear localization signal (NLS)-directed nuclear transport; member of heat shock protein 70 (HSP70) family; forms a chaperone complex with Ydj1p; localized to the nucleus, cytoplasm, and cell wall; 98% identical with Ssa2p, but subtle differences between the two proteins provide functional specificity with respect to propagation of yeast [URE3] prions and vacuolar-mediated degradations of gluconeogenesis enzymes |
| --- | --- | --- |
| YLL024C | *SSA2* | ATP binding protein involved in protein folding and vacuolar import of proteins; member of heat shock protein 70 (HSP70) family; associated with the chaperonin-containing T-complex; present in the cytoplasm, vacuolar membrane and cell wall; 98% identical with Ssa1p, but subtle differences between the two proteins provide functional specificity with respect to propagation of yeast [URE3] prions and vacuolar-mediated degradations of gluconeogenesis enzymes |
| YDL229W | *SSB1* | Cytoplasmic ATPase that is a ribosome-associated molecular chaperone, functions with J-protein partner Zuo1p; may be involved in folding of newly-made polypeptide chains; member of the HSP70 family; interacts with phosphatase subunit Reg1p |
| YNL209W | *SSB2* | Cytoplasmic ATPase that is a ribosome-associated molecular chaperone, functions with J-protein partner Zuo1p; may be involved in the folding of newly-synthesized polypeptide chains; member of the HSP70 family; homolog of SSB1 |
| YMR186W | *HSC82* | Cytoplasmic chaperone of the Hsp90 family, redundant in function and nearly identical with Hsp82p, and together they are essential; expressed constitutively at 10-fold higher basal levels than HSP82 and induced 2-3 fold by heat shock |
| YPL240C | *HSP82* | Hsp90 chaperone required for pheromone signaling and negative regulation of Hsf1p; docks with Tom70p for mitochondrial preprotein delivery; promotes telomerase DNA binding and nucleotide addition; interacts with Cns1p, Cpr6p, Cpr7p, Sti1p |
| YJL159W | *HSP150* | O-mannosylated heat shock protein that is secreted and covalently attached to the cell wall via beta-1,3-glucan and disulfide bridges; required for cell wall stability; induced by heat shock, oxidative stress, and nitrogen limitation |
| YIL016W | *SNL1* | Protein of unknown function proposed to be involved in nuclear pore complex biogenesis and maintenance as well as protein folding; has similarity to the mammalian BAG-1 protein |
| YJL008C | *CCT8* | Subunit of the cytosolic chaperonin Cct ring complex, related to Tcp1p, required for the assembly of actin and tubulins in vivo |
| YDR033W | *MRH1* | Protein that localizes primarily to the plasma membrane, also found at the nuclear envelope; the authentic, non-tagged protein is detected in mitochondria in a phosphorylated state; has similarity to Hsp30p and Yro2p |
| YNL064C | *YDJ1* | Type I HSP40 co-chaperone involved in regulation of the HSP90 and HSP70 functions; involved in protein translocation across membranes; member of the DnaJ family |

* Descriptions were retrieved from the *Saccharomyces* Genome Database (<https://www.yeastgenome.org/>)

**Table S5. Disome-associated proteins (replicate 2: light isotope labeled disome proteins, disome/monosome intensity ratio > 1.5).**

* Descriptions were retrieved from the *Saccharomyces* Genome Database (<https://www.yeastgenome.org/>)

**Table S6. Primers used for tagging 4×FLAG to the C-terminus of each chaperone.**

| **Description** | **Sequence (5′**-**3′)** |
| --- | --- |
| SSA1 forward | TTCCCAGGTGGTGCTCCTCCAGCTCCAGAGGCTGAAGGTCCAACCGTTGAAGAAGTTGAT ACGGCCAGTGAATTCGGCG |
| SSA1 reverse | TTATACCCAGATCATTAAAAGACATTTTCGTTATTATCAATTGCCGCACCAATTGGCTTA CAGTATAGCGACCAGCATT |
| SSB1 forward | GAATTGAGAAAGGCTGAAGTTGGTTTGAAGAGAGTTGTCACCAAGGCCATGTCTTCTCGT ACGGCCAGTGAATTCGGCG |
| SSB1 reverse | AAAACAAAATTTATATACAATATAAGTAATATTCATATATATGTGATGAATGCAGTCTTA CAGTATAGCGACCAGCATT |
| SSB2 forward | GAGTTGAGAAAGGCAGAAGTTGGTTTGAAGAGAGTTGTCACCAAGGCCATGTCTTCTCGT ACGGCCAGTGAATTCGGCG |
| SSB2 reverse | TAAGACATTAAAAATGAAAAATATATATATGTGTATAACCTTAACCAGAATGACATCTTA CAGTATAGCGACCAGCATT |
| HSC82 forward | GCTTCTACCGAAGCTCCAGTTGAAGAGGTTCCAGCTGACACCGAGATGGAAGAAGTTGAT ACGGCCAGTGAATTCGGCG |
| HSC82 reverse | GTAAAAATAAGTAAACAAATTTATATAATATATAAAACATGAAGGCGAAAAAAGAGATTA CAGTATAGCGACCAGCATT |
| HSP82 forward | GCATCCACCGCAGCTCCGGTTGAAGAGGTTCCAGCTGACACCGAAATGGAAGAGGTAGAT ACGGCCAGTGAATTCGGCG |
| HSP82 reverse | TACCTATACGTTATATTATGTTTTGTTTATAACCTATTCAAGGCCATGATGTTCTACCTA CAGTATAGCGACCAGCATT |

How the deposited data were processed for this re-analysis (not part of the article)

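The tables analysed here came from disome-seq, monosome-seq and mRNA-seq of yeast in the rich medium YPD (strain BY4742) and in synthetic complete medium without histidine with 100 mM 3-AT (strain S288C), with 2 biological replicates of each, and from 1 library of footprints from transcripts bound by 2 ribosomes. By the labels, strain, medium and 3-AT change together, so that a difference between the 2 media is then a difference of all 3. Samples were assigned to groups and replicates by their labels.

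The methods state that the authors kept the 3-nt random sequence of each read as the UMI, trimmed the adaptor, removed rRNA reads, aligned the rest to the coding sequences of the SGD R64-1-1 genome and discarded multiple alignments and alignments of low quality. As deposited by the authors, the tables hold counts of aligned reads per gene and replicate, as whole numbers without normalization, and for the control counts of footprints per A-site position. Whether reads that share length, sequence and UMI had been collapsed in the deposited numbers is not stated. Each table holds a length class, 55 to 65 nt for disome-seq, 20 to 30 nt for monosome-seq and 28 to 29 nt for mRNA-seq and the control, so its total is not the depth of the library. A gene missing from a table was given a count of 0 in it. Of the 5694 genes listed in any of the tables of reads per gene, 5690 were paired with the R64 annotation by their systematic name. Library totals ran from 18790 to 47391 in disome-seq, from 230583 to 800994 in monosome-seq and from 544499 to 2836320 in mRNA-seq, and the control held 401686 footprints. Shares of single libraries are given with 95% Wilson intervals, and 3 counts were taken as what a count of 0 allows. Both cover counting error only.

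Disome footprints were down-sampled to the number in the legend of Fig. 2c in 1000 seeded draws, while translated genes were called from all monosome footprints of the tables, which are more than in the legend, so that the legend's ratio of 32.6 is kept only in an alternative. Reads were scaled to RPM by the totals of the tables, and densities were ratios of RPM to that of mRNA-seq. Correlations are across genes, which are not independent replicates, and have no p-value. Differences were tested with edgeR 4.0.16 in R 4.3.3 on the counts, with TMM factors, its default filter on low counts by group, quasi-likelihood F tests and Benjamini-Hochberg adjustment at 0.05. The 4 libraries of a comparison were fitted together for disome-seq against monosome-seq in each medium and for 3-AT against the rich medium in each assay. The 8 libraries of disome-seq and monosome-seq were fitted together for the interaction of assay and medium. A fit gives a gene the same spread in all its libraries, while disome-seq replicates varied more than monosome-seq replicates. Standard errors and p-values across assays and for the interaction can therefore understate the spread of disome-seq. Log2 fold changes carry a standard error computed from the test statistic. With 2 replicates against 2, no permutation of the labels can reach 0.05, and none was run. Tables and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

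The fits were tested on simulated data, in which known changes were put into drawn counts. Each gene was given the same fitted spread in all libraries of a fit. At an adjusted p of 0.05, edgeR recovered 41.9% of the changed genes for disome-seq against monosome-seq in the rich medium, 42.5% in 3-AT, 92.9% for mRNA-seq, 75.5% for monosome-seq and 57.1% for disome-seq between media, and 22.0% for the interaction. False calls were at most 4.82% of the calls in any of these. The replicates of disome-seq varied more than those of monosome-seq, with a chi-square per gene of 4.18 against 1.35 in the rich medium. The simulation leaves this difference out, so it cannot show the rate of false calls across assays or for the interaction.

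The genes named in the text follow a rule set before the data were examined: the genes that the paper names for disome-seq, the chaperone genes of Table S4, the genes deleted in BY4742 by its genotype, the genes of histidine biosynthesis, and in each comparison the 3 largest rises and the 3 largest falls among called genes whose scaled counts do not overlap between groups. Each of these genes was followed in every comparison in which it was tested. Genes of pyrimidine and lysine synthesis, genes specific to a mating type, ribosomal protein genes, genes with shared stretches and the stretch of HIS3 without control footprints were chosen after related counts had been seen. For each test of a technical explanation, what the counts would show was written down beforehand except where the closing section says otherwise, and the numbers of genes called by edgeR had been seen by then. The limits by which the tests of scaling, counting noise, GC content, coding length and the stretch of CYC8 were read were reworded after their values had been seen, and their readings did not change. The reading of the test of shared stretches was changed after its value had been seen, once ribosomal protein genes had been left out of it. The test of the depth of the control library was replaced, and its reading and that of the test of URA3 against other pyrimidine genes were weakened, after values had been seen.

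Alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, library totals without TMM factors, DESeq2's size factors in the edgeR fit, no filter on low counts, the replicate number as a block, all 12 libraries of the tables of reads per gene in 1 fit, and each library left out in turn. For the other values they were the number of footprints kept, the definition of a translated gene and of the stringent share, the filter on low counts, the pseudocount, the denominator of the densities and the statistic. The read totals of Tables S1 to S3 as library sizes and untransformed RPM were added after the data had been seen. These read totals are not those of the counted length classes. Results with them mainly show what a shift of all genes does. Pause positions, pausing scores, the mass spectrometry, the reporter assays and the human data were not analysed here.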

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

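The tests of scaling for the number of genes, of the depth of the control library and of reads from the 3-AT libraries, and the medians with 3 counts in place of 0, were chosen only after the result had been seen.

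In 504 of 2871 genes the ratio of disome-seq to monosome-seq differed between 3-AT and the rich medium (edgeR's quasi-likelihood test of the interaction), 78 with a higher and 426 with a lower ratio in 3-AT. The excess of lower genes depends on the scaling of the libraries. With library totals only, 191 genes were higher and 182 lower, and the median log2 fold change over all genes moved from −0.77 to 0.04. Of the called genes 51.2% were then higher (95% Wilson interval 46.1 to 56.2%, which treats genes as independent). With all 12 libraries in 1 fit, 224 were higher and 194 lower. With the read totals of Tables S1 to S3, chosen after seeing the data, 1850 were higher and 1 lower. An excess of lower genes stayed with DESeq2 (103 higher, 236 lower) and with its size factors in the edgeR fit (116 and 273). It also stayed without a filter (46 and 359) and with the replicate block (66 and 382). A change of scaling shifts all genes alike, so these splits show that the direction depends on it and do not test its cause. Scaling factors are thus a candidate explanation for the direction of the excess. They are none for which genes stand apart from the others: 260 genes were called both with TMM factors and with library totals only. The share of histidine codons in a gene, which 3-AT would act on, correlated with the change at a rho of 0.065 across genes. It ranked 4 among the 20 amino acids, behind aspartate, asparagine and serine, and 7 by the size of rho, where alanine, phenylalanine and valine are also ahead. A part played by histidine codons can thus neither be shown nor excluded from totals per gene. The counted disome lengths also leave out a shorter class, whose leading ribosome the paper proposes to have an open A-site. The paper reports a larger share of this class in 3-AT. The counted monosome lengths keep the short footprints that the paper ties to an open A-site. The ratio can therefore miss part of the collisions at histidine codons in 3-AT. Coding length (rho −0.024) and GC content (rho −0.0072) were related to the change less than the histidine share was, and the number of monosome footprints more, at a rho of −0.22. Leaving out 1 library moved the number of called genes by over 1.5 times in the case of 3-AT monosome-seq replicate 2 (310 genes) and of rich medium monosome-seq replicate 2 (276 genes). By the labels, strain, medium and 3-AT differ together, and they stay open as untested biological explanations.

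Of 137 ribosomal protein genes, 81 had a lower ratio of disome-seq to monosome-seq in 3-AT than in the rich medium and 1 had a higher ratio. They held 22.4% ± 1.76 (SD, n = 2) of disome footprints, 17.2% ± 0.25 of monosome footprints and 19.6% ± 0.56 of mRNA reads in the rich medium, against 2.30% ± 0.54, 5.23% ± 0.00056 and 6.02% ± 0.0029 in 3-AT. Their mRNA and monosome footprints were thus also a smaller share in 3-AT, and the share of disome footprints fell further. Genes matched on coding length and monosome counts argue against these properties as the explanation, since the median log2 fold change of the ribosomal protein genes minus theirs was −2.24. A scaling factor shifts all genes alike, and with library totals only the median of the ribosomal protein genes minus that of the other genes was −2.07. With the read totals of Tables S1 to S3 their median itself was 2.11, above 0, and minus that of the other genes −2.15. Of the ribosomal protein genes, 36 had a group of libraries without counts, where a fitted fold change is no measure. With 3 counts over the 2 libraries in place of 0, the difference from the other genes was smaller, at −1.18. Discarded reads of near-identical paralogs would be the same in both media for a given read length. The pattern was noticed in these libraries and tested on them. One hypothesis is that collisions on these mRNAs are fewer in 3-AT, and whether strain, medium or 3-AT would account for it cannot be read from this design.

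The paper gives the genotype of the rich medium strain as ura3Δ0, and URA3 (YEL021W) has 319 reads in the 2 rich medium mRNA-seq libraries and 56 footprints in monosome-seq. This is signal from a gene that the genotype lacks and that the paper does not report on. Its mRNA-seq level, an RPM of 62.5, is below that of 7 of 8 other genes of pyrimidine synthesis, which range from 7.60 to 451, and at percentile 50.3 among all genes with mRNA counts. It lies within this range only because of URA10, at 7.60, so the range cannot decide about a trace of reads. A level below most of these genes is what a trace would give, and percentile 50.3 is high for one. A trace from libraries not analysed here is therefore not excluded. A trace from the 3-AT libraries would leave it below their level, an RPM of 25.9, and is argued against. URA3 is not listed in the table of the two-ribosome control, by the labels also from the rich medium, where positions with at least 1 footprint are listed. At the control's total, the rich medium monosome-seq share of URA3 would give 16.0 footprints. Of 1254 other genes for which it gives a number within 1.5 times of this, 39, or 3.11%, have no control footprint either, so low depth is not excluded. A difference in strain between the control and the other rich medium libraries stays open, as do a mislabelled library and a table used here that holds the control in part, and none of these was tested further. No biological explanation was tested.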

How the results depend on the processing

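The read totals of Tables S1 to S3 as library sizes and untransformed RPM were chosen after seeing the data. No cause of a change given here was tested unless it is stated.

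For 177 pairs of a named gene and a comparison, 2023 values were computed under alternatives. Direction and side of the threshold were unchanged in 1772, 108 were no longer past the threshold, 37 became so, and 106 changed sign. The read totals of Tables S1 to S3 brought most of the changes of sign. They are larger than the totals of the tables for disome-seq and smaller for monosome-seq, and move the median log2 fold change over all genes for disome-seq over monosome-seq in the rich medium from −0.37 to −6.63. The log2 fold changes with a changed sign were for disome-seq over monosome-seq in the rich medium RPS6A −0.91, RPS28B −0.79, ILV6 −1.44, CYC8 −3.79, TEF4 −4.36, RPS14A −1.83, RPL15A −4.87, RPS31 −4.28, SSA1 −4.03, SSA2 −5.15, SSB1 −5.21, SSB2 −5.86, HSC82 −2.86, HSP82 −5.86, SNL1 −6.01, CCT8 −5.69, YDJ1 −5.22, HIS3 −6.33, URA3 −5.50, HIS1 −5.26, HIS4 −5.82 and HIS7 −5.34; for disome-seq over monosome-seq in 3-AT HSP82 −1.41, HSP150 −1.34, CCT8 −0.96, YDJ1 −1.21, HIS3 −0.021 and HIS4 −0.93; for 3-AT over the rich medium in mRNA-seq SSA1 −0.12, YDJ1 −1.19, HIS1 −0.24 and HIS2 −0.35; for 3-AT over the rich medium in monosome-seq HSP150 0.082; for 3-AT over the rich medium in disome-seq EFB1 1.60, RPL15A 0.99, SSA1 3.04, SSA2 2.30, CCT8 4.13 and MRH1 1.36; for the interaction CYC8 1.24, EFB1 3.59, RPL15A 2.81, RPS31 1.46, FAS2 1.59, SSA1 2.22, SSA2 3.44, SSB1 0.31, SSB2 0.53, HSC82 0.0083, HSP82 4.48, CCT8 4.79, MRH1 3.07, YDJ1 4.04, HIS1 0.47, HIS4 4.89, HIS5 2.66 and HIS7 0.97. With these totals 3085 genes were called for disome-seq against monosome-seq in the rich medium, 0 higher and 3085 lower. In 3-AT 1614 were called, 41 higher and 1573 lower, and for the interaction 1851, 1850 higher and 1 lower.

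Under the alternatives set before the data were examined, none of the genes that changed sign had been called, and 1, HSP150 in monosome-seq between media, was past the threshold with the changed sign (adjusted p = 0.013 with library totals only). With library totals only, the log2 fold changes with a changed sign were for disome-seq over monosome-seq in the rich medium SSB2 −0.17, HSP82 −0.16 and HIS3 −0.24; for 3-AT over the rich medium in monosome-seq HSP150 0.27; for 3-AT over the rich medium in disome-seq CCT8 0.14; for the interaction HSP82 0.44, CCT8 0.47 and HIS4 0.58. Without a filter they were for disome-seq over monosome-seq in the rich medium SSB2 −0.12, HSP82 −0.11 and HIS3 −0.19; for disome-seq over monosome-seq in 3-AT HSP82 −0.078. With all 12 libraries in 1 fit they were for disome-seq over monosome-seq in the rich medium SSB2 −0.038, HSP82 −0.024 and HIS3 −0.10; for disome-seq over monosome-seq in 3-AT HSP82 −0.027; for the interaction HSP82 0.47, CCT8 0.49 and HIS4 0.59. With DESeq2 they were for the interaction HSP82 0.070, CCT8 0.10 and HIS4 0.20. With DESeq2's size factors in the edgeR fit they were for the interaction HSP82 0.067, CCT8 0.10 and HIS4 0.21. With 1 library left out, the signs that changed, with the range over the libraries left out, were for disome-seq over monosome-seq in the rich medium SSB2 (−0.092 to 0.083), HSP82 (−0.065 to 0.090), SNL1 (−0.25 to 0.48), MRH1 (−0.80 to 0.074), HIS3 (−0.94 to 0.37), URA3 (−7.26 to 1.64), HIS4 (−0.20 to 0.68), HIS5 (−1.39 to 0.45) and HIS6 (−7.36 to 0.22); for disome-seq over monosome-seq in 3-AT HSP82 (−0.18 to 0.17) and HSP150 (−0.050 to 0.26); for 3-AT over the rich medium in monosome-seq HSP150 (−0.088 to 0.011) and HIS2 (−0.042 to 0.85); for 3-AT over the rich medium in disome-seq CCT8 (−1.01 to 0.14); for the interaction HSP82 (−0.59 to 0.26), CCT8 (−0.69 to 0.21) and HIS4 (−0.67 to 0.45).

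The 570 genes called between disome-seq and monosome-seq in the rich medium became 153 to 383 with 1 library left out, and 403 to 734 under the 6 other alternatives set before the data were examined. Without a monosome-seq library fewer genes pass the filter, 918 or 927 in place of 3089, which lowers the count. In 3-AT, 718 genes became 415 with DESeq2 and 223 to 383 with 1 library left out, and the other 5 gave 520 to 873. For 3-AT against the rich medium, 3988 genes in mRNA-seq became 3219 to 4020 and 2733 in monosome-seq 1843 to 2893 under the alternatives set before. The 500 genes in disome-seq became 845 without a filter, where 4595 genes are tested in place of 624, and 421 to 511 with 1 library left out. For the interaction, 504 genes became 276 to 407 with 1 library left out, 339 with DESeq2, 373 with library totals and 389 to 448 under the other 4. With 1 library left out, the lone library of a group was assumed to vary like those of the other group.

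Replicates were given the same numbers across assays and media, and nothing ties a number in 1 assay to the same number in another. The log ratio of replicate 1 to replicate 2 correlated across genes between pairs of assays or media at −0.083 to 0.042. With the replicate number as a block, 403 genes were called in the rich medium, 520 in 3-AT and 448 for the interaction.

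The number of genes with collisions, 2361, became 3923 without down-sampling and 2342 to 3272 under the other alternatives, each replicate alone included. In the rich medium, the rank correlation of the densities became 0.217 with 10 or more counts in each assay, 0.470 with 1 added to the RPM and 0.397 as a partial correlation, and 0.217 to 0.257 in single replicates. In 3-AT it was 0.359 and became 0.310 and 0.419 under the first 2 of these and 0.341 with a different mRNA-seq replicate under each density, and 0.285 to 0.298 in single replicates.

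For rich medium disome-seq, r between replicates became 0.861 over genes above 0 in both, 0.886 on untransformed counts, 0.623 as Spearman's rho and 0.876 with 10 or more counts. For 3-AT disome-seq these were 0.769, 0.955, 0.479 and 0.766. For rich medium monosome-seq they were 0.967, 0.998, 0.974 and 0.972, and for rich medium mRNA-seq 0.989, 0.997, 0.993 and 0.991. The first 2 were 0.933 and 0.982 for 3-AT monosome-seq and 0.974 and 0.999 for 3-AT mRNA-seq, whose Spearman's rho was 0.982. Between disome-seq and monosome-seq in the rich medium, r became 0.779 with 1 added to the RPM, 0.76 as Spearman's rho, 0.757 with 10 or more counts in each assay, 0.738 on untransformed RPM, 0.768 with the totals of Tables S1 to S3 and 0.780 to 0.781 in single replicates. In 3-AT it became 0.631, 0.608, 0.657 and 0.690 under the first 4 of these and 0.624 to 0.627 in single replicates.

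With the disome-seq fold change alone, the rho of the histidine share became 0.193. There aspartate (0.265), isoleucine (0.208), asparagine (0.197) and cysteine (0.196) were higher. Alanine (−0.290), GC content (−0.207), lysine (−0.202) and arginine (−0.195) were larger in size with a negative sign. The rho of the histidine share became 0.0028 with the number of histidine codons and 0.119 over genes with 20 or more disome counts. With 1 library left out it was 0.024 to 0.102.

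The stringent share, 25.5%, became 18.1 to 32.5% under the other minimums and denominators and 30.4 and 35.6% with 1 replicate.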

Differences from the paper's values

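Totals of the tables differ from the uniquely mapped reads in the paper's Tables S1 to S3 by more than 1.5 times for each of the 13 libraries. The tables hold length classes of reads and the paper's values are reads mapped uniquely to the genome, and 6 of the tables' totals are the larger of the 2. The rich medium disome-seq libraries total 47391 and 34707 here against 2628459 and 681055 in the paper, and those in 3-AT 21133 and 18790 against the paper's 36084 and 44211. The rich medium monosome-seq libraries total 800994 and 606942 here, more than the paper's 420358 and 336258, and those in 3-AT 267839 and 230583 against the paper's 157989 and 147562. For mRNA-seq in the rich medium, the totals are 2256785 and 2836320 against the paper's 1337661 and 1580266, and in 3-AT 842485 and 544499 against the paper's 1861188 and 1322674. The two-ribosome control totals 401686 against the paper's 858732. No alternative applies to these totals.

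The rank correlation of monosome and disome density in the rich medium was 0.347 against the paper's 0.39, a gap larger than the spread of 0.028 between replicates. Of the alternatives set before the data were examined, the partial rank correlation given mRNA RPM, at 0.397, falls within that spread of the paper's value. The others do not: 0.217 with 10 or more counts in each assay, 0.470 with 1 added to the RPM, 0.348 with a different mRNA-seq replicate under each density, 0.334 as Pearson's r, and 0.217 and 0.257 from single replicates.

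The correlations printed in Fig. S2 are higher between replicates than those of log2 counts plus 1 here. For 3-AT disome-seq, r was 0.673 against about 0.97 in Fig. S2, read by eye, and for rich medium disome-seq 0.805 against about 0.91 in Fig. S2, read by eye. For 3-AT monosome-seq it was 0.939 against about 0.98, for rich medium monosome-seq 0.97 against about 0.99, and for 3-AT mRNA-seq 0.976 against about 0.99, all in Fig. S2 and read by eye. The limit for a difference was 0.018 for 3-AT disome-seq, 0.011 for rich medium disome-seq and 0.005 for the others. It is the half-width of a 95% interval of the r found here, which treats genes as independent. Where that is smaller, 0.005 was used for the reading by eye. On untransformed counts, the r of 0.955 for 3-AT disome-seq and of 0.982 for 3-AT monosome-seq fall within this limit of the paper's values. The others, 0.886, 0.998 and 0.999, do not. None of the remaining alternatives for these libraries, genes above 0 in both replicates, Spearman's rho and 10 or more counts, comes within the limit.

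Between disome-seq and monosome-seq, r was 0.663 in 3-AT against about 0.72 in Fig. S2, read by eye. None of the alternatives set before the data were examined comes within 0.005 of the latter, the limit used here. In the rich medium it was 0.803 against about 0.76 in Fig. S2, read by eye. There Spearman's rho, 0.76, and the r over genes with 10 or more counts in each assay, 0.757, fall within this limit, while the others do not.

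The paper states that the assays correlate much more weakly with each other than replicates do. For the rich medium, r between disome-seq and monosome-seq, 0.803, was close to the 0.805 between disome-seq replicates and below the 0.97 between monosome-seq replicates, on the scales given above. In 3-AT the values were 0.663, 0.673 and 0.939. With monosome-seq thinned to the library totals of disome-seq and on 1 scale, r between the assays was below both values between replicates in each medium.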

Other observations

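The values of shared stretches without ribosomal protein genes and of the HIS3 stretch were chosen only after the results had been seen, as were the lists of lysine genes and of genes specific to a mating type after related counts.

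In mRNA-seq, 3988 of 5290 genes differed between 3-AT and the rich medium (edgeR's quasi-likelihood test), 1994 higher and 1994 lower in 3-AT. With library totals only, 2557 were higher and 1457 lower, and with the read totals of Tables S1 to S3, chosen after seeing the data, 317 higher and 4463 lower. In monosome-seq, 2733 of 4169 genes differed, 1411 higher and 1322 lower (1689 and 1027 with library totals only, and 1029 and 1781 with all 12 libraries in 1 fit), and in disome-seq 500 of 624, 231 higher and 269 lower (274 and 234 with library totals only, and 402 and 6 with the read totals of Tables S1 to S3). The largest rises in mRNA-seq were those of SNO1 (log2 fold change 10.85), SRL4, which had no rich medium reads, and FRM2 (7.61). The largest falls were those of CTR1 (−6.49), MF(ALPHA)2 (−6.37) and ALD6 (−5.66). In disome-seq, RPS28B had 331 and 285 footprints in the rich medium and 0 in both 3-AT libraries, which makes it at least 154-fold lower when 3 counts are allowed over the 2 libraries. SNZ1 had 667 and 341 footprints in 3-AT and 0 in the rich medium. Of the histidine genes, HIS1, HIS2, HIS3, HIS4, HIS5 and HIS7 were higher and HIS6 was lower in 3-AT mRNA-seq, except that HIS1 and HIS2 were lower with the read totals of Tables S1 to S3 and that HIS6 was past the threshold in 7 of 11 alternatives. The log2 fold change was 3.51 for HIS3, 3.29 for HIS4 and 4.29 for HIS5 in mRNA-seq, and 3.84, 3.24 and 6.52 in monosome-seq. The rich medium strain carries his3Δ1 by genotype, in which case the change of HIS3 is not that of an intact gene. The URA3 reads leave the strain of these libraries open, and totals per gene do not show whether the deleted part is empty. The tests in mRNA-seq rest on 3-AT replicates whose spread was little above counting noise and might not be that of separate cultures, and without 3-AT replicate 1 or 2 the number of called genes was 3444 or 3729.

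The fall of MF(ALPHA)2 mRNA in 3-AT raised the question of strains of different mating type. All 3 mRNAs tested that are specific to alpha cells were lower in 3-AT: the RPM in the rich medium and in 3-AT was 1313 ± 13.9 and 310.3 ± 7.68 (SD, n = 2) for MF(ALPHA)1, 482 ± 1.84 and 7.23 ± 0.16 for MF(ALPHA)2, and 509 ± 13.9 and 243 ± 5.75 for STE3. The 5 mRNAs specific to a cells, MFA1, MFA2, STE2, BAR1 and ASG7, together had 32 reads in the rich medium and 20 in 3-AT. Since the 3-AT libraries are smaller, these reads do not show a fall. In RPM, STE2 was 3.89 in the rich medium and 5.99 in 3-AT, and BAR1 1.55 and 3.62. ASG7 was 0.53 and 2.11, MFA1 0 and 2.11, and MFA2 0.22 and 0, all on few reads. The 20 reads in 3-AT are far below MF(ALPHA)1 with 432 reads and STE3 with 338, though not below MF(ALPHA)2 with 10. The rises of a-specific mRNAs go in the direction of a change of mating type, while the reads of MF(ALPHA)1 and STE3 argue against it. The fall of the alpha-specific mRNAs stays open.

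The rank correlation of monosome and disome density could in part come from the mRNA-seq reads that divide both. With a different mRNA-seq replicate under each density, rho in the rich medium was 0.348, and the partial rank correlation given mRNA RPM was 0.397, which argue against counting noise in, and the abundance of, the shared denominator. Among genes with 10 or more counts in each assay, rho was 0.217. The restriction may also narrow the range of densities, which was not measured, so a part played by genes with few footprints cannot be told apart from it. In 3-AT, which the paper does not report for this relation, rho was 0.359 over 3435 genes.

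Replicates 1 and 2 of rich medium disome-seq differed beyond counting noise in 56 of 998 genes, against 0 of 1291 in monosome-seq thinned to the same totals. In 3-AT these were 9 of 750 and 4 of 830. Each number rests on a single pair of libraries. Counting noise alone is thus argued against for the genes past the binomial test. The log ratio of the replicates was related to GC content at a rho of −0.075 and to coding length at 0.036, smaller in size than the 0.096 and −0.10 in 3-AT disome-seq, whose replicates differed in fewer genes. RPS6A had 1172 and 126 footprints in replicates 1 and 2 and ILV6 had 612 and 93, while RPS28B had 331 and 285. Reads copied in amplification stay open as a source, since whether the deposited counts were collapsed by UMI is not known, and no biological explanation was tested.

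The largest rises of disome-seq over monosome-seq in the rich medium were those of RPS6A (log2 fold change 5.76), RPS28B (5.16) and ILV6 (5.14). Those of RPS6A and ILV6 rest in part on disome-seq replicate 1, without which they were 3.54 and 3.35, below the lowest value of RPS14A with 1 library left out, 3.94. Longer footprints align uniquely more often in genes with near-identical copies, which might raise this ratio. The 30 genes whose share of stretches found in no other coding sequence was at least 20 points larger at 58 nt than at 28 nt had a median log2 fold change of 0.86, against −0.39 in the other genes. In 3-AT, where footprints of the same range of lengths were counted, the median of 24 such genes minus that of the others was −0.38, where discarded reads would give a positive value. Most of these genes encode ribosomal proteins, which fell in 3-AT. Among the 10 such genes that do not, the difference was 1.40 in the rich medium and 0.69 in 3-AT. A contribution of discarded reads to the rises of such genes therefore cannot be told apart from a change of the ribosomal protein genes. Of the 20 genes with the largest rises, 3 were among the 30. ILV6 has no shared stretch at either length. RPS6A is not among the 30, but 18.9% of its stretches at 28 nt and 30.7% at 58 nt are found in no other coding sequence, so more of its reads would be kept in disome-seq. Ranked by fitted fold change, which is no measure for a group without counts, the largest falls were those of AIM29, YPT31 and BRE1. These genes had 0 disome footprints in the rich medium against 280 and 152, 130 and 107, and 129 and 91 monosome footprints. When 3 counts are allowed over the 2 libraries, they are at least 7.00-fold, 3.84-fold and 3.56-fold lower. These bounds were not compared with the falls of genes that have counts.

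In the control library, CYC8 had no footprint between positions 1434 and 1923. Of the 28-nt stretches there, 83.2% occur once in the coding sequences, against 100% of those in the rest of the gene. The share argues against discarded reads as the explanation for the whole stretch, though such reads can lower the counts only in it. Within the glutamine run 30.1% occur once, and there discarded reads may contribute.

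Of 11 chaperone genes in Table S4 that were tested, 5 had more disome than monosome footprints relative to the library in the rich medium (SSA1, SSA2, SSB1, HSC82 and YDJ1) and 1 had fewer (HSP150). Of those with more, 4 share stretches with other coding sequences more often at 28 nt than at 58 nt, so that more of their disome than monosome reads would be kept: the stretches found in no other coding sequence rise from 39.4% to 60.0% in SSB1, from 35.3% to 44.0% in SSA1, from 35.0% to 43.7% in SSA2 and from 81.7% to 95.4% in HSC82. The same rise in SSB2, from 39.1% to 60.0%, and in HSP82, from 81.8% to 95.5%, goes with log2 fold changes of 0.088 and 0.10 that were not called. Adjusted over the list alone, 6 were called. Without monosome-seq replicate 1 or 2, SSA2, SSB1, YDJ1 and HSP150 were no longer past the threshold. Without disome-seq replicate 1, YDJ1 and HSP150 were not, nor was HSP150 with the replicate number as a block. HSC82 had a log2 fold change of 3.31 and its paralog HSP82 one of 0.10. In 3-AT, HSC82 was lower in disome-seq than in monosome-seq (−1.32), and HSP82 was not called (0.13). The change between media was −5.06 for HSC82 (adjusted p = 5.4e-37 for the interaction) and −0.39 for HSP82 (adjusted p = 0.48), and the difference between the 2 genes was not tested. The change of HSC82 was past the threshold in each of the alternatives except with the read totals of Tables S1 to S3, where it was 0.0083. FAS2, with −0.16, and EFB1, with −0.066, were not called in the rich medium.

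LYS2 is at 0 in both rich medium mRNA-seq libraries, whose strain lacks it by genotype, and is not listed in the 3-AT tables used here. Low expression of the pathway does not explain it, since 8 other lysine genes had 165 to 1186 reads each in 3-AT mRNA-seq. The paper gives no deletion of LYS2 for S288C, the strain of the 3-AT libraries by their labels. Why LYS2 is not listed was not tested further, and a strain other than the label gives and tables that are held here in part both stay open. LEU2, for which the paper gives a deletion in BY4742 and none in S288C, is likewise not listed in the 3-AT tables used here. It is not listed in the rich medium tables of reads per gene either and was not analysed. In the control library, HIS3 had 49 footprints at 19 positions and none between positions 294 and 525. HindIII sites lie at 305 and 495 in its coding sequence. Of 435 genes with a like number of positions, 30 had a gap as large relative to their length.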
